# BM-MSC-derived migrasomes reverse stroke-induced thymic atrophy and immunosuppression via Pin1 delivery to thymic epithelial cells

**DOI:** 10.1186/s12974-025-03604-2

**Published:** 2025-11-15

**Authors:** Haotong Yi, Mengyan Hu, Liling Yuan, Xiaotao Su, Shilin Wu, Tiemei Li, Shisi Wang, Xinmei Kang, Yuxin Liu, Zhiruo Liu, Qin Qin, Weihua Yu, Yifan Li, Wei Qiu, Wei Cai, Zhengqi Lu

**Keywords:** Migrasomes, BM-MSC, Thymus, Stroke, Thymic epithelial cells, Immunosuppression

## Abstract

Acute ischemic stroke triggers immunosuppression, yet existing therapies struggle to balance neuroprotection with poststroke immunosuppression. We demonstrated that bone marrow mesenchymal stem cells (BM-MSC) reverse stroke-induced thymic atrophy by promoting T-cell differentiation and restoring peripheral T-cell populations. Bulk RNA sequencing of BM-MSC-treated thymuses revealed enhanced proliferative signatures. Mechanistically, BM-MSC secrete migrasomes (organelles derived from migrating cells) that traverse the blood‒thymus barrier. Single-cell RNA sequencing analysis demonstrated that migrasome-mediated proliferation occurred specifically in medullary thymic epithelial cell I (mTECI) subpopulations. Proteomic profiling via liquid chromatography‒tandem mass spectrometry (LC‒MS/MS) identified Pin1—a cell cycle regulator—as the predominant cargo in BM-MSC-derived migrasomes. In vivo and in vitro studies confirmed migrasome-mediated thymic epithelial proliferation, T-cell niche reconstruction, and immune homeostasis restoration. Migrasome monotherapy improved neurological deficits and survival rates in stroke model mice, demonstrating dual neuroprotective-immunomodulatory efficacy. This work addresses the clinical dilemma between neuroprotection and immunosuppression alleviation, establishing migrasomes as a cell-free therapeutic strategy for poststroke immunotherapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03604-2.

## Introduction

Following acute ischemic stroke (AIS), activation of the sympathetic nervous system (SNS) and the hypothalamic‒pituitary‒adrenal (HPA) axis induces an immunosuppressive state to mitigate neuroinflammatory damage caused by blood‒brain barrier disruption [1–3]. However, this compensatory response elevates immunosuppressive factors (e.g., IL-10 and glucocorticoids), leading to lymphocytopenia and poststroke immunosuppression (PICS), which heightens susceptibility to stroke-associated infections (SAIs) and exacerbates neurological deficits and mortality [4, 5]. Current therapies targeting SNS/HPA axis inhibition or immunosuppressive factor antagonism remain suboptimal because of their interference with endogenous neuroprotective pathways [6–8].

Bone marrow mesenchymal stem cells (BM-MSC) exhibit well-documented immunomodulatory potential, reducing post-AIS neuroinflammation, infarct volume, and SAIs incidence through paracrine mechanisms [9, 10]. For example, BM-MSC enhance pulmonary macrophage phagocytosis to mitigate pneumonia [11] and prevent caspase-1-dependent marginal zone B-cell death in the spleen [12]. Nevertheless, the thymus—the central organ for T-cell development—suffers severe atrophy poststroke due to SNS/HPA axis activation, diminishing T-cell output and aggravating peripheral immunosuppression [13, 14]. The integrity of the thymic microenvironment relies on thymic epithelial cells (TEC) and the blood-thymus barrier (BTB) [15]; however, no studies have explored whether BM-MSC can repair stroke-induced thymic damage.

This gap highlights a critical dilemma in poststroke immunotherapy: current therapies targeting the SNS/HPA axis risk disrupting endogenous neuroprotection, whereas thymic regeneration—a cornerstone of immune recovery—remains unaddressed. We hypothesized that BM-MSC could restore poststroke thymic atrophy and reconstruct T-cell developmental niches to alleviate peripheral immunosuppression.

This study demonstrated that BM-MSC significantly reverse stroke-induced thymic atrophy by promoting medullary thymic epithelial cell (mTEC) proliferation. Mechanistically, while BM-MSC themselves cannot traverse the BTB, their secreted migrasomes—organelles derived from migrating cells [16]—penetrate the BTB to deliver functional cargo to the thymic medulla. Single-cell RNA sequencing (scRNA-seq) analysis revealed that migrasomes primarily drive proliferation in the mTECI subpopulation and restore global thymic epithelial homeostasis. Crucially, BM-MSC treated with blebbistatin (Bleb) [17, 18], or Tspan4-knockdown (*Tspan4*^KD^), in which migrasome production is suppressed, completely abrogate BM-MSC-induced thymic repair. Through liquid chromatography‒tandem mass spectrometry (LC‒MS/MS), we identified Pin1 (peptidyl-prolyl cis-trans isomerase NIMA-interacting 1), a key cell cycle regulator [19], as a prominent cargo protein in BM-MSC-derived migrasomes. Both in vivo and in vitro experiments confirmed that migrasomes deliver Pin1 to mTEC, increasing their proliferation.

This is the first study to demonstrate that BM-MSC utilize migrasomes to bypass the BTB and deliver therapeutic molecules to the thymus, overcoming the limitations of conventional cell-based therapies in targeting central immune organs. Migrasome monotherapy recapitulates the dual benefits of BM-MSC (neuroprotection and immune restoration) while avoiding the ethical and safety concerns associated with stem cell transplantation. These findings not only reveal a novel mechanism by which BM-MSC regulate central immune organs but also pioneer a cell-free strategy for poststroke immunotherapy, resolving the clinical dilemma between neuroprotection and immunosuppression alleviation.

## Results

### Bone marrow mesenchymal stem cells reverse poststroke thymic atrophy and maintain central immune homeostasis

Human bone marrow-derived mesenchymal stem cells (BM-MSC) were isolated and validated for their surface marker profiles and adipogenic/osteogenic differentiation capacities (Fig. S1A-B). To evaluate the therapeutic effects of BM-MSC on poststroke thymic atrophy, 8-week-old male wild-type C57BL/6 mice were subjected to 60-minute transient middle cerebral artery occlusion (tMCAO; Fig. S1C), followed by intravenous administration of BM-MSC (2 × 10⁶ cells per mouse) or vehicle (Veh) via the angular vein. Compared with Veh treatment, BM-MSC treatment reversed poststroke thymic atrophy (Fig. 1A), with the thymus index (thymus wet weight (mg)/mouse body weight (g)) recovering more rapidly to baseline levels (Fig. 1B). Consistent with previous findings [10, 11], BM-MSC improved poststroke survival (Fig. S1D), enhanced neurological (Fig. S1E), reduced cerebral infarct volume (Fig. S1F), preserved white matter integrity (MBP staining, Fig. S1G), and mitigated inflammatory cell infiltration (Fig. S2). Hematoxylin‒eosin (H&E) staining revealed a reconstructed cortical-medullary architecture in BM-MSC-treated mice, whereas the Veh group exhibited extensive structural disruption (Fig. 1C). Immunofluorescence analysis revealed that BM-MSC restored the ratio of cortical (CK8^+^) to medullary (CK5^+^) epithelial cells to physiological levels (Fig. 1D). The thymus functions as an endocrine organ capable of secreting bioactive peptides, including thymosin α1 (Tα1), β4 (Tβ4), and β10 (Tβ10) [20]. Existing evidence indicates that Tα1 plays crucial roles in modulating, enhancing, and restoring immune functions [21, 22]. Tβ4 facilitates T-cell differentiation by inducing cytoskeletal reorganization in thymic epithelial cells (TEC) [23], while Tβ10 expression has been associated with tumorigenesis [24]. Compared with the Veh control group, the BM-MSC-treated group presented significantly elevated plasma levels of Tα1 and Tβ4, with no significant effect on the Tβ10 concentration (Fig. 1E). These findings suggest that BM-MSC may enhance thymic immune function through the upregulation of Tα1 and Tβ4 expression. BM-MSC also reduced systemic CRP, LBP, and LPS levels (Fig. 1F), which is consistent with prior reports [10]. Flow cytometry confirmed that BM-MSC normalized the proportions of cortical thymic epithelial cells (cTEC, Ly51^+^) and medullary thymic epithelial cells (mTEC, UEA1^+^) (Fig. 1G, gating strategy in Fig. S3). Functional assessment of TEC via MHC class II (a marker of epithelial maturation [25]) and Aire (an autoimmune regulator expressed by mTEC [25]) revealed increased MHC II expression in both mTEC and cTEC, alongside an elevated Aire^+^ cell frequency in mTEC (Fig. 1H). Thymic T-cell profiling analysis revealed greater proportions and numbers of double-positive (DP) cells in the BM-MSC group than in the Veh group, whereas the Veh group presented elevated CD8^+^ and double-negative (DN) T-cell ratios (Fig. 1I). Our study demonstrated that BM-MSC alleviate poststroke immunosuppression (PICS) by restoring TEC function to promote T-cell generation.

**Fig. 1:**
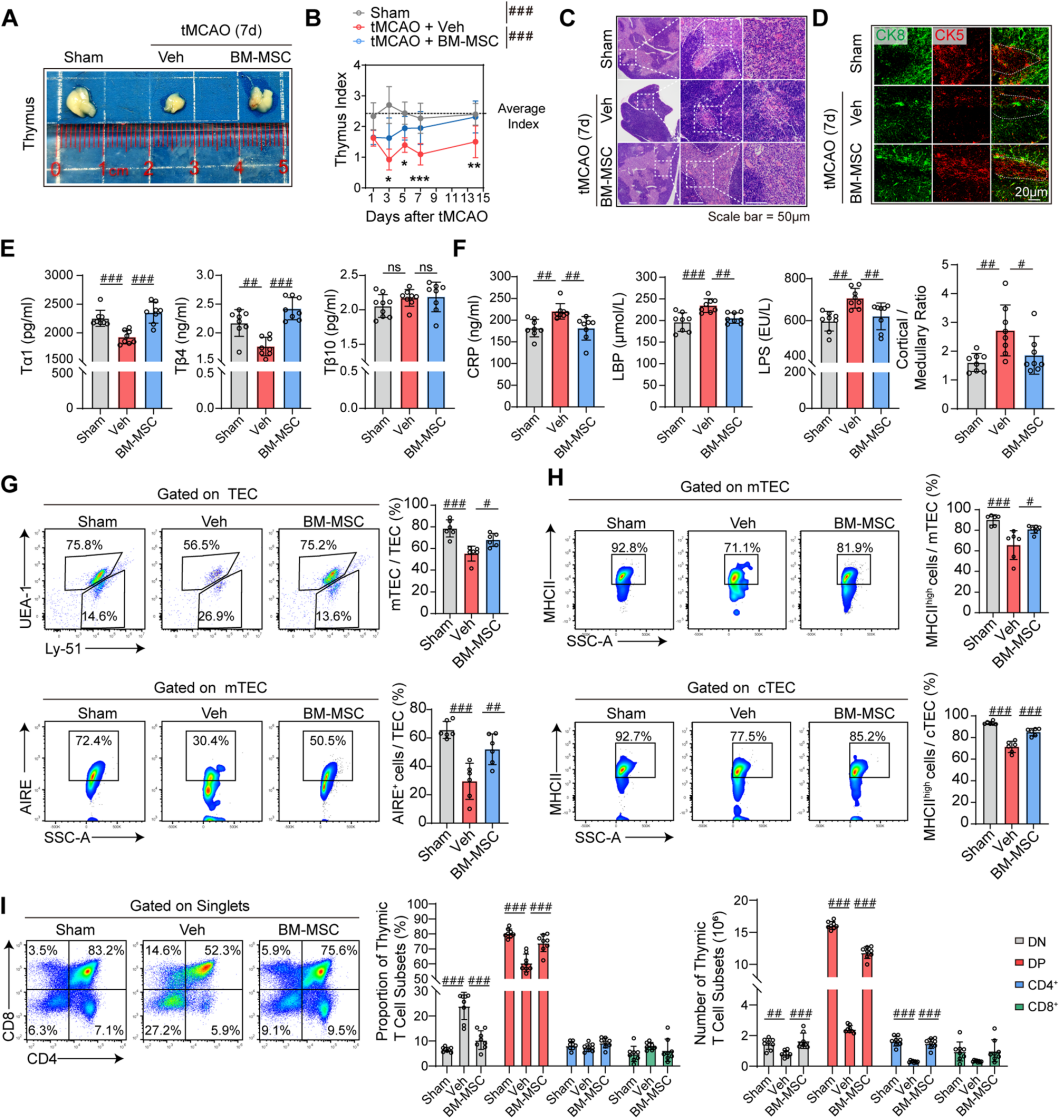
Bone marrow mesenchymal stem cell (BM-MSC) transplantation reverses poststroke thymic atrophy and increases t-cell generation. Male wild-type C57/Bl6 mice underwent 60-minute transient middle cerebral artery occlusion (tMCAO) followed by reperfusion. BM-MSC (2 × 10⁶ cells/mouse) or vehicle (Veh) were administered intravenously as a single dose 2 h postreperfusion. The mice were sacrificed at 1, 3, 5, 7, and 14 days post-tMCAO. **A** Gross thymus images from the Sham, Veh, and BM-MSC groups on day 7 (*n* = 3 per group). **B** Dynamic changes in thymus weight over 14 days (*n* = 10 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001 (BM-MSC vs. Veh), one-way ANOVA (mean ± SD). FDR-corrected *p*-values (*q-values)* were calculated, ***q < 0.001 (main effect of group), two-way ANOVA (mean ± SD). **C** Representative hematoxylin and eosin (H&E)-stained thymic sections (*n* = 3 per group). **D** Immunofluorescence staining of the thymus: the medullary marker CK5 (red) and the cortical marker CK8 (green) are shown. The bar graphs below show the cortical/medullary ratios (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, by one-way *ANOVA* (mean ± SD). **E** Plasma levels of thymosin α1, β4, and β10 were measured via ELISA (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, by one-way *ANOVA* (mean ± SD). **F** Plasma CRP, LBP, and LPS levels were measured via ELISA (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, by one-way *ANOVA* (mean ± SD). **G** Flow cytometry analysis of thymic epithelial cell (TEC, EPCAM^+^CD45^−^) proportions (*n* = 6 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ###*q* < 0.001, one-way ANOVA (mean ± SD). **H** Flow cytometry analysis of MHC II^+^ and AIRE^+^ mTEC (EPCAM^+^CD45^−^UEA-1^+^Ly51^−^) and MHC II^+^ cTEC (EPCAM^+^CD45^−^UEA^−^Ly51^+^) (*n* = 6 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). **I** Thymic T-cell subset profiling: proportions and counts of double-negative (DN, CD4^−^CD8^−^), double-positive (DP, CD4^+^CD8^+^), CD4^+^, and CD8^+^ T cells (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, ###*q* < 0.001 (BM-MSC vs. Veh), one-way ANOVA (mean ± SD)

We assessed the temporal dynamics of peripheral immune cells and IL-10 levels from day 1–14 post tMCAO to identify the PICS. Our analysis revealed immunological trajectories. First, we observed a progressive decline in T-lymphocyte proportions, reaching a nadir on day 7 with incomplete recovery by day 14. Second, B-lymphocyte counts were minimized on day 3 before rebounding to near-baseline levels by day 14. Notably, neutrophil frequencies peaked acutely on day 3 prior to rapid decline, whereas monocyte populations exhibited progressive expansion that plateaued on day 7 and remained elevated through day 14. Most significantly, our cytokine profiling revealed that IL-10 levels peaked on day 7 and remained elevated through day 14 (Fig. S4A-E). We suggest that the confluence of five cardinal immunological manifestations on day 7 post stroke—the nadir of T-lymphocyte proportions, persistent B-lymphocyte suppression, resolving neutrophilia, monocytosis peak, and maximal IL-10 elevation—collectively designates this juncture as the immunological zenith of PICS.

To evaluate changes in peripheral lymphocytes, we performed flow cytometric analysis of the spleen and peripheral blood samples from 8-week-old mice on day 7 tMCAO. Similar to previous studies [26], we observed that, compared with Veh treatment, BM-MSC treatment partially restored the spleen weight (Fig. S5A). Histological evaluation via HE staining revealed preserved splenic architecture in the BM-MSC group (Fig. S5B). Flow cytometry analysis demonstrated that BM-MSC therapy significantly restored the proportions of total CD3^+^ T cells in the spleen and peripheral blood (Fig. S5C, F). Subgroup analysis further revealed increases in splenic and blood CD4^+^ T cells and CD8^+^ T cells (Fig. S5E, H). Notably, BM-MSC treatment did not significantly alter B-cell proportions (Fig. S5D, S5G). To assess therapeutic generalizability, we extended the investigations to aged tMCAO mice (18 months old). Stroke-induced reductions in T/B-cell ratios, phenocopying young mice, were observed in aged cohorts (Fig. S6A-H). BM-MSC effectively restored the peripheral and splenic T-cell proportions in aged mice. Intriguingly, BM-MSC significantly rescued splenic B-cell especially in aged animals, an effect that was not detected in young mice (Fig. S6F). Mechanistically, this age-dependent rescue may stem from exacerbated B-cell apoptosis in aged mice on day 7 post stroke, coupled with BM-MSC-mediated mitigation of caspase-1-dependent cell death in splenic marginal zone B cells, as previously reported [12].

Collectively, these findings suggest that BM-MSC counteract PICS by restoring thymic epithelial structure and function, thereby reconstructing T-cell developmental niches. This effect may be mediated via coordinated modulation of thymic hormone secretion and epithelial development.

### BM-MSC restore the atrophied thymus by promoting mTEC proliferation

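Thymus RNA of 12 male mice was sequenced in bulk, with 4 mice each in the Veh, BM-MSC and Migrasome groups. The mice underwent 60 min of tMCAO, and the thymus was taken 7 days later. The BM-MSC group received bone marrow mesenchymal stromal cells by vein 2 h after reperfusion, and the Veh group received vehicle. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and deposited FPKM (fragments scaled by gene length and library size) for 54532 genes. Gene coordinates in the deposited table are those of mm10 (GENCODE M21), although the sample labels name mm39. All 312319 nonzero values, multiplied by the gene length, were whole multiples of a step per library within 0.01, so whole reads per gene could be worked out. Reads in genes ranged from 13337212 to 17847732 in Veh (median 16851600) and from 15754242 to 17817896 in BM-MSC (median 17530800). The mitochondrial share of reads had a median of 4.54% in Veh (2.80% to 5.10%) and 3.01% in BM-MSC (1.53% to 7.89%, the highest in BM-MSC 2). From the FPKM, log2(FPKM + 1) of the 15307 genes with at least 1 FPKM in at least 4 libraries was fitted with limma, a linear model that pools the spread over genes. All 12 libraries entered a single fit, so the 3 groups shared a single estimate of the spread. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The recovered reads were also tested with DESeq2, the tool the paper names, and with edgeR's quasi-likelihood test. In a single simulated data set, DESeq2 made 50 false calls over 19319 genes, against 9 for limma and 11 for edgeR over 16619. It recovered 56% of the genes changed by a fold of 2, against 24% and 36%. In another data set with less spread, false calls were 21, 8 and 12. The tools did not test the same genes, so these counts do not rank them. The test, the libraries in the fit, library weights and a limit to protein-coding genes each moved the number of called genes.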

To elucidate the mechanism underlying BM-MSC-mediated thymic regeneration, bulk RNA sequencing (RNA-seq) was performed on thymic tissues 7 days after tMCAO. 

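Mki67, which encodes the proliferation antigen Ki67, stood at 74.9 ± 55.9 FPKM (SD, n = 4 mice) in the BM-MSC group and at 10.3 ± 7.44 FPKM (SD, n = 4) in the Veh group. Its log2 fold change was 2.68 (standard error 0.82, adjusted p = 0.0593 from limma). Cd8a, which encodes the alpha chain of the CD8 coreceptor of DP and CD8+ T cells, stood at 376 ± 120 FPKM (SD, n = 4) in BM-MSC and at 120 ± 16.4 FPKM (SD, n = 4) in Veh. Its log2 fold change was 1.58 (standard error 0.38, adjusted p = 0.0592 from limma). For both genes, all 4 BM-MSC libraries lay above all 4 Veh libraries. Mki67 (ENSMUSG00000031004) lies on chromosome 7 of mm10 from 135689784 to 135716361, and Cd8a (ENSMUSG00000053977) on chromosome 6 from 71373427 to 71379173. Neither gene passed limma's threshold, while DESeq2 gave adjusted p = 0.00993 for Mki67 and 0.000376 for Cd8a. Over the alternatives, the adjusted p ranged from 0.00318 to 0.177 for Mki67 and from 0.000376 to 0.177 for Cd8a. Without library Migrasome 3, which shares the fit, the limma values were 0.0211 and 0.0142; without BM-MSC 2, they were 0.0520 and 0.0491.
Rag1 (ENSMUSG00000061311), which encodes a subunit of the recombinase of DP thymocytes, had a log2 fold change of 4.08 (standard error 1.08, adjusted p = 0.0592 from limma and 0.0295 from DESeq2). Its size rests on Veh 2, which held 0.0310 FPKM against 15.5 to 50.0 in the other Veh libraries: without Veh 2 it was 2.89 (adjusted p = 0.159 from limma), and without Veh 4 it was 4.77. Of 18 DP thymocyte genes, a list that holds Cd8a, 16 were higher when adjusted over the list alone, none over all genes in limma and 15 in DESeq2, with a median log2 fold change of 1.57. Kif22, a mitotic kinesin, had a log2 fold change of 2.19. Among the genes the paper names that were lower, C4b (a complement component) had a log2 fold change of -2.46, Plin4 (a lipid droplet protein) -1.99, Ces1f (a carboxylesterase) -1.46 and Cp (ceruloplasmin) -1.18. DESeq2 gave these 4 genes adjusted p = 0.000162, 0.00347, 0.000231 and 5.96e-08, and all 4 BM-MSC libraries lay below all 4 Veh libraries in each. Plin4 and Ces1f are on the Adipocyte list: of its 19 genes, 18 were lower when adjusted over the list alone and 16 in DESeq2, with a median log2 fold change of -1.55. Adipoq (ENSMUSG00000022878), the adipocyte hormone adiponectin, had a log2 fold change of -2.82. C4b and Cp are on the Complement and acute phase list: of its 20 genes, 15 were lower when adjusted over the list alone, none over all genes in limma and 12 in DESeq2, with a median log2 fold change of -1.33.
No gene passed an adjusted p under 0.05 in limma with all 12 libraries; 5733 had an unadjusted p under 0.05 (3116 higher and 2617 lower, against 765 by chance). DESeq2 called 4495 genes (2045 higher and 2450 lower) and edgeR 2087. All 4 BM-MSC libraries lay above all 4 Veh libraries in 2327 genes and below them in 1574, against 219 genes (1.43%) in each direction by chance. Libraries of the same number deviated together in all 4 pairs of BM-MSC and Veh (correlation 0.117 to 0.356). Some libraries of different numbers did too: Veh 3 with BM-MSC 4 (0.279), Veh 2 with 1 (0.236) and Veh 4 with 3 (0.235). The other pairs of different numbers were negative, down to -0.378. The block below was used for this comparison because of these correlations, so its calls are not independent support. With that number as a replicate block in these 8 libraries, chosen after seeing the data, limma called 4777 genes (2841 higher and 1936 lower), against 2475 in the 8 libraries without the block. It called Mki67 and Cd8a (adjusted p = 0.0120 for each in limma), the other genes named above, 16 of the 18 DP thymocyte genes, 18 of the 19 Adipocyte genes and 13 of the 20 Complement and acute phase genes. Limma called 3519 genes without Migrasome 3, the genes named above among them, 1234 without BM-MSC 2 and 7 without Veh 1. It called 4 without Veh 3 (Bpifa1, Gm8121, Serpinb11 and Cxcl17) and 1 without Veh 4 (Gm25135), names chosen after their values were seen.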

Differential expression gene (DEG) analysis revealed significant upregulation of *Mki67* (a proliferation marker [27]) and *Cd8a* (a T-cell surface marker [28]) in BM-MSC-treated mice (Fig. 2A), indicating enhanced thymic proliferation and T-cell differentiation. GO enrichment analysis of the top 20 enriched biological processes in BM-MSC-treated mice highlighted proliferation-related pathways, including *nuclear division* and the *cell cycle phase transition* (Fig. 2B). 

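The cell cycle genes were higher as a group. Of 52 G2/M phase genes, a list that holds Mki67, all 52 were higher in BM-MSC when adjusted over the list alone, none over all genes in limma and 51 in DESeq2. Their median log2 fold change was 1.96. Of 43 S phase genes, all 43 were higher when adjusted over the list alone, none over all genes in limma and 42 in DESeq2, with a median log2 fold change of 1.49. Ccnb2 (ENSMUSG00000032218), which encodes cyclin B2 and lies on chromosome 9 of mm10 from 70407692 to 70421547, had a log2 fold change of 2.91 (standard error 0.88). Rrm2 (ENSMUSG00000020649), which encodes a subunit of ribonucleotide reductase, lies on chromosome 12 from 24708241 to 24714146 and had a log2 fold change of 3.04 (standard error 0.90). Ube2c (ENSMUSG00000001403), which encodes a ubiquitin-conjugating enzyme of the anaphase-promoting complex, had 2.90, and 2.26 without Veh 2. All 4 BM-MSC libraries lay above all 4 Veh libraries in these 3 genes, and limma called them with the replicate block in the 8 libraries and without Migrasome 3. With that block it called 50 of the G2/M phase and 42 of the S phase genes. In comparison, 9 general T-lineage genes such as Cd3e and Lck had a median log2 fold change of 0.92 (from -0.04 for Cd2 to 1.77 for Thy1), and the 95 genes of both cycle lists had 1.76. The DP thymocyte list had 1.57, nearer to the cycle lists.
Against other genes, limma's camera with a preset correlation of 0.01 gave an adjusted p of 3.72e-15 for G2/M phase and 1.46e-13 for S phase; both had an adjusted p = 0.379 with an estimated correlation. Limma's fry, which tests whether a list moves on balance in a single direction, gave 0.0452 for each, and with the replicate block 0.04995 for G2/M phase and 0.0528 for S phase. GO annotation was not at hand, so these lists stand in for the terms of Fig. 2B. From the higher Mki67 and Cd8a, the paper concludes that thymic proliferation and T-cell differentiation were enhanced by BM-MSC.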

Western blot analysis revealed increased Ki67 expression and reduced p21 and γH2AX levels in the BM-MSC group (Fig. 2C). On the basis of previous observations of BM-MSC-induced functional improvement in TEC and cortical–medullary ratio restoration, we hypothesized that BM-MSC promote TEC proliferation. Flow cytometry with Ki67/DAPI costaining revealed significantly greater proportions of mTEC in the S phase and G2/M phase in BM-MSC-treated mice, whereas Veh group mTEC predominantly remained in the G0 phase (Fig. 2D); however, cTEC exhibited no significant changes in the cell cycle (Fig. 2E). Immunofluorescence confirmed elevated Ki67 expression (Fig. 2F) and reduced p21 levels (Fig. 2G) in BM-MSC-treated mTEC. To confirm that mTEC restore thymic function following BM-MSC treatment, we evaluated T-cell receptor excision circles (TREC)—the gold standard for thymic output [29]—and conducted functional assessments of T cells in the thymus and peripheral blood (including IL-2/IFNγ production). TREC quantification confirmed enhanced thymic output in the BM-MSC groups (Fig. S7A). BM-MSC treatment significantly increased the number of IL-2⁺CD4⁺ T cells in the peripheral blood and thymus, increased the number of IFNγ⁺CD8⁺ T cells, and restored the number of peripheral IFNγ⁺CD4⁺ T cells to normal levels (Fig. S7B-D). Collectively, these data provide mechanistic evidence that BM-MSC-mediated reversal of thymic atrophy drives the proliferative rejuvenation of mTEC, enhances thymic output, and ultimately restores peripheral T-cell functional competence.

**Fig. 2:**
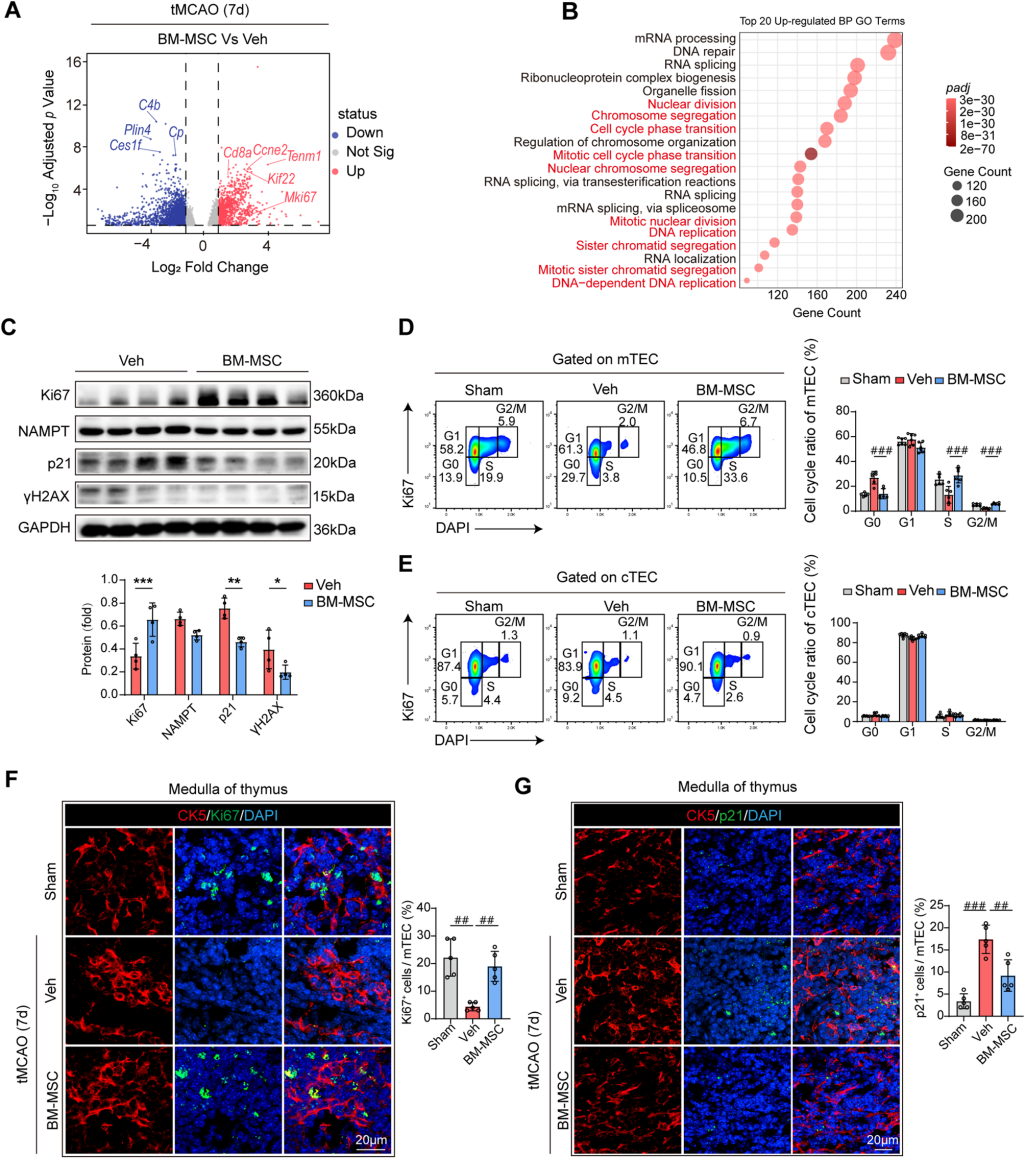
BM-MSC transplantation promotes the proliferation of medullary thymic epithelial cells (mTEC). Male wild-type C57/Bl6 mice underwent 60 minutes of tMCAO followed by reperfusion. BM-MSC (2 × 10⁶ cells/mouse) or vehicle (Veh) were administered intravenously as a single dose 2 hours postreperfusion. Thymic tissues were harvested at 7 days post-tMCAO. **A-B** Bulk RNA sequencing (RNA-seq) analysis of thymic tissues at 7 days post-tMCAO (*n* = 4 per group). **A** Volcano plot of differentially expressed genes (DEGs) between the BM-MSC and Veh groups. **B** Gene Ontology (GO) enrichment analysis of the top 20 enriched biological processes (BP) among the DEG. **C** Western blot analysis of proliferation-related (Ki67) and senescence-related (NAMPT, p21, and γH2AX) protein expression. The bar graphs show the relative protein levels (*n* = 4 per group). *p < 0.05, **p < 0.01, ***p < 0.001, by Student’ s *t*-test (mean ± SD). **D-E **Flow cytometry analysis of the cell cycle distribution of mTEC (EPCAM^+^CD45^−^UEA-1^+^Ly51^−^) **D** and cTEC (EPCAM^+^CD45^−^UEA-1^−^Ly51^+^) **E** costained with Ki67/DAPI. The bar graphs show the proportions of cells in the G0, G1, S, and G2/M phases (*n* = 6 per group). FDR-corrected *p*-values (*q-values)* were calculated, ###*q* < 0.001, one-way ANOVA (mean ± SD). **F** Immunofluorescence staining of the thymus: the medullary marker CK5 (red) and the proliferation marker Ki67 (green) are shown. Bar graphs showing Ki67^+^ cell proportions (*n* = 5 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, one-way ANOVA (mean ± SD). **G** Immunofluorescence staining of the thymus: the medullary marker CK5 (red) and the senescence marker p21 (green) are shown. The bar graphs show the proportions of p21^+^ cells (*n* = 5 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD)

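RNA levels of the genes behind the proteins of panel C were read in the bulk libraries of panels A and B; the libraries do not measure protein or phosphorylation. Cdkn1a (ENSMUSG00000023067), which encodes p21, an inhibitor of cyclin-dependent kinases, lies on chromosome 17 of mm10 from 29090976 to 29100727. Its log2 fold change in BM-MSC against Veh was -0.90 (standard error 0.25, adjusted p = 0.0592 from limma and 0.0135 from DESeq2), with all 4 BM-MSC libraries below all 4 Veh libraries. Nampt (ENSMUSG00000020572), which encodes an enzyme of NAD synthesis, lies on chromosome 12 from 32819545 to 32853349 and had a log2 fold change of -0.35 (adjusted p = 0.344 from limma and 0.369 from DESeq2). H2ax (H2afx in the deposited table, ENSMUSG00000049932), which encodes the histone that becomes γH2AX when phosphorylated, lies on chromosome 9 from 44334694 to 44336077. Its log2 fold change was 2.36 (standard error 0.71, adjusted p = 0.0592 from limma and 0.00820 from DESeq2), with all 4 BM-MSC libraries above. It moved with the cell cycle genes. Limma called Cdkn1a and H2ax with the replicate block in the 8 libraries (adjusted p = 0.0270 and 0.0118) and without Migrasome 3 (0.0220 and 0.0163). Of 27 Senescence and SASP (secretory phenotype) genes, 15 were lower and 2 higher when adjusted over the list alone, none over all genes in limma, and 13 lower and 2 higher in DESeq2. With the replicate block, limma called 12 lower and 3 higher over all genes. The median log2 fold change of the list was -0.71, with Igfbp3 (an IGF-binding protein) at -1.29 and, in the other direction, Lmnb1 (lamin B1) at 2.05. Connective tissue genes moved with the lower members: the Fibroblast list had a median of -0.97.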

### BM-MSC promote TEC proliferation via migrasome-mediated translocation across the blood-thymus barrier

To investigate the mechanism by which BM-MSC promote mTEC proliferation, GFP-labeled BM-MSC were transplanted into tMCAO mice via lentiviral transduction (Fig. 3A). Immunofluorescence analysis of the thymus at 7 days post-tMCAO revealed predominant GFP signal colocalization with the CD31^+^ vasculature (CK5^+^, purple) in the thymic medulla, with minor vesicle-like GFP signals penetrating the medullary epithelium (Fig. 3B), suggesting that BM-MSC cannot directly traverse the blood-thymus barrier (BTB), but their secreted extracellular vesicles (EVs) may mediate this process. The therapeutic effects of BM-MSC involve multiple mechanisms, including EVs secretion and soluble factor release [30, 31]. Our previous research revealed that BM-MSC release migrasomes [11], organelles that form during cellular migration [32]. While monocyte-derived migrasomes have been shown to carry proangiogenic factors [33], whether BM-MSC-derived migrasomes target the thymus to regulate its regeneration remains unknown. We thus hypothesized that BM-MSC-derived migrasomes might deliver key regulatory factors across the BTB to restore thymic function and promote T-cell production.

**Fig. 3:**
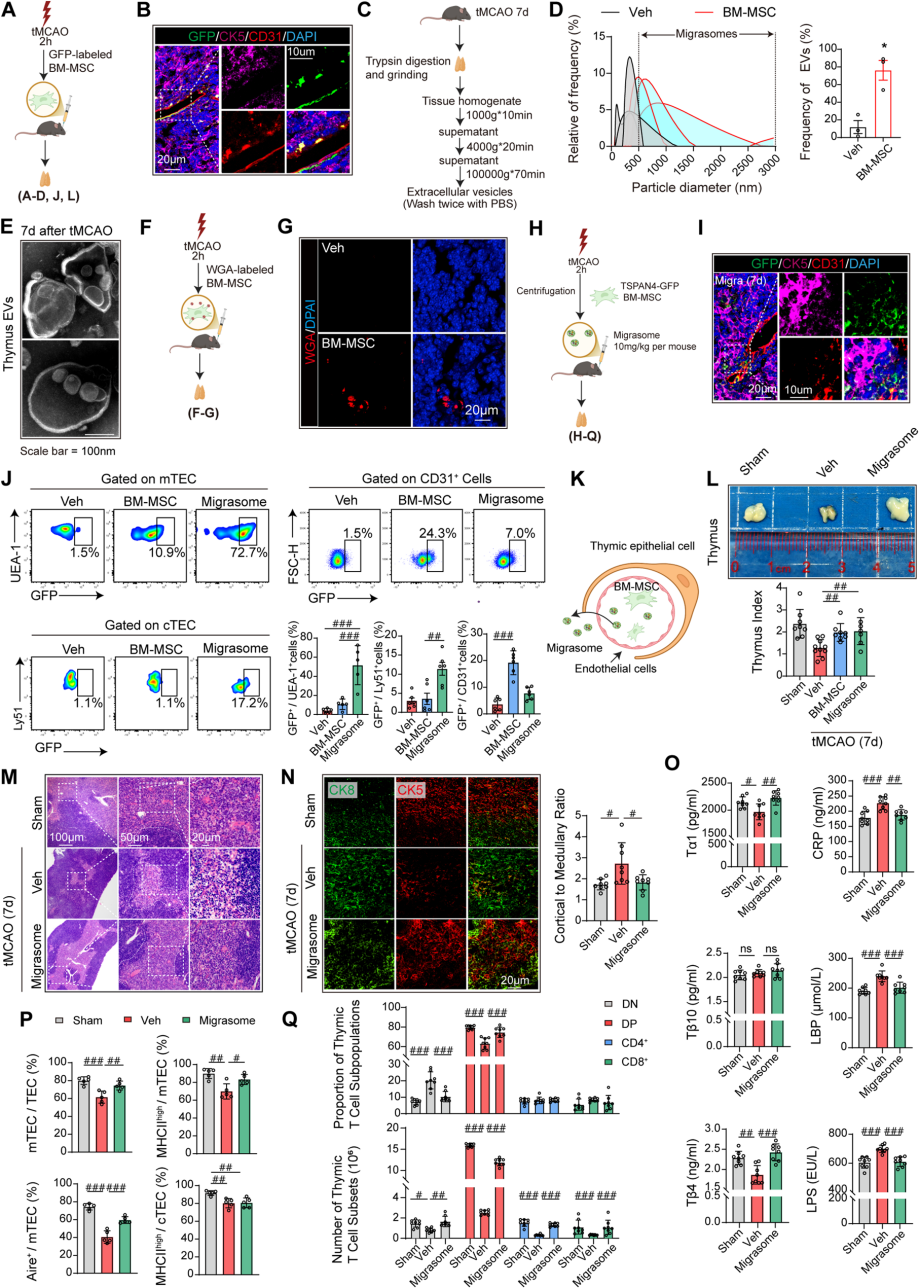
BM-MSC-derived migrasomes reverse poststroke thymic atrophy by traversing the BTB. Male wild-type C57/Bl6 mice underwent 60 minutes of tMCAO followed by reperfusion. **A-D**,** J**,** L** Schematic of the intravenous administration of GFP-labeled BM-MSC (2 × 10⁶ cells/mouse) or vehicle (Veh) 2 hours postreperfusion. **B** Representative immunofluorescence images of the thymus at 7 days post-tMCAO: GFP (green, BM-MSC), CK5 (purple), and CD31 (red, vascular marker). The experiments were repeated 3 times (*n* = 3 per group). **C** Schematic of thymic EVs isolation. **D** Size distribution analysis of EVs isolated from the Veh and BM-MSC groups (*n* = 3 per group). *p < 0.05 vs. Veh, by Student’ s *t*-test (mean ± SD). **E** Negative-staining transmission electron microscopy (TEM) images of thymic EVs from BM-MSC-treated mice. The experiments were repeated 3 times. **F-G** Schematic of WGA-labeled BM-MSC (2 × 10⁶ cells/mouse) or Veh administration **F** and representative thymic immunofluorescence images of WGA (red, migrasome marker) at 7 days post-tMCAO **G**. The experiments were repeated 3 times (*n* = 3 per group). **H-Q** Schematic of the intravenous administration of migrasomes (10 mg/kg/mouse, isolated from TSPAN4-GFP-overexpressing BM-MSC) or Veh **H**. **I** Immunofluorescence images of the thymus after migrasome monotherapy: GFP (green, migrasomes), CK5 (purple), and CD31 (red). The experiments were repeated 3 times. **J** Flow cytometry analysis of GFP signal proportions in mTEC, cTEC, and CD31^+^ cells from the Veh, BM-MSC, and migrasome groups (*n* = 6 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). **K** Schematic illustrating that BM-MSC cannot cross the BTB, while their migrasomes penetrate the BTB. **L** Gross thymus images (*n* = 3 per group) and weight quantification (sham *n* = 8, Veh *n* = 10, BM-MSC *n* = 8, migrasome *n* = 7) on day 7. FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, one-way ANOVA (mean ± SD). **M** Representative H&E-stained thymic sections (*n* = 3 per group). **N** Immunofluorescence staining of the thymus: CK5 (red, medulla) and CK8 (green, cortex). The bar graphs show the cortical-to-medullary area ratios (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, one-way ANOVA (mean ± SD). **O** Plasma thymosin α1, β4, and β10 levels were measured via ELISA (*n* = 8 per group). Plasma CRP, LBP, and LPS levels were measured via ELISA (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). **P** Flow cytometry analysis of mTEC proportions, MHC II^+^ and Aire^+^ cells in mTEC, and MHC II^+^ cells in cTEC (bar graphs; *n* = 5 per group; flow cytometry diagram in Supplementary Fig. 7). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). **Q** Thymic T-cell subset profiling: proportions and counts of DN, DP, CD4^+^, and CD8^+^ T cells (*n* = 8 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). A flow cytometry diagram is shown in Fig. S15

To validate this hypothesis, EVs were isolated from the thymic tissues of tMCAO mice 7 days post-surgery (Fig. 3C). Size characterization revealed that thymic EVs were predominantly 500–3000 nm in size (Fig. 3D), which is consistent with reported migrasome dimensions [16]. Negative staining transmission electron microscopy (TEM) further confirmed the typical migrasome morphology—large vesicles with retraction fibers and internal vesicles (Fig. 3E). To track migrasome delivery, WGA-labeled BM-MSC (a migrasome-specific marker) were intravenously administered to tMCAO mice (Fig. 3F). Immunofluorescence analysis of thymic tissues 7 days post-tMCAO revealed WGA-positive migrasome-like structures (Fig. 3G). Collectively, these findings suggest that BM-MSC-derived migrasomes may represent a structural mechanism by which BM-MSC cross the BTB to restore thymic function and promote T-cell production.

To confirm the therapeutic role of migrasomes, migrasomes isolated from TSPAN4-GFP-overexpressing (a marker of migrasomes [34]) BM-MSC (Fig. S8A-D) were injected into tMCAO mice (Fig. 3H). TSPAN4 is a pivotal regulator of migrasome biogenesis [35], and TSPAN4 overexpression significantly increased migrasome production (Fig. S8G). Immunofluorescence analysis at 7 days post-tMCAO demonstrated specific accumulation of TSPAN4-GFP-labeled migrasomes in the thymic medulla without colocalization with the CD31^+^ vasculature (Fig. 3I). Flow cytometry revealed greater GFP signal intensity in mTEC and cTEC from migrasome-treated mice than in those from BM-MSC-transplanted mice, whereas BM-MSC-derived GFP signals were localized primarily to CD31^+^ cells (Fig. 3J). No significant GFP signals were detected in thymic T cells (CD3^+^), myeloid cells (CD11b^+^), or NK cells (NK1.1^+^) (Fig. S9), confirming the specificity of migrasome uptake by TEC (Fig. 3K).

To validate whether migrasomes can recapitulate the therapeutic effects of their parent cells, we further evaluated their therapeutic effects on thymic structure and function. Migrasome monotherapy (10 mg/kg) reversed thymic atrophy (Fig. 3L), restored the cortical-medullary architecture and thymic corpuscles (H&E staining; Fig. 3M), and normalized the cortical-medullary ratios (Fig. 3N). Migrasome treatment elevated plasma thymosin α1 and β4 levels but had no significant effect on the Tβ10 concentration; reduced CRP, LBP, and LPS levels (Fig. 3O); increased mTEC proportions; and increased MHC II^+^ and Aire^+^ cells in mTEC, whereas cTEC MHC II expression remained unchanged (Fig. 3P). Thymic T-cell profiling revealed increased DP cell proportions and numbers, reduced DN ratios, and elevated CD4^+^ and CD8^+^ T-cell numbers in migrasome-treated mice (Fig. 3Q). These data indicate that migrasome therapy can effectively recapitulate the thymic regenerative effects of parent BM-MSC.

We further explored the systemic immunomodulatory effects of migrasomes. Migrasome therapy also restored the spleen index and architecture (Fig. S5A, B). Flow cytometry analysis revealed increased CD3^+^ T-cell proportions in the spleen and peripheral blood (Fig. S5C, F), with elevations in splenic CD8^+^ and CD4^+^ T cells and peripheral blood CD8^+^ and CD4^+^ T cells (Fig. S5E, H).

Notably, we confirmed that the therapeutic benefits of migrasomes—including thymic regeneration and systemic T-cell reconstitution—were consistently observed in female mice, demonstrating that the efficacy is sex-independent (Fig. S10).

Additionally, we investigated the neuroprotective effects of BM-MSC-derived migrasomes. Migrasome treatment improved survival and neurological scores (Fig. S1D, E), reduced cerebral infarct volume (Fig. S1F), restored white matter integrity (Fig. S1G), and reduced immune cell infiltration (Fig. S2). To further evaluate the neurorestorative effects of migrasomes, functional assessments were conducted via established behavioral paradigms. The migrasome-treated group presented enhanced motor coordination, as evidenced by the rotarod test (Fig. S11B), and improved limb function, as shown by the foot fault assay (Fig. S11C). This group subsequently demonstrated significant improvements in cognitive functions, including novel object recognition capacity, as assessed by standardized testing (Fig. S11D), and spatial learning/memory, as validated by the Morris water maze (Fig. S11E-F).

Collectively, these findings demonstrate that BM-MSC-derived migrasomes can cross the blood-thymus barrier (BTB) to directly target mTEC, thereby reconstructing T-cell developmental niches and recapitulating the thymic regenerative effects of parent BM-MSC. This mechanism alleviates PICS. Importantly, BM-MSC-derived migrasomes also exhibit direct neuroprotective effects, suggesting their potential as a novel therapeutic strategy for stroke recovery.

### BM-MSC-derived migrasomes recapitulate the therapeutic mechanisms of parental cells

To investigate the mechanism underlying migrasome-mediated restoration of poststroke thymic atrophy, bulk RNA sequencing (RNA-seq) was performed on thymic tissues from Migrasome-treated mice 7 days post-tMCAO. 

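The 4 Migrasome libraries were made and deposited as FPKM with the Veh and BM-MSC libraries, and the same 4 Veh libraries are the controls of both comparisons. These mice received 10 mg/kg of migrasomes, vesicles that migrating cells leave behind, by vein 2 h after reperfusion. Reads in genes ranged from 17289476 to 19396338 (median 17853400), and the mitochondrial share of reads had a median of 2.55%, with 7.24% in Migrasome 3 against 1.59% to 3.16% in the other 3. Library Migrasome 3 lay with the Veh libraries: its median rank correlation over genes was 0.945 with Veh and 0.886 with the other Migrasome libraries. Mki67 stood at 7.17 FPKM and Cd8a at 153 FPKM in it, against group means of 54.6 and 395 FPKM. All 4 Migrasome libraries were kept, and values without Migrasome 3 are given where it changes a call. The filter, the limma fit and the count tests were those of the BM-MSC comparison.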

DEG analysis revealed significant upregulation of the expression of *Ccne2* (a cell cycle regulator [36]) in the migrasome group (Fig. 4A), indicating increased proliferative activity in the atrophied thymus. 

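Ccne2 (ENSMUSG00000028212), which encodes cyclin E2, a driver of entry into S phase, lies on chromosome 4 of mm10 from 11191351 to 11204779. It stood at 7.97 ± 4.79 FPKM (SD, n = 4 mice) in the Migrasome group and at 1.08 ± 0.274 FPKM (SD, n = 4) in the Veh group. Its log2 fold change was 1.84 (standard error 0.54, adjusted p = 0.133 from limma and 0.000584 from DESeq2). Migrasome 3 overlapped the Veh libraries; without it, the log2 fold change was 2.43 (adjusted p = 0.00783 from limma). Over the alternatives, the adjusted p ranged from 0.000584 to 0.347. Mki67 had a log2 fold change of 2.15 (adjusted p = 0.144 from limma and 0.0487 from DESeq2; 0.0175 from limma without Migrasome 3). That fold change ranged from 1.62 to 2.93 with each library left out in turn. Cd8a had 1.58 (adjusted p = 0.133 from limma and 0.000634 from DESeq2; 0.00751 from limma without Migrasome 3). Arsi, a sulfatase gene that the paper's volcano plots label, had a log2 fold change of 2.57 (adjusted p = 0.133 from limma and 8.34e-07 from DESeq2). Migrasome 3 stood at 2.53 FPKM, inside the Veh range of 1.36 to 3.17; without it, the log2 fold change was 3.33 (adjusted p = 0.000763 from limma). Among the labelled genes that were lower, Bpifa1 (a secreted airway protein) had -1.75, Serping1 (the C1 inhibitor) -1.39 and C3 (complement component 3) -1.25, with all 4 Migrasome libraries below all 4 Veh libraries; limma called them without Migrasome 3. They moved with other complement genes: of 20 Complement and acute phase genes, 15 were lower when adjusted over the list alone, none over all genes in limma and 11 in DESeq2.
Limma called no gene at an adjusted p under 0.05; 4193 had an unadjusted p under 0.05 (2373 higher and 1820 lower). DESeq2 called 1569 genes (1036 higher and 533 lower), and edgeR called 0 at an adjusted p and 4835 at an unadjusted p under 0.05. All 4 Migrasome libraries lay above all 4 Veh libraries in 636 genes and below them in 519, against 1.43% of genes in each direction by chance. Limma called 3834 genes without Migrasome 3. It called 1 without Veh 3 (Gm8121) and 1 without Veh 4 (Gm25135), names chosen after their values were seen. From the higher Ccne2, the paper concludes that proliferative activity increased in the atrophied thymus.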

GO enrichment analysis of the top 20 enriched biological processes highlighted proliferation-associated pathways, including *chromosome segregation* and *mitotic nuclear division* (Fig. 4B). 

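Of the 52 G2/M phase genes, 49 were higher in the Migrasome group when adjusted over the list alone, none over all genes in limma and 46 in DESeq2, with a median log2 fold change of 1.69. That median ranged from 1.50 to 2.31 with each library left out in turn. Ube2c, on chromosome 2 of mm10 from 164769898 to 164778822, had a log2 fold change of 2.68 (standard error 0.87, adjusted p = 0.0181 from DESeq2). Ccnb2 had 2.59 and Kif11 (ENSMUSG00000012443), which encodes a motor of the spindle, 2.43. Of the 43 S phase genes, 36 were higher when adjusted over the list alone, none over all genes in limma and 33 in DESeq2, with a median log2 fold change of 1.22. In each of the 3 genes named, Migrasome 3 overlapped the Veh libraries; without it, limma called them, with log2 fold changes of 3.61, 3.54 and 3.37. Ube2c had 2.05 without Veh 2. In Migrasome 3, the mean over the G2/M phase list was 2.46 in log2(FPKM + 1), against 4.87 to 4.98 in the other 3 Migrasome libraries. The DP thymocyte genes had a median log2 fold change of 1.65, with 16 of 18 higher when adjusted over the list alone (15 in DESeq2). Limma's camera gave an adjusted p of 1.57e-15 for G2/M phase and 2.76e-12 for S phase (adjusted p = 0.370 with an estimated correlation for each). Limma's fry gave 0.1004 and 0.107.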

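The changes after BM-MSC and after migrasomes ran the same way in most genes. Over the 15307 genes tested, the log2 fold changes against Veh had a correlation of 0.929 between both comparisons (across genes, which are not independent replicates), and 90.6% of genes had the same sign. Both comparisons use the same 4 Veh libraries, which alone gives a median correlation of 0.564 (95th percentile 0.901) and a median of 68.9% of genes with the same sign (95th percentile 87.4%) over 100 simulated draws without any treatment effect. With the Veh libraries split into different pairs, so that no library was shared, the correlation was 0.592 to 0.782. The covariance of the log2 fold changes was 0.321, against a simulated median of 0.0396, a difference of 0.281. At an adjusted p under 0.05 limma called no gene in either comparison, so it gives no share. At an unadjusted p under 0.05 in limma, 3546 of the 6380 genes of either comparison were in both (55.6%), 2027 higher, 1519 lower and none in opposite directions. Independent lists of these sizes, without shared libraries, would share 483 higher and 311 lower genes. The simulated draws without an effect shared a median of 14 higher and 11.5 lower genes, and at most 1400 higher and 2119 lower, so 1 in 100 draws shared as many lower genes. DESeq2 at an adjusted p under 0.05 called 1443 genes in both of 4621 in either (31.2%), with 964 higher and 479 lower. The count of genes called by limma in both rests on Migrasome 3: without that library it was 2752.
The DNA replication genes had a median log2 fold change over 35 genes of 1.12 in BM-MSC and 0.91 in Migrasome. Adjusted over the list alone, 29 and 0 were higher, none over all genes in limma, and 29 and 16 in DESeq2. Pcna (ENSMUSG00000027342), the sliding clamp of the replication fork, lies on chromosome 2 of mm10 from 132249162 to 132253314 and had log2 fold changes of 1.89 and 1.65. Lig1 (ENSMUSG00000056394), the DNA ligase that joins Okazaki fragments, lies on chromosome 7 from 13277283 to 13311433 and had 1.80 and 1.43. Without Migrasome 3, limma called both genes in both comparisons, with 2.20 and 1.99 in Migrasome, and in BM-MSC also with the replicate block. The Senescence and SASP list had a median of -0.58 in Migrasome, with 12 lower and 2 higher when adjusted over the list alone and 2 lower and 1 higher in DESeq2. Camera gave DNA replication an adjusted p of 2.57e-09 and 2.44e-07 (adjusted p = 0.379 and 0.383 with an estimated correlation). It gave the senescence list 2.95e-05 and 6.16e-05, which were also lost with an estimated correlation. The Adipocyte list had a median of -1.25 in Migrasome, with 14 of 19 lower when adjusted over the list alone, none over all genes in limma and 5 in DESeq2.

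**Figure D1:**
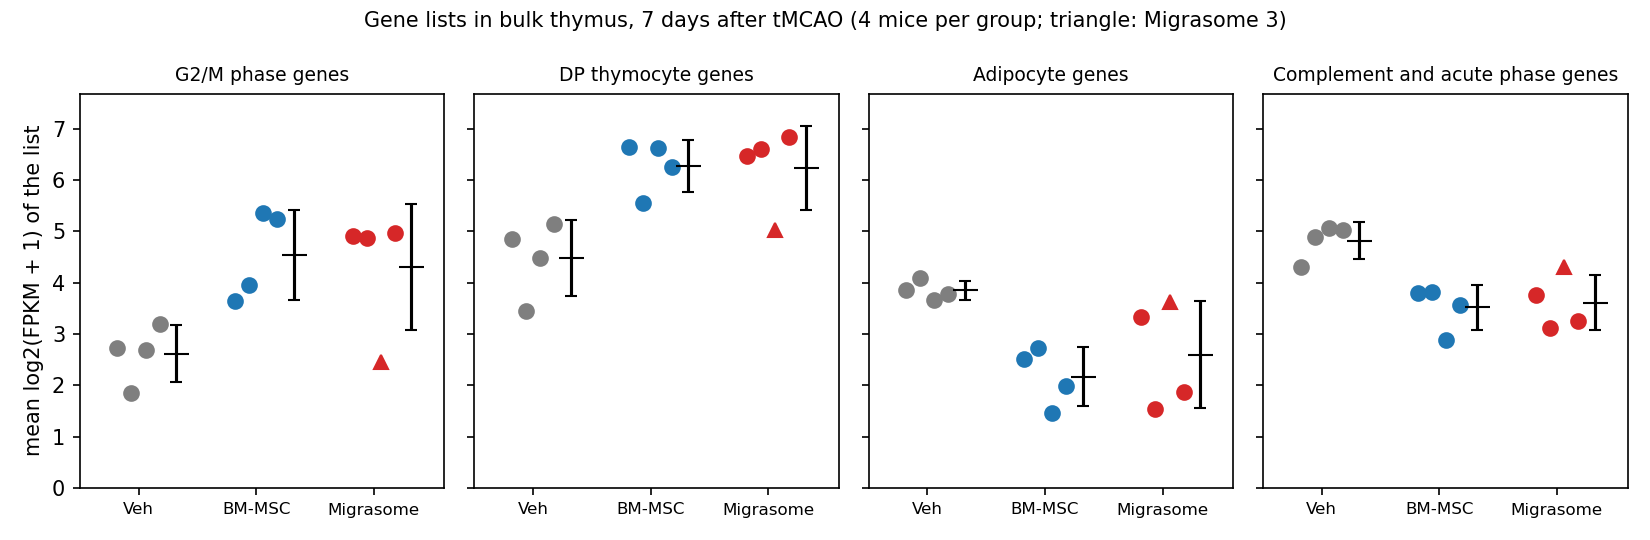
Mean log2(FPKM + 1) over 4 gene lists (vertical axes) in each bulk library of the Veh, BM-MSC and Migrasome groups (horizontal axes); points are libraries, the triangle is Migrasome 3, and bars give the mean ± SD (n = 4). The G2/M phase mean was 2.61 in Veh, 4.54 in BM-MSC and 4.30 in Migrasome, and the Adipocyte mean was 3.85, 2.17 and 2.59.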

Comparative analysis of DEGs between the Migrasome/Veh and BM-MSC/Veh groups revealed 48.7% overlap (Fig. 4C), with shared DEGs significantly enriched in pathways such as *the cell cycle*, *cellular senescence*, and *DNA replication* (Fig. 4E). Western blot analysis revealed increased Ki67 expression and reduced p21 levels in the migrasome group, whereas NAMPT and γH2AX levels remained unchanged (Fig. 4D). Flow cytometry with Ki67/DAPI costaining confirmed greater proportions of mTEC in the S phase and G2/M phase in migrasome-treated mice than in Veh-treated mice (Fig. 4F), whereas cTEC presented no significant alterations in the cell cycle (Fig. 4G). Immunofluorescence further revealed elevated Ki67 expression and reduced p21 levels in migrasome-treated mTEC (Fig. 4H, I). Quantitative analysis of TRECs revealed that migrasome treatment also enhanced thymic output function, recapitulating the improvement in thymic and peripheral T cell function mediated by BM-MSC (Fig. S7). These findings collectively establish that BM-MSC-derived migrasomes recapitulate the therapeutic mechanisms of their parental cells, suggesting that migrasomes primarily mediate BM-MSC-induced thymic regeneration.

**Fig. 4:**
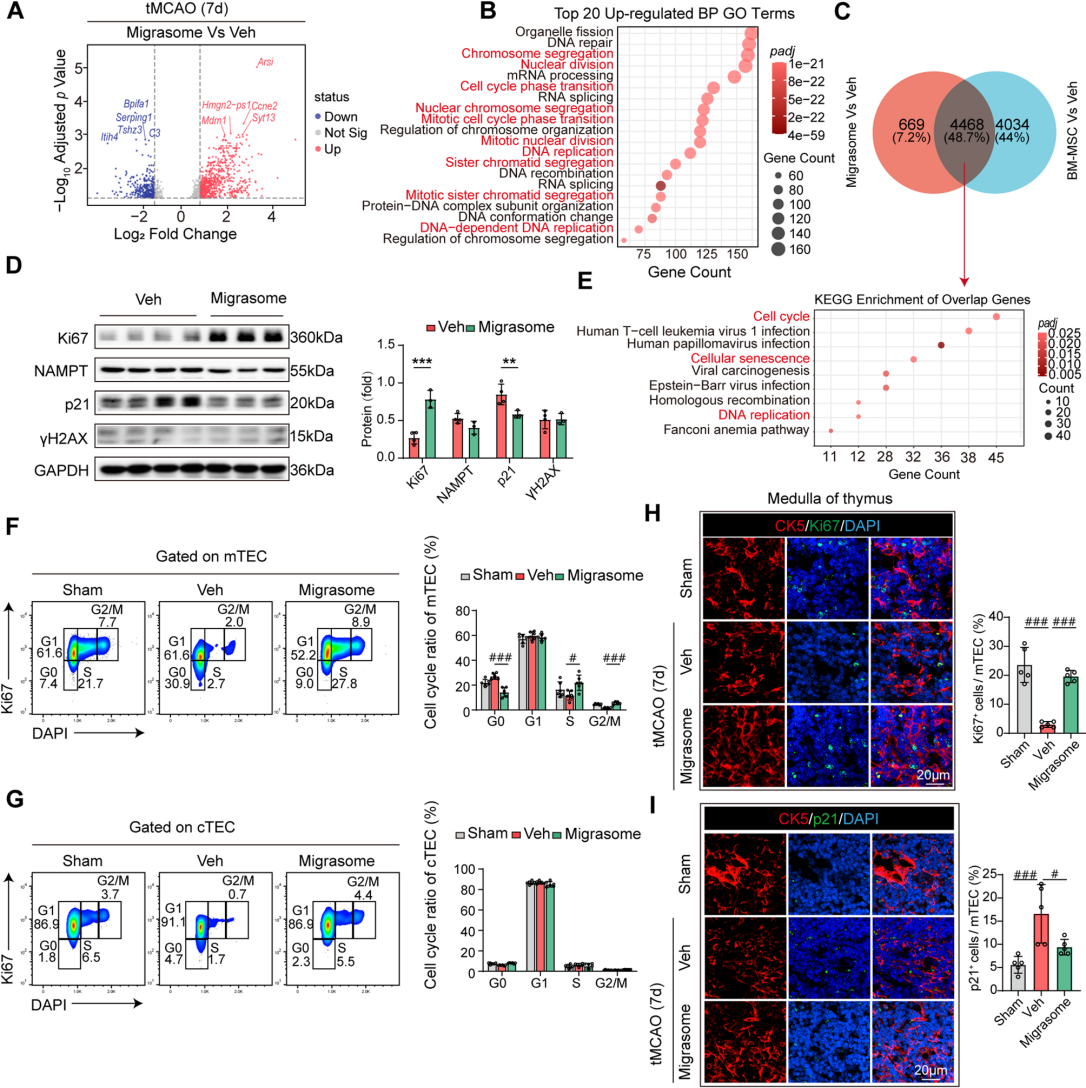
BM-MSC-derived migrasomes recapitulate parental cell-induced mTEC proliferation. Male wild-type C57/Bl6 mice underwent 60 minutes of tMCAO followed by reperfusion. Migrasomes (10 mg/kg/mouse) isolated from TSPAN4-GFP-overexpressing BM-MSC or vehicle (Veh) were administered intravenously as a single dose 2 hours postreperfusion. Thymic tissues were harvested at 7 days post-tMCAO. **A-C**,** E** Bulk RNA sequencing (RNA-seq) analysis of thymic tissues (*n* = 4 per group). **A** Volcano plot of DEGs between the Migrasome and Veh groups. **B** GO enrichment analysis of the top 20 upregulated BPs from the DEG. **C** Venn diagram showing overlapping DEGs between the Migrasome and Veh groups and between the BM-MSC and Veh groups. **D** Western blot analysis of proliferation-related (Ki67) and senescence-related (NAMPT, p21, and γH2AX) protein expression. The bar graphs show the relative protein levels (Veh *n* = 4, Migrasome *n* = 3). **p < 0.01, ***p < 0.001, by Student’ s *t*-test (mean ± SD). **E** KEGG pathway enrichment analysis of the overlapping DEGs. **F-G** Flow cytometry analysis of the cell cycle distribution of mTEC **F** and cTEC **G** costained with Ki67/DAPI. The bar graphs show the proportions of cells in the G0, G1, S, and G2/M phases (*n* = 6 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ###*q* < 0.001, one-way ANOVA (mean ± SD). **H** Immunofluorescence staining of the thymus: the medullary marker CK5 (red) and the proliferation marker Ki67 (green) are shown. Bar graphs showing Ki67^+^ cell proportions (*n* = 5 per group). FDR-corrected *p*-values (*q-values)* were calculated, ###*q* < 0.001, one-way ANOVA (mean ± SD). **I** Immunofluorescence staining of the thymus: the medullary marker CK5 (red) and the senescence marker p21 (green) are shown. The bar graphs show the proportions of p21^+^ cells (*n* = 5 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ###*q* < 0.001, one-way ANOVA (mean ± SD)

### ScRNA-seq reveals BM-MSC and migrasome-mediated expansion and enhanced developmental progression of the mTECⅠ subpopulation

To comprehensively resolve post-treatment changes in thymic cell populations, we performed single-cell RNA sequencing (scRNA-seq) on thymus tissues from the Veh, BM-MSC, and Migrasome- treated groups of mice. 

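Thymus cells of the Veh, BM-MSC and Migrasome groups were sequenced as 3 droplet libraries, 1 per group, each a pool of 4 mice. With 1 library per group, no spread between mice can be estimated, so shares and sums are given with 95% intervals for counting error only (exact Clopper-Pearson for shares, exact Poisson for sums) and without a test. The authors deposited Cell Ranger's filtered counts of unique molecules (UMI) per gene, with 6828 cell barcodes in Veh, 8163 in BM-MSC and 9510 in Migrasome. After filtering, the median UMI per cell was 7965, 7752 and 6764, and the median number of genes 3113.5, 3025 and 2763. Cells were clustered from the counts (10000-scaled log values, 2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1). TEC-like and Immune-like cells were clustered again. Clusters were named from marker lists that left out H2-Aa, Cd74, Cxcl12, Ccnd1 and the cell cycle genes. Names carry the ending -like, since they were rebuilt from expression and may differ from the study's. The minimum number of genes per cell, the removal of doublets, the resolution and the number of components moved the shares of named classes most. For mTECⅠ-like cells, clusters left unnamed made much of these moves. With 50 principal components, 3 of the 4 clusters closest to mTECⅠ stayed unnamed.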

To capture the relatively rare TEC more effectively, we employed CD45- based enrichment sorting of murine thymocytes. Specifically, the cells were sorted at a ratio of CD45^−^:CD45^+^ = 5:1, resulting in 17,396 CD45^−^ cells and 4,166 CD45^+^ cells, which were pooled for scRNA-seq. 

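By expression, 17545 of the 21702 cells kept after filtering fell outside the Immune-like class and 4157 inside it. Immune-like cells, which express Ptprc (CD45), made up 18.3% (95% interval 17.4 to 19.3) of cells in Veh, 18.9% (18.0 to 19.8) in BM-MSC and 20.0% (19.1 to 20.8) in Migrasome. The sort set the parts at 5 to 1, so these shares do not measure the thymus itself.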

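Clustering of all cells gave 27 clusters. Fibroblast-like cells made up 48.5% (47.3 to 49.8) of the Veh library, 42.4% (41.2 to 43.5) of BM-MSC and 40.7% (39.6 to 41.7) of Migrasome. TEC-like cells, named from Epcam, Cdh1 and keratin genes, numbered 1213, 1972 and 1957, or 20.0% (18.95 to 20.98), 27.0% (26.0 to 28.1) and 23.5% (22.6 to 24.4). Endothelial-like cells made up 9.62%, 8.62% and 11.5%, and vSMC-like cells 3.17%, 2.45% and 3.42%. No cluster took the name of Schwann cells. Cluster 17, led by Upk3b and Lrrn4 of mesothelium together with Cdh19 of Schwann cells, was left unnamed, with 0.378%, 0.644% and 0.973% of cells. The intervals are for counting error only.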

On the basis of marker genes from published thymic scRNA-seq datasets [37], we annotated the major cellular populations as follows: TEC(*Epcam*^+^, *H2-Aa*^+^), immune cell (*Ptprc*^+^), endothelial cell (EC, *Pecam1*^+^, *Cdh5*^+^), fibroblast (FB, *Pdgfra*^+^), vascular smooth muscle cells (vSMC, *Acta2*^+^, *Myl9*^+^), and rare non-myelinating Schwann cells (nmSC, *Gfap*^+^, *S100b*^+^) (Fig. 5A).

**Fig. 5:**
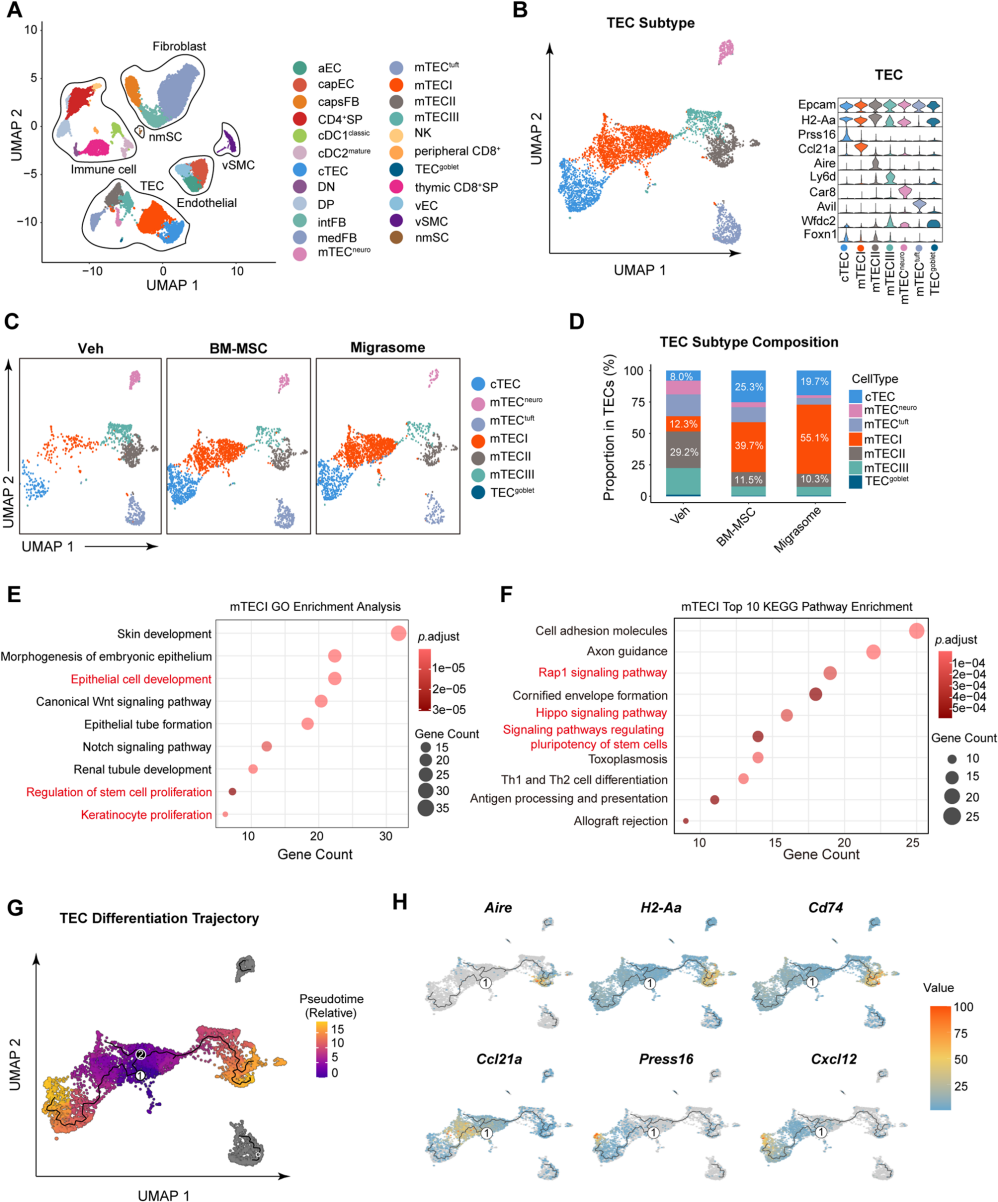
ScRNA-seq reveals BM-MSC and migrasome-mediated expansion and enhanced developmental progression of mTECⅠ subpopulation. Male wild-type C57/Bl6 mice underwent 60 min of tMCAO followed by reperfusion. Migrasomes (10 mg/kg/mouse) isolated from TSPAN4-GFP-overexpressing BM-MSC or vehicle (Veh) were administered intravenously as a single dose 2 h postreperfusion. Thymic tissues were harvested at 7 days post-tMCAO. **A** Uniform manifold approximation and projection (UMAP) projection of 21,562 thymic cells (17,396 CD45⁻ + 4,166 CD45⁺) from post-stroke mice. Major compartments annotated: TEC, immune cell, fibroblast, endothelial, vascular smooth muscle cell, and non-myelinating Schwann cell. Solid lines demarcate compartment boundaries. **B** TEC subclustering: (Left) Re-analyzed UMAP of TEC subtype; (Right) Violin plots showing marker gene expression. **C** UMAP of TEC across Veh, BM-MSC, and Migrasome groups. **D** Stacked bar plot depicting proportional changes of TEC subtype. **E** GO enrichment of proliferation/development pathways in mTECⅠ. **F** Top 10 KEGG pathways enriched in mTECⅠ. **G** Pseudotemporal trajectory analysis via Monocle3: TEC developmental progression (pseudotime value increases from purple to yellow). mTECⅠ localizes to trajectory origin (lowest pseudotime). **H** Dynamic expression of key differentiation regulators along trajectories: *Aire*/*H2-Aa*/*Cd74* (mTECⅡ); *Ccl21a*/*Prss16*/*Cxcl12* (cTEC)

Leveraging ThymoSight (www.thymosight.org), we refined the subpopulations within each lineage (Fig. S12A). 

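The 5142 TEC-like cells formed 19 clusters. Of the 3 cTEC-like clusters, 7 and 12 were led by Prss16, which encodes a thymus-specific protease, and Psmb11, a proteasome subunit of cortical cells. mTECⅠ-like clusters took their name from Ccl21a, a chemokine that draws thymocytes into the medulla, and from Krt5 and Krt14; the larger mTECⅡ-like cluster was led by Aire, which drives the display of tissue antigens. Of the 4 mTECⅠ-like clusters, cluster 15 was led by stress and interferon genes such as Cxcl10, Socs3, Egr2 and Fos, and cluster 10, with a median of 2936 UMI per cell, by histone genes. In Veh, mTECⅡ-like cells made up 30.6% of TEC, TECtuft-like cells 15.2% and TECneuro-like cells 11.8%. In BM-MSC these were 12.6%, 8.87% and 4.11%, and in Migrasome 14.1%, 3.88% and 2.25%. TECgoblet-like cells, whose cluster was led by Iapp, Foxi1 and Ascl3 rather than mucins, made up 0.989%, 0.253% and 0.102%. That cluster of 19 cells held 3 of 7 goblet markers, none among its leading genes, so these shares may not be of goblet cells. TECmicrofold-like cells made up 2.06%, 0.811% and 0.971%, and TECciliated-like cells 1.40%, 0.558% and 0.613%. No cluster was named mTECⅢ: cluster 1, which held both mTECⅢ and goblet genes (Spink5, Krt77, Ltf, Wfdc2), stayed unnamed with 18.1%, 6.14% and 5.21% of TEC. Cluster 6, closest to mTECⅠ but led by Tagln and Acta2, stayed unnamed with 1.73%, 9.79% and 12.4%. All unnamed clusters together made up 22.3%, 17.7% and 21.1%.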

To investigate BM-MSC and Migrasome-mediated effects on post-stroke TEC, we subsampled and reanalyzed TEC clusters (Fig. 5B), categorizing them into seven subsets: cortical TEC (cTEC, high *Prss16*), medullary TEC I (mTECⅠ, high *Ccl21a*), medullary TEC II (mTECⅡ, high *Aire*), mTECⅢ (high *Ly6d*), neuroendocrine-like TEC (TEC^neuro^, high *Car8*), tuft-like TEC (TEC^tuft^, high *Avil*), and goblet cell-like TEC (TEC^goblet^, high *Wfdc2*) (Fig. 5B).

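Against Veh, the mTECⅠ-like share of TEC was higher by 22.0 percentage points (95% interval 19.5 to 24.5, counting error only) in BM-MSC and by 32.2 (29.5 to 34.8) in Migrasome. The cTEC-like share was higher by 17.5 percentage points (14.9 to 20.0) and 9.24 (6.87 to 11.5). DP-like cells, thymocytes that carry both CD4 and CD8, were higher by 13.0 percentage points (10.4 to 15.6) and 25.4 (22.6 to 28.1) as a share of immune cells. Each library is 1 pool of mice, so the spread between mice is unknown. In bulk thymus, the mTECⅠ list was lower: DESeq2 called 5 of its 12 genes lower in BM-MSC and 3 in Migrasome, and none higher. That list is not the one that named the clusters. It adds genes such as Tgfbi and Dpt, with log2 fold changes of -1.22 and -1.20 in BM-MSC, while Krt5, on both, had -0.91. The Fibroblast list was lower there too. Bulk RNA covers all cells, so it does not measure the share of TEC.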

Comparative analysis of thymic cellular composition across the Veh, BM-MSC-, and Migrasome-treated groups via UMAP visualization revealed the most pronounced proportional changes in mTECⅠ, cTEC, and DP thymocytes (Fig. S12B). Among them, both the BM-MSC and Migrasome groups exhibited significantly higher mTECⅠ and cTEC counts than the Veh group (Fig. 5C). 

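Counts and shares of both TEC classes were higher in the treated libraries. Bulk thymus did not show this for the mTECⅠ list, whose mean log2(FPKM + 1) was 5.80 in Veh, 4.96 in BM-MSC and 5.21 in Migrasome. The cTEC list had 4.51, 4.81 and 4.82, with ranges of the libraries that overlap. With the replicate block, limma called 3 of its 14 genes higher in BM-MSC (Ccl25, Prss16 and Psmb11) and 2 lower. For BM-MSC, Krt5 had a log2 fold change of -0.91 there and Epcam -0.95. Bulk RNA covers all cells of the thymus, so it does not measure shares of TEC. mTECⅠ-like cells numbered 89 in Veh, 579 in BM-MSC and 774 in Migrasome, which is 7.34% (95% interval 5.93 to 8.95) of TEC, 29.4% (27.4 to 31.4) and 39.6% (37.4 to 41.8). cTEC-like cells numbered 100, 507 and 342, which is 8.24% (6.76 to 9.94), 25.7% (23.8 to 27.7) and 17.5% (15.8 to 19.2). Each of the 4 mTECⅠ-like clusters had a larger share in both treated libraries than in Veh: cluster 8 with 2.64%, 7.20% and 8.84%, cluster 9 with 0.577%, 5.93% and 9.76%, cluster 10 with 2.14%, 6.90% and 9.35% and cluster 15 with 1.98%, 9.33% and 11.6%. Of the cTEC-like clusters, 7 made up 0.824%, 5.83% and 5.16% of TEC and 12 made up 0.412%, 3.803% and 3.78%. Cluster 2, the largest of them, made up 7.01% (5.635 to 8.592), 16.1% and 8.53% (7.33 to 9.86), so its Veh and Migrasome intervals overlap. Its 10 leading genes hold none of the cTEC markers. With the Acta2- and Tagln-led cluster counted in, an alternative chosen after seeing the data, the mTECⅠ-like share was 9.07%, 39.1% and 51.9%. The excess over Veh stayed above 0 in every setting tried but its size moved: it was 5.36 percentage points in BM-MSC and 7.61 in Migrasome with 50 principal components. With every cluster counted under its closest class, it lay between 26.9 and 33.3 in BM-MSC and between 37.2 and 47.0 in Migrasome over the 8 settings. The cTEC-like excess of named clusters was 6.63 and 4.51 percentage points with at least 2000 genes per cell. With every cluster counted under its closest class, it lay between 4.055 and 18.4 in BM-MSC and between 4.595 and 12.1 in Migrasome.

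**Figure D2:**
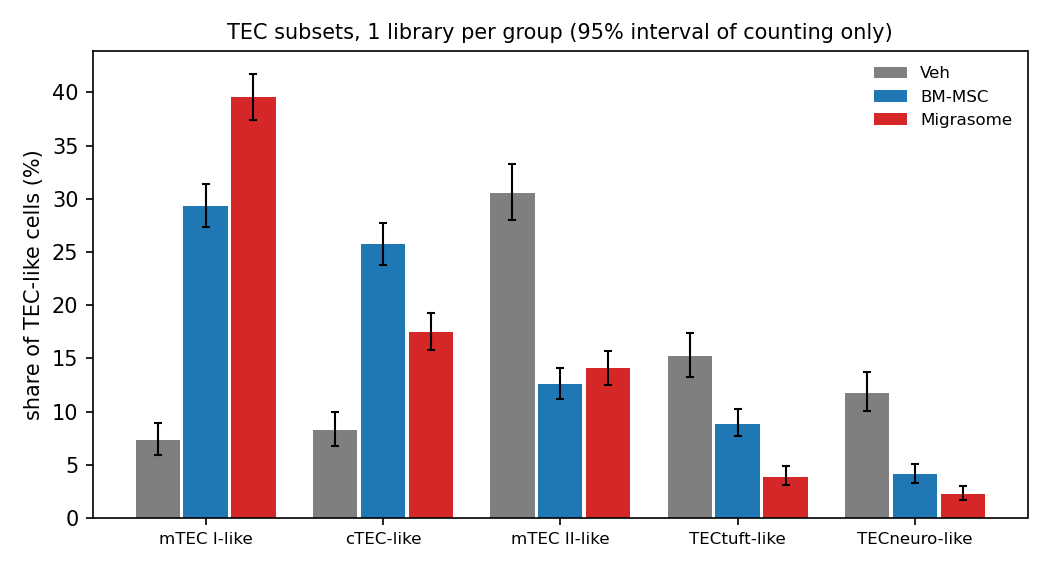
Share of TEC-like cells (vertical axis, percent) in 5 named classes (horizontal axis) in the Veh, BM-MSC and Migrasome libraries; bars are 1 library each, a pool of 4 mice, and error bars are exact 95% intervals for counting error only. mTECⅠ-like cells stand at 7.34% in Veh against 29.4% and 39.6% in the treated libraries, and mTECⅡ-like cells at 30.6% against 12.6% and 14.1%.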

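In mTECⅠ-like cells, gene lists were compared with Veh as the median log2 ratio of CPM (UMI scaled to a common total per class), set among 10000 random lists of the same size and expression. The Epithelial cell development list had a median of -0.07 in BM-MSC (percentile 32.3 of the random lists) and 0.03 in Migrasome (72.3). Within it, Perp, which encodes a protein of cell junctions, stood at 277 CPM in BM-MSC and 282 in Migrasome against 164.5 in Veh, while Tfap2c, a transcription factor of epithelia, stood at 6.53 and 11.5 against 21.9. The S phase list lay at percentile 93.2 and 89.8, with medians of 0.08 and 0.07. MHC class II genes, which present antigen to T cells, lay higher, at percentile 99.95 and 99.98 with medians of 0.46 and 0.55, and Complement and acute phase genes at 99.96 and 99.91 with 0.61 and 0.55. Serpina3n, an acute phase protease inhibitor, stood at 39.4 and 53.4 CPM against 1.83, a single UMI, in Veh. On simulated data, a G2/M phase list without a change had a median percentile of 14.25 and lay below the 5th in 4 of 20 draws, so low percentiles carry little weight. Lists stand in for GO terms, and keratinocyte and stem cell proliferation had no list of their own. The class joins 4 clusters in shares that differ between the groups: cluster 9 held 7 of 89 cells in Veh, 117 of 579 in BM-MSC and 191 of 774 in Migrasome, and cluster 15, led by stress and interferon genes, 24, 184 and 227. Within clusters, the summed MHC class II genes stood at 4521, 6158 and 6056 CPM in cluster 8, 4311, 9689 and 9425 in cluster 9 and 8338, 10940 and 11820 in cluster 15, but at 4953, 4172 and 4886 in cluster 10. The summed Complement and acute phase genes stood at 1122, 1252 and 1283 in cluster 8, 593, 1439 and 1462 in cluster 9, 652, 789 and 760.5 in cluster 10 and 700.5, 1006 and 973 in cluster 15. The Veh values rest on 546995 UMI in 89 cells, and the paper compared mTECⅠ in a way its text does not specify.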

GO enrichment analysis of the mTECⅠ population revealed significant enrichment of pathways related to “Epithelial cell development”, “Regulation of stem cell proliferation”, and “Keratinocyte proliferation” (Fig. 5E). Complementary KEGG analysis further revealed upregulation of the “Rap1 signaling pathway”, “Hippo signaling pathway”, and “Signaling pathways regulating pluripotency of stem cells” (Fig. 5F). These findings collectively suggest that therapeutic interventions primarily restore overall mTEC homeostasis through mTECⅠ expansion. Furthermore, analysis of immune cell subpopulations revealed a significant increase in the proportion of DP cells within the thymus in the BM-MSC and Migrasome groups (Fig.S12C). 

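Of the signaling lists, Hippo signaling lay at percentile 86.8 of matched random lists in mTECⅠ-like cells of BM-MSC and 67.1 in Migrasome, with medians of 0.05 and -0.02 in log2 ratio to Veh. Rap1 signaling lay at 59.2 and 21.2 (medians 0.00 and -0.12), and Pluripotency of stem cells at 68.4 and 47.1 (0.02 and -0.03). Members ran both ways. Ajuba, a scaffold protein that restrains the Hippo kinases, stood at 33.8 CPM in BM-MSC and 27.9 in Migrasome against 12.8 in Veh. Magi1, a junction scaffold on the Rap1 list, stood at 381.9 and 385.1 against 568.6. Id1, an inhibitor of differentiation factors, stood at 232 in BM-MSC against 408, and Myc at 65.7 in Migrasome against 36.6. Wnt signaling lay at percentile 20.0 and 54.0, and Notch signaling at 9.58 and 0.47. In simulated data without a change, the G2/M phase list in BM-MSC had a median percentile of 14.25. These lists and Migrasome were not simulated, so whether their percentiles also run low is unknown, and low percentiles are given little weight. Notch3, a receptor, stood at 54.4 and 57.4 against 140.8. Each library holds 1 pool of mice, and no test was made.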

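DP-like cells numbered 75 of 1115 immune cells in Veh, 272 of 1380 in BM-MSC and 534 of 1662 in Migrasome. This is 6.73% (95% interval 5.33 to 8.36, counting error only), 19.7% (17.6 to 21.9) and 32.1% (29.9 to 34.4). The class joins 3 clusters: clusters 15 and 16, the second led by Rag1 among others, and cluster 8, led by Ube2c and other genes of mitosis with a median of 17886 UMI per cell. A high UMI count is what both dividing cells and doublets show, and Scrublet called doublets in 2.39% of Veh, 2.33% of BM-MSC and 4.22% of Migrasome cells. The excess over Veh in BM-MSC was 16.5 percentage points at Leiden resolution 0.5, and in Migrasome 18.3 with at least 2000 genes per cell and 22.4 with at least 500. In CPM (UMI scaled to a common total), G2/M phase genes stood at 14540 in DP-like cells of Veh, 14600 in BM-MSC and 11690 in Migrasome. Cluster 8 held 36 of the 75, 100 of the 272 and 123 of the 534 cells, and within it they stood at 17220, 18370 and 18290, so the class value depends on the make-up of the class.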

The observed changes in TEC and immune cell subpopulations align well with our flow cytometry results, which indicated that both BM-MSC and Migrasome treatments promote mTEC proliferation and maintain central immune homeostasis.

To delineate the mTECⅠ differentiation potential, pseudotemporal trajectory analysis via *Monocle3* assigned mTECⅠ with lowest pseudotime values, which is indicative of an early developmental state (Fig. 5G). The trajectory indicates the potential of mTECⅠ to differentiate into both cTEC and mTECⅡ. We subsequently analyzed the dynamic expression of DEGs along the inferred trajectories. 

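In CPM (UMI scaled to a common total per class), Aire stood at 487 (469 to 505, exact Poisson 95% interval) in mTECⅡ-like cells of Veh, 428 (409 to 448) in BM-MSC and 375 (358 to 393) in Migrasome. In mTECⅠ-like cells it had 0 UMI in Veh, which allows up to 6.74, 0.233 in BM-MSC and 4.18 in Migrasome. H2-Aa, an MHC class II chain, stood at 6517, 7118 and 5928 in mTECⅡ-like cells, at 2229, 2640 and 3137 in cTEC-like cells and at 1091, 1716 and 1826 in mTECⅠ-like cells. Cd74, the invariant chain of MHC class II, stood at 12200, 12440 and 10450 in mTECⅡ-like cells, at 4329, 4900 and 5511 in cTEC-like cells and at 2627, 3615 and 3780 in mTECⅠ-like cells. Prss16 stood at 842, 641 and 627 in cTEC-like cells and at 20.1, 21.9 and 20.7 in mTECⅠ-like cells. Cxcl12, a chemokine that holds early thymocytes in the cortex, stood at 796, 790 and 769 in cTEC-like cells and at 62.2, 111 and 105 in mTECⅠ-like cells, but also at 556, 964 and 998 in Endothelial-like cells. Ccl21a was highest in mTECⅠ-like cells, at 6134, 9366 and 9435. In cTEC-like cells it stood at 188, 696 and 1748, and in mTECⅡ-like cells at 202, 643 and 1057. These values depend on the make-up of each class. Of the cTEC-like cells, cluster 2 held 85 of 100, 317 of 507 and 167 of 342, with Ccl21a at 101, 113 and 87.85; cluster 7 held 10, 115 and 101, with 1009, 2202 and 3949, and cluster 12 held 5, 75 and 74, with 7.70, 718 and 1582. Of the mTECⅡ-like cells, cluster 0 held 354 of 371, 223 of 248 and 200 of 275, with 162, 164 and 252, and cluster 5, led by Mki67, the rest, with 927, 5388 and 2937. Fibroblast-like cells, which should lack it, had 2.05, 15.9 and 29.3, so free RNA gave at most these values in that class. Shares of cTEC-like cells with a Ccl21a UMI were 6.00%, 27.6% and 44.7% at a median of 12149.5, 12142 and 10993 UMI, against 1.39%, 11.7% and 12.8% of Fibroblast-like cells at 8432, 7857 and 7075. Aire, Prss16 and Ccl21a also served to name the classes, so their contrast between classes is not independent. Pseudotime was not computed.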

Key regulatory genes representative of the mTECⅠ-to-mTECⅡ differentiation (e.g., *Aire*, *H2-Aa*, *Cd74*) and the mTECⅠ-to-cTEC differentiation (e.g., *Ccl21a*, *Prss16*, *Cxcl12*) were identified (Fig. 5H). The expression patterns of these genes clearly delineate the developmental trajectories from mTECⅠ to cTEC and mTECⅡ. Therefore, our scRNA-seq data indicate that BM-MSC and Migrasome treatments may contribute to the maintenance of central immune homeostasis by promoting the proliferation and subsequent differentiation of mTECⅠ.

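In CPM, G2/M phase genes stood at 817 in mTECⅠ-like cells of Veh, 778 in BM-MSC and 857 in Migrasome. The ratio to Veh was 0.952 (95% interval 0.862 to 1.05, counting error only) and 1.05 (0.951 to 1.16). S phase genes stood at 854, 731 and 749, a ratio of 0.857 (0.777 to 0.946) and 0.878 (0.797 to 0.968). This sum rests on the abundant genes of the list, while the median ratio over its genes, given with the list ranks, weighs each gene alike (17 higher and 16 lower in each treated library). Top2a, a DNA topoisomerase of dividing cells, had 0 UMI in Veh, which allows up to 6.74 CPM, and 24 in BM-MSC and 33 in Migrasome, or 5.60 and 6.57 CPM, so no difference can be read from it. In mTECⅡ-like cells, G2/M phase genes stood at 1158, 1256 and 2020, a ratio of 1.09 (1.05 to 1.13) in BM-MSC and 1.74 (1.69 to 1.80) in Migrasome. That class holds cluster 5, led by Mki67, Top2a and Cenpf, which made up 1.40% of TEC in Veh (17 cells), 1.27% in BM-MSC (25) and 3.83% in Migrasome (75). By cluster, G2/M phase genes stood at 1117 (1089 to 1146), 930.7 (900.5 to 961.6) and 1214 (1177 to 1252) in cluster 0 and at 1916, 4480 and 3900 in cluster 5, so the ratios of the class follow its make-up in part. The mTECⅡ-like name of cluster 5 rests on 3 of 6 markers, none of them among its leading genes. Ccl21a, a marker of mTECⅠ, stood higher in cluster 5 than in cluster 0 in each library. Which TEC class these dividing cells belong to is therefore uncertain. Since the clustering set them apart, the values of neither class decide whether mTECⅠ-like or mTECⅡ-like cells divided more. The ratio in mTECⅠ-like cells moved with the clustering, down to 0.584 in BM-MSC and 0.824 in Migrasome at Leiden resolution 2. From the trajectories and the genes along them, the paper proposes that both treatments may act by promoting the proliferation and then the differentiation of mTECⅠ.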

### Inhibition of migrasome production in BM-MSC abrogates their therapeutic efficacy in poststroke thymic atrophy

To confirm the dependency of BM-MSC-mediated thymic repair on migrasomes, BM-MSC were treated with blebbistatin (Bleb) to inhibit migrasome generation and intravenously (2 × 10^6^ cells/mouse) administered to tMCAO mice. Bleb can be targeted to inhibit myosin so that cells cannot migrate [17], thereby reducing the production of migrasomes (Fig. S13B). We also established a *Tspan4*-knockdown (*Tspan4*^KD^) BM-MSC cell line, which similarly exhibited reduced migrasome production (Fig. S8E-G). The therapeutic efficacy was then compared across five experimental groups: Sham, Vehicle (Veh), Bleb-pretreated BM-MSC (Bleb), *Tspan4*^KD^ BM-MSC (*Tspan4*^*KD*^), and *Tspan4*^KD^ BM-MSC co-administered with exogenous WT BM-MSC-derived migrasomes (*Tspan4*^KD^ + M) (Fig. 6A). Both Bleb-pretreated and *Tspan4*^KD^ BM-MSC failed to reverse thymic atrophy (Fig. 6B) or restore the disordered corticomedullary architecture, as shown by H&E staining and immunofluorescence (Fig. 6C, D). Crucially, the co-administration of exogenous WT migrasomes rescued the thymic index and structural defects induced by *Tspan4*^KD^ (Fig. 6B-D). ELISA indicated that both Bleb and *Tspan4*^KD^ treatments significantly decreased plasma thymosin-α1 and -β4 versus Sham, without ameliorating inflammatory markers (LPS, LBP, CRP) versus Veh (Fig. 6E). In contrast, WT migrasome add-back specifically restored thymosin levels and suppressed LPS and LBP (Fig. 6E).

**Fig. 6:**
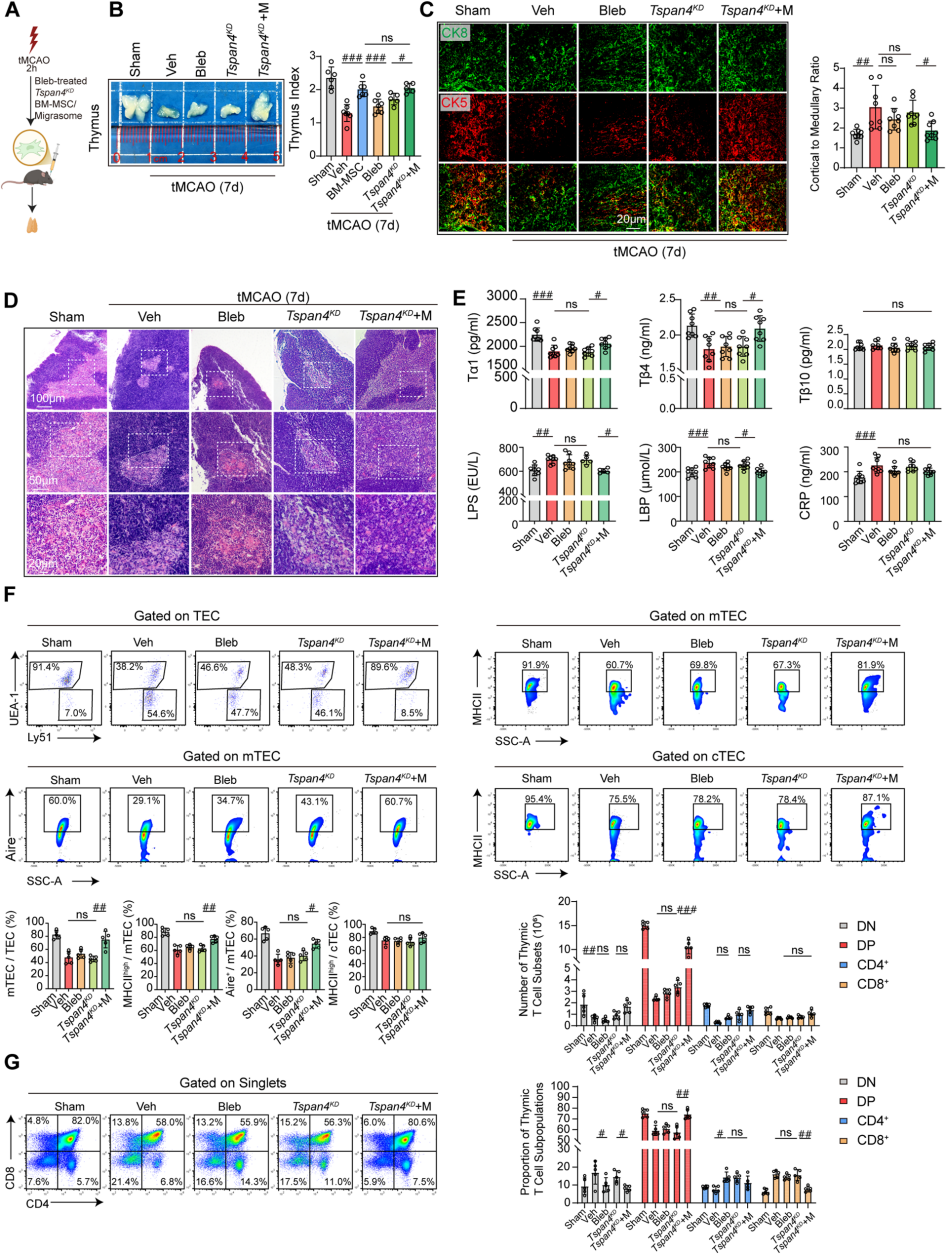
Inhibition of migrasome production in BM-MSC abrogates their therapeutic effects on poststroke thymic atrophy. Male wild-type C57/Bl6 mice underwent 60 min of tMCAO followed by reperfusion. **A** Schematic illustrating the intravenous administration of Vehicle (Veh), blebbistatin-pretreated BM-MSC (Bleb), *Tspan4*^KD^ BM-MSC (*Tspan4*^KD^), or *Tspan4*^KD^ BM-MSC with WT migrasome add-back (*Tspan4*^KD^ + M), all performed at 2 h post-reperfusion.The mice were sacrificed at 7 days post-tMCAO. **B** Gross thymus images (*n* = 3 per group) and weight quantification (sham *n* = 6, Veh *n* = 7, BM-MSC *n* = 6, Bleb *n* = 7, *Tspan4*^KD^ *n* = 5, *Tspan4*^KD^ + M *n* = 5) on day 7. FDR-corrected *p*-values (*q-values*) were calculated, #*q* < 0.05, ###*q* < 0.001, one-way ANOVA (mean ± SD). **C** Immunofluorescence staining of the thymus: CK5 (red, medulla) and CK8 (green, cortex). The bar graphs show the cortical-to-medullary area ratios (*n* = 8 per group). FDR-corrected *p*-values (*q-values*) were calculated, #*q* < 0.05, ##*q* < 0.01, one-way ANOVA (mean ± SD). **D** Representative H&E-stained thymic sections (*n* = 3 per group). **E** Plasma thymosin α1, β4, β10 and LPS, LBP, CRP levels were measured via ELISA (*n* = 8 per group). FDR-corrected *p*-values (*q*-values) were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). **F** Flow cytometric analysis of TEC. Graphs show the proportions of mTEC and cTEC, and the frequencies of MHC II^+^ or Aire^+^ cells within mTEC and MHC II^+^ cells within cTEC (*n* = 5 mice per group). FDR-corrected *p*-values (*q-values*) were calculated, #*q* < 0.05, ##*q* < 0.01, one-way ANOVA (mean ± SD). **G** Thymic T-cell subset profiling: proportions and counts of DN, DP, CD4^+^, and CD8^+^ T cells (*n* = 5 per group). FDR-corrected *p*-values (*q-values*) were calculated, #*q* < 0.05, ##*q* < 0.01, one-way ANOVA (mean ± SD)

Flow cytometry revealed that neither Bleb-pretreated nor *Tspan4*^KD^ BM-MSC increased mTEC proportions, nor did they elevate the frequencies of MHC II⁺ or Aire⁺ cells in mTEC or MHC II⁺ cells in cTEC (Fig. 6F). Notably, the co-administration of exogenous WT migrasomes significantly rescued these deficiencies resulting from impaired migrasome production, thereby demonstrating the functional specificity of migrasomes in T-cell reconstitution (Fig. 6F, G).

Collectively, these data indicate that BM-MSC with impaired migrasome production, whether through pharmacological inhibition (Bleb) or genetic knockdown (*Tspan4*^KD^), cannot restore thymic structure or function in tMCAO mice. Most importantly, the efficacy of *Tspan4*^KD^ BM-MSC was restored by exogenous migrasome add-back, providing evidence that migrasomes are the essential component mediating the thymic regenerative effects of BM-MSC.

Given that *Tspan4*^KD^ and Bleb-pretreated BM-MSC produced highly concordant phenotypes in thymic repair, subsequent evaluations of systemic immunity and neurological function were conducted using the Bleb model. Consistent with these previous findings, we further evaluated the systemic immunomodulatory effects. Bleb-treated BM-MSC failed to restore the spleen index or architecture (Fig. S5A, B). Flow cytometry analysis revealed no improvement in splenic or peripheral blood CD3^+^ T-cell proportions (Fig. S5C, F). Quantitative analysis of TRECs and functional assessment of T cells also revealed that the Bleb-treated group failed to recapitulate the BM-MSC-mediated increase in thymic output and improvement in T cell function (Fig. S7). These results confirm that migrasome deficiency abrogates BM-MSC-mediated thymic repair and peripheral immune modulation, thereby establishing migrasomes as critical effector components of BM-MSC therapy in stroke recovery.

Notably, Bleb-treated BM-MSC reduced the cerebral infarct volume, preserved white matter integrity (Fig. S1F, G), and improved motor function (rotarod; foot fault) (Fig. S11B, C), but there was no significant difference in the survival rate between Veh (Fig. S1D). In the Morris water maze test, Bleb-treated mice presented a shorter latency without enhanced target annulus crossovers or time in the target quadrant (Fig. S9E, F). Intracranial immune profiling revealed decreased numbers of macrophages and DN T cells but no significant changes in total T cells, B cells, neutrophils (Ly6G^+^), microglia (CD11b^+^CD45^−^), or CD8^+^ or CD4^+^ T cells (Fig. S2). These findings collectively demonstrate that Bleb-treated BM-MSC retain partial neuroprotective effects but fail to restore thymic architecture or promote T-cell differentiation due to migrasome deficiency, resulting in attenuated overall therapeutic efficacy.

### BM-MSC-derived migrasomes promote mTEC proliferation via Pin1 protein transfer

Previous studies have demonstrated that migrasomes serve as carriers of organelles and functional protein components [38, 39], playing pivotal roles in cell‒cell communication [40]. Building upon this foundation, we hypothesized that BM-MSC-derived migrasomes might mediate proproliferative effects through specific protein cargo. To test this hypothesis, proteomic analysis of BM-MSC-derived migrasomes was conducted via liquid chromatography‒tandem mass spectrometry (LC‒MS/MS). GO enrichment analysis revealed significant enrichment of Migrasome proteins in pathways related to *epidermis development*, *regulation of protein localization to the nucleus*, and *cytokinesis* (Fig. 7A), suggesting their role in promoting proliferation. Notably, the cell cycle regulator Pin1 (peptidyl-prolyl cis-trans isomerase NIMA-interacting 1), which drives cell cycle progression via interactions with cyclin-dependent kinases [41], was identified (Fig. 7B). Pin1 was previously reported to localize primarily to the nucleus and has not been detected in EVs or migrasomes [42].

**Fig. 7:**
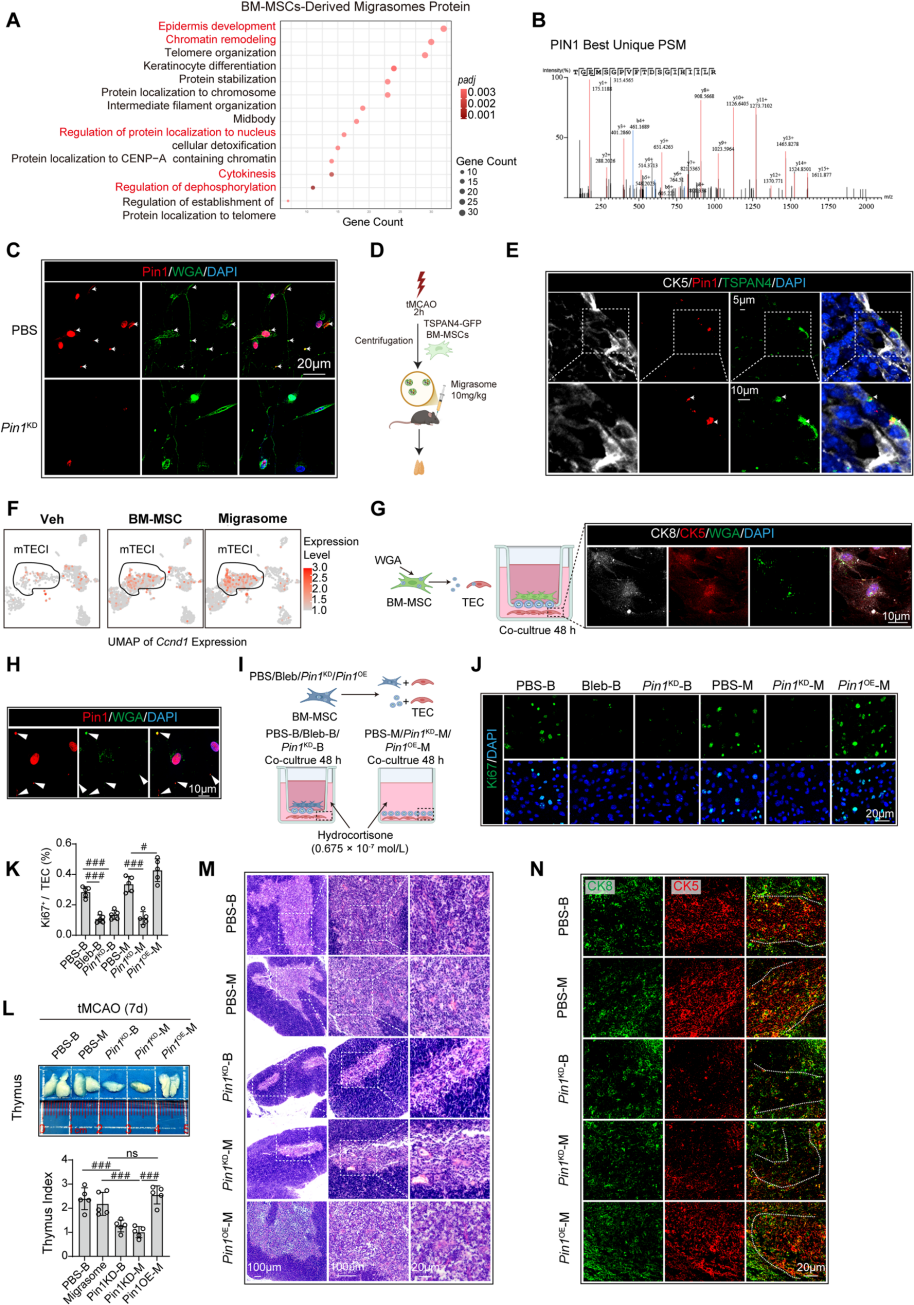
BM-MSC-derived migrasomes promote mTEC proliferation via Pin1 protein transfer. **A** Isolation of BM-MSC-derived migrasomes and liquid chromatography‒mass spectrometry (LC‒MS) proteomic analysis, with GO enrichment of identified proteins. **B** Protein coverage and peptide spectrum match (PSM) of Pin1 in migrasomes. **C **Co-staining of Pin1 (red) and WGA (green, migrasome marker) in PBS or P*in1*^KD^ treated BM-MSC cultured on fibronectin-coated coverslips for 6 h. The experiments were repeated three times; representative images are shown. **D** Schematic of the intravenous administration of migrasomes (10 mg/kg/mouse) isolated from TSPAN4-GFP-overexpressing BM-MSC. **E** Immunofluorescence of the thymus at 7 days post-tMCAO: CK5 (white, medulla), Pin1 (red), and TSPAN4 (green). The experiments were repeated three times; representative images are shown. **F** sc-RNAseq-derived TEC UMAP heatmaps showing *Ccnd1* expression across groups. **G** Transwell coculture design: Wild-type neonatal TECs (lower chamber) were cocultured with WGA-labeled BM-MSC (upper chamber, 5:1 ratio) for 48 h (1:1 medium mixture). TECs were stained with CK5 (red, TEC marker) and CK8 (white, TEC marker). The experiments were repeated three times; representative images are shown. **H** Pin1 (red) staining of TECs from transwell cocultures. The white arrows indicate WGA (green) and Pin1 colocalization. The experiments were repeated three times; representative images are shown. **I** Experimental schematics: (Bottom left) Transwell co-culture: PBS/Bleb/*Pin1*^KD^ pretreated BM-MSC with TEC (1:5 ratio) in 0.675 µM hydrocortisone-containing medium for 48 h. (Bottom right) Direct migrasome treatment: Migrasomes (10 µg/ml) isolated from PBS/*Pin1*^KD^/*Pin1*^OE^ BM-MSC co-cultured with TEC for 48 h (0.675 µM hydrocortisone). **J**,** K** Ki67 immunofluorescence in TEC and its quantification. Representative images are shown in **J**. The proportion of Ki67⁺ TEC was quantified in **K** (*n* = 5). Data represent mean ± SD; *n* = 5 per group. FDR-corrected *p*-values (*q-values*) were calculated, #*q* < 0.05, ###*q* < 0.001, by one-way ANOVA (mean ± SD). Representative images are shown. **L** Gross thymic morphology and thymic index at day 7. Data represent mean ± SD; *n* = 5 per group. FDR-corrected *p*-values (*q-values*) were calculated, ###*q* < 0.001, by one-way ANOVA (mean ± SD). **M** H&E staining showing corticomedullary architecture. **N** Immunofluorescence for CK5 (red, medullary marker) and CK8 (green, cortical marker). Dashed lines demarcate cortex and medulla

To determine whether Pin1 mediates the therapeutic effects of BM-MSC-derived migrasomes, we generated *Pin1*-knockdown (*Pin1*^KD^) BM-MSC via shRNA interference (Fig. S8H) and tracked Pin1 protein expression both in vitro and in vivo. In vitro experiments confirmed the presence of Pin1 in WGA-labeled migrasomes derived from PBS treated BM-MSC, whereas the migrasomes produced by *Pin1*^KD^ BM-MSC completely lacked Pin1 signals (Fig. 7C). In vivo, GFP-tagged Pin1 could be detected within mTEC in tMCAO mice injected with migrasomes isolated from TSPAN4-GFP-overexpressing BM-MSC (Fig. 7D, E). Interestingly, scRNA-seq demonstrated significantly elevated expression of *Ccnd1*, a key *Pin1* downstream effector [43], in mTECⅠ clusters, showing Migrasome >BM-MSC >Veh hierarchy (Fig. 7F). These findings suggest that Pin1 may represent a critical therapeutic factor within BM-MSC-derived migrasomes.

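Ccnd1 (cyclin D1, which drives cells from G1 toward S phase) stood at 93.2 CPM (95% interval 69.4 to 123, counting error only) in the 89 mTECⅠ-like cells of Veh. It stood at 82.8 (74.4 to 91.9) in BM-MSC and 80.5 (72.8 to 88.7) in Migrasome. The ratio to Veh was 0.888 (0.661 to 1.22) and 0.863 (0.644 to 1.18), so no difference was detectable in the class as a whole; the upper bounds are 1.22 and 1.18. By cluster, it stood at 144.5 (84.15 to 231.3), 64.7 (46.6 to 87.4) and 77.3 (58.55 to 100.2) in cluster 8 and at 80.8, 56.0 and 50.0 in cluster 9. It stood at 61.15, 51.9 and 56.1 in cluster 10 and at 85.0 (55.01 to 125.5), 101 (89.0 to 115) and 97.5 (86.1 to 110) in cluster 15. The values of the clusters thus run in different orders. A Ccnd1 UMI was found in 24.7%, 23.7% and 23.8% of mTECⅠ-like cells at a median of 4238, 4934 and 4440.5 UMI. CD4SP-like thymocytes, which should hold little of it, had a UMI in 2.98%, 0.905% and 1.86% of cells at 6003, 5874.5 and 5642 UMI. With all cells thinned to 3000 UMI, the mTECⅠ-like shares were 16.4%, 14.0% and 15.6%. In cTEC-like cells Ccnd1 stood at 4.35, 30.2 and 21.9 CPM, and in mTECⅡ-like cells at 50.0, 87.7 and 119. Both classes join clusters in shares that differ between the groups. In cluster 2, which held 85 of 100, 317 of 507 and 167 of 342 cTEC-like cells, Ccnd1 stood at 4.53 (1.47 to 10.6), 25.3 (20.7 to 30.6) and 20.9 (14.8 to 28.6). In cluster 0, which held 354 of 371, 223 of 248 and 200 of 275 mTECⅡ-like cells, it stood at 43.6 (38.2 to 49.6), 55.6 (48.5 to 63.6) and 44.9 (38.0 to 52.8), and in cluster 5, the rest, led by Mki67, at 168, 405 and 293. The mTECⅠ-like ratio moved with the clustering: it was 1.34 in BM-MSC with 50 principal components, 1.19 in Migrasome at Leiden resolution 2, and 0.497 and 0.617 at resolution 0.5. In bulk thymus, Ccnd1 (ENSMUSG00000070348; chromosome 7 of mm10, 144929931 to 144939925) had a log2 fold change of -0.51 in BM-MSC (adjusted p = 0.0592 from limma and 0.00826 from DESeq2) and -0.28 in Migrasome (0.207 and 0.178). Limma called it in BM-MSC with the replicate block in the 8 libraries (adjusted p = 0.0426) and without Migrasome 3 (0.0278). Pin1, which encodes a prolyl isomerase, had log2 fold changes of 0.95 and 0.81 in bulk thymus (adjusted p = 0.0813 and 0.167 from limma, 0.0293 and 0.0615 from DESeq2; 0.0255 and 0.0151 from limma without Migrasome 3, and 0.0119 in BM-MSC with the replicate block). Migrasome 3 stood at 7.49 FPKM, inside the Veh range of 6.65 to 12.7. This is RNA of the mouse gene in whole thymus, so it does not measure Pin1 protein brought by migrasomes of human cells.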

To further validate this hypothesis, Transwell coculture experiments demonstrated that WGA-positive migrasomes containing Pin1 were internalized by TEC after 48 h of coculture with BM-MSC (WGA-labeled, green) (Fig. 7G, H). In a hydrocortisone-induced TEC senescence model (0.675 µM), both PBS-treated BM-MSC (via Transwell co-culture) and isolated migrasomes (direct treatment) rescued TEC proliferative capacity (2–3 fold increase in Ki67⁺ cells), effects fully abrogated by Bleb or *Pin1*^KD^ (Fig. 7I-K). Importantly, in vivo, *Pin1*^KD^ BM-MSC or their migrasomes failed to restore thymic architecture, resulting in a lower thymic index versus PBS treatments and disrupted corticomedullary demarcation, as shown by histomorphometric analysis via H&E or CK5/CK8 staining (Fig. 7L-N).

To directly test the sufficiency of Pin1, we generated Pin1-overexpressing BM-MSC (Fig. S8I) and isolated their migrasomes (*Pin1*^OE^-M). In the hydrocortisone-induced senescence model, *Pin1*^OE^-M significantly enhanced the proportion of Ki-67⁺ TEC compared to control migrasomes (Fig. 7I-K). In tMCAO mice, *Pin1*^OE^-M administration induced a restorative trend in the thymic index and yielded significantly better outcomes than *Pin1*-knockdown treatments, with histological analyses confirming a clear rescue of thymic architecture (Fig. 7L-N).

Collectively, these data demonstrate that BM-MSC-derived migrasomes deliver Pin1 to TEC, thereby promoting their proliferation and development. Through combined loss-of-function (*Pin1*^KD^) and gain-of-function (*Pin1*^OE^) approaches, we establish that Pin1 within migrasomes is both necessary and sufficient for mediating these therapeutic effects. This mechanism likely explains how BM-MSC restore thymic structure and function in tMCAO mice.

## Discussion

The current study reveals a novel therapeutic mechanism by which BM-MSC-derived migrasomes alleviate poststroke immunosuppression through targeted delivery of the Pin1 protein to TEC, thereby reversing stroke-induced thymic atrophy and restoring peripheral immune homeostasis. This work not only advances our understanding of migrasome biology but also provides a cell-free strategy to address the clinical challenge of balancing neuroprotection and immune restoration after ischemic stroke.

We demonstrate for the first time that BM-MSC utilize migrasomes to cross the BTB and act on mTEC, promoting their proliferation and reconstructing T-cell developmental niches. Mechanistically, integrated RNA-seq and proteomic analyses identified Pin1—a cell cycle regulator—as a key cargo protein within migrasomes that drives mTEC proliferation. Crucially, the inhibition of migrasome production (e.g., via Bleb and *Tspan4*^KD^) completely abrogated the thymic regenerative effects of BM-MSC, confirming that migrasomes are essential therapeutic vehicles. Furthermore, migrasome monotherapy not only recapitulates BM-MSC-mediated thymic regeneration but also significantly improves neurological outcomes. However, when BM-MSC are inhibited from producing migrasomes through Bleb, the inherent ability of parent cells to improve neuroinflammation and cognitive function is partially suppressed. These findings indicate that migrasomes have multitarget synergistic effects. Notably, the detection of nuclear localization proteins within migrasomes implies potential previously unrecognized nucleus–migrasome crosstalk.

This study addresses a critical gap in stroke management. Current therapies targeting the SNS or HPA axis risk disrupting endogenous neuroprotective pathways [6], whereas migrasome therapy achieves dual benefits of neuroprotection (e.g., reduced infarct size, improved motor/cognitive function) and immune restoration (thymic regeneration, T-cell reconstitution). Migrasomes are vesicular structures (diameter: 0.5–3 μm) formed and released at the ends of retraction fibers left by migrating cells [39]. They contain abundant intraluminal vesicles capable of transporting proteins, mRNAs, and even organelles. In contrast, large extracellular vesicles (large EVs) are operationally defined by physical size (diameter >200 nm) and encompass heterogeneous subtypes (e.g., microvesicles, oncosomes, and apoptotic bodies) with biogenesis mechanisms independent of cell migration. Our study demonstrated migrasome-specific functions through three lines of evidence. Negative-staining TEM revealed canonical migrasomes—vesicles with retraction fibers and internal vesicles—in thymic EV isolates (Fig. 3E). In vivo, TSPAN4-GFP-labeled BM-MSC delivered functional migrasomes to thymic tissue, recapitulating the effects on parental cells (Fig. 3H-Q). Critically, both pharmacological (blebbistatin) or genetic (Tspan4KD) suppression of migrasome biogenesis abolished thymic repair (Fig. 6), establishing migrasomes—not other EVs—as the specific therapeutic mediators.

During zebrafish embryonic development, monocytes deposit migrasomes enriched with VEGFA and CXCL12, providing a “’vanguard” for capillary neogenesis and guiding subsequent cell migration and organ morphogenesis [33]. Our findings extend this mechanism to thymic regeneration, demonstrating that migrasomes similarly promote adult tissue repair by driving target cell proliferation. Notably, we identified the Pin1 protein as a novel migrasome cargo with unique significance. As a peptidyl-prolyl isomerase, Pin1 facilitates the G1/S phase transition by modulating conformational changes in cell cycle proteins [41]. This mechanism differs from known growth factor or chemokine signaling (e.g., VEGF/CXCL12), revealing a new paradigm wherein migrasomes directly deliver core cell cycle regulators to trigger target cell proliferation. These findings provide critical insights into the multidimensional functions of migrasomes in tissue regeneration.

In stroke models, angiogenesis and neurogenesis exhibit spatiotemporal coupling. Our data indicate that BM-MSC-derived migrasomes significantly improve neurological function, although the specific effector molecules (e.g., presence of VEGFA) involved require further validation. Post-stroke mitochondrial dysfunction in neurons and immune cells exacerbates secondary injury [44]. In 2021, Yu’s team discovered that migrasomes mediate mitocytosis by expelling damaged mitochondria to maintain intracellular mitochondrial homeostasis [38]. Whether BM-MSC exert neuroprotection via functional mitochondrial supplementation or damaged mitochondrial clearance warrants further investigation. Furthermore, our previous study demonstrated that BM-MSC can transfer mitochondria to neutrophils via migrasomes, thereby promoting mitocytosis in neutrophils and conferring protection in cerebral amyloid angiopathy (CAA) [45]. Moreover, post stroke blood-brain barrier (BBB) disruption post-stroke enables immune cell infiltration and neuroinflammation. Previous studies have shown that macrophage lineage cell-derived migrasomes activate complement-dependent BBB damage [46], and gastric cancer migrasomes carrying the ATF6 protein disrupt BBB integrity [47]. We propose that BM-MSC-derived migrasomes mediate neuroprotection through three pathways: (1) Direct neuroprotection: Delivery of neurotrophic factors or metabolic modulators to injured brain regions; (2) Mitochondrial quality control: Supplementation of functional mitochondria or clearance of damaged mitochondria; (3) Barrier restoration: Re-establishment of BBB integrity to suppress inflammatory infiltration.

Existing evidence confirms that migrasomes play pivotal roles in physiological processes (e.g., embryogenesis and angiogenesis) and pathological states (e.g., tumor metastasis), exhibiting marked context-dependent functionality. Distinct cell types release migrasomes carrying divergent “molecular cargoes” in specific microenvironments, thereby eliciting different biological effects. Migrasome biogenesis involves three stages: nucleation, maturation, and expansion, which are initiated by sphingomyelin synthase 2 (SMS2) and regulated by the PI (4,5) P₂-Rab35 axis [48, 49]. Our proteomics data revealed enrichment of Pin1 and other regulatory proteins in BM-MSC migrasomes, yet the mechanisms governing selective cargo loading remain elusive. Furthermore, whether other proteins within migrasomes contribute to TEC proliferation remains to be explored. Finally, as a cell-free agent, migrasomes circumvent the ethical and safety concerns associated with stem cell transplantation, highlighting their translational potential.

Despite these advancements, several limitations warrant consideration. First, the mechanism by which migrasomes target mTEC remains unclear. Prior evidence suggests that BM-MSC homing relies on the CCL25‒CCR9 axis [50]; further investigation is needed to determine whether TECs express specific receptors for migrasome docking or whether passive diffusion mediates BTB traversal. Elucidating these mechanisms could enhance targeting efficiency. Additionally, in addition to Pin1, migrasomes likely carry additional functional molecules (e.g., mRNAs and mitochondrial fragments). Their contributions to thymic repair and synergy with Pin1 require clarification through multiomics profiling.

This study opens several avenues for future research. First, clinical translation will require scaling migrasome production and optimizing delivery protocols. Standardizing migrasome isolation and storage while ensuring batch-to-batch consistency will be critical for regulatory approval. Second, we aimed to evaluate migrasomes in aging-related thymic involution or chemotherapy-induced immunosuppression models.

## Materials and methods

### Animals

A total of 150 wild-type C57BL/6J mice, comprising 130 males and 20 females, were used in this study. This cohort included 120 young adult mice (2 months old; body weight: 20–30 g), 20 aged male mice (18 months old; body weight: 30–40 g), and 10 neonatal pups (6 days old). Young adult and aged mice were supplied by GemPharmatech Co., Ltd (Nanjing, China; License No. SCXK(Yue)2020-0054). Neonatal mice were obtained from the Guangdong Medical Laboratory Animal Center (Guangzhou, China). All the mice were housed in a specific pathogen-free facility under a 12-hour light/dark cycle with controlled temperature (24 ± 2 °C) and humidity (30–70%). The animals had ad libitum access to food/water and were group-housed (5 per cage). The mice were euthanized on day 14 via isoflurane overdose (RWD; Shenzhen, China; Cat# R510-22). Animal protocols were approved by the Institutional Animal Care and Ethics Committee of Guangdong Academy of Sciences (Approval No. K2024-01–130-480; February 20, 2024) and conducted in compliance with the NIH Guide for the Care and Use of Laboratory Animals (8th ed., 2011) and ARRIVE guidelines (Percie du Sert et al., 2020).

### Isolation of human bone marrow mesenchymal stem cells (BM-MSC)

Heparinized bone marrow aspirates were obtained from healthy donors (recruited via the Third Affiliated Hospital of Sun Yat-sen University) after providing informed consent. BM-MSC were isolated via Ficoll-Paque (1.077 g/mL; GE Healthcare, Cat# 17−1440-02) density gradient centrifugation. The cells were cultured in MSC basal medium (Gibco, Cat# A11577-01) supplemented with BM-MSC growth supplement (Gibco; Cat# A13829-01). For migrasome inhibition, BM-MSC at 70% confluence were treated with blebbistatin (BLEB, 50 µM, 24 h; MCE, Cat# HY-13441). The study was approved by the Ethics Committee of the Third Affiliated Hospital of Sun Yat-sen University (Approval No. 2022-2; September 2, 2022) following ISSCR guidelines (2021).

### Primary culture of thymic epithelial cells (TEC)

The primary culture of thymic epithelial cells was performed as previously described with modifications [51]. Primary cells were characterized by immunofluorescence staining for the epithelial markers CK5 and CK8 (Fig. S13A).

#### Materials

Six 2–5-day-old neonatal mice were used. The complete media used were as follows: DMEM/F12 supplemented with human HDL (100 µg/mL), transferrin (50 µg/mL), insulin (5 µg/mL), hydrocortisone (2.7 × 10⁻⁷ mol/L), EGF (20 ng/mL), sodium selenite (25 ng/mL), and T3 (1 × 10⁻¹⁰ mol/L). Primary digestion: 1.5 mg/mL collagenase IV (Sigma, Cat# C5138) + 500 U DNase I (Sigma, Cat# D5025) in 10 mL of PBS. Passage digestion: 0.25% trypsin + 15 KU DNase I in 10 mL of Ca²⁺/Mg²⁺-free PBS.

#### Primary culture protocol

The neonates were disinfected with 75% ethanol for 30 s and placed in a biosafety cabinet. Thymic glands were excised via midline thoracic incisions and transferred to DMEM/F12. The samples were minced into 1 mm³ fragments and washed twice with complete medium (300 × g, 5 min). The mixture was digested with primary digestion solution at 37 °C for 90 min with gentle agitation every 10 min. The mixture was subsequently centrifuged (300 × g, 5 min) and washed twice with medium. Thirty to forty fragments were plated in a 25 cm² flask with 5 mL of complete medium. Nonadherent debris was removed after 3 days. The epithelial cell islands emerged within 2‒3 days and reached 80% confluency within 2‒3 weeks.

#### Subculture protocol

At confluency, the cells were digested with 2 mL of passage mixture (37 °C, 15–20 min). The digestion was stopped with 200 µL of 1% soybean trypsin inhibitor (Sigma, Cat# T6522). The cells were subsequently centrifuged (300 × g, 5 min) and passaged at a 1:3 ratio in fresh medium.

### Murine models of acute cerebral ischemic stroke

Focal cerebral ischemia was established via the transient middle cerebral artery occlusion (tMCAO) paradigm, which was modified from established protocols [52]. The animals were anesthetized with isoflurane (5% in 1 L/min gas flow for induction, 1.5% for maintenance in 30% O₂/70% N₂O) with the core temperature regulated at 37.0 ± 0.5 °C via a feedback-controlled heating pad. Preemptive analgesia consisted of meloxicam (2.0 mg/kg, s.c.) administered 1 h before incision, combined with local lidocaine infiltration (1.5 mg/kg) at the surgical margins. Postoperatively, meloxicam (0.5 mg/kg, s.c.) was injected daily from 24 to 72 h to manage inflammatory pain. Through microsurgical exposure of the carotid bifurcation, a silicone-coated monofilament (Doccol Corp, 6 − 0) was retrograde introduced into the external carotid stump and advanced 9–11 mm through the internal carotid artery to achieve MCA trunk occlusion. Laser Doppler perfusion imaging (PeriFlux 5000, Perimed AB) confirmed the efficacy of vascular occlusion through real-time cortical blood flow monitoring at bregma − 2 mm coordinates. Regional cerebral blood flow (CBF) was continuously recorded during the preischemia, ischemia, and 15-min postreperfusion phases (see Supplementary Fig. 1C for group-specific data). Animals demonstrating < 70% perfusion reduction from baseline (calculated as ischemic core CBF/preocclusion CBF ×100%) or exhibiting intraoperative mortality were eliminated per predefined exclusion criteria. After 60 min of ischemia, controlled reperfusion was achieved through withdrawal of the filament under antithrombotic surveillance. Sham controls underwent identical cervical dissection without vascular occlusion.

### BM-MSC transplantation and migrasome administration in mice

For transplantation, 2 × 10^6^ BM-MSC (passages 5–8) in 0.2 mL of PBS were infused via the retro-orbital venous sinus 2 h post-tMCAO. For migrasome delivery, BM-MSC-derived migrasomes (10 mg/kg in 0.2 mL PBS) were administered through the same route at the same time point (2 h post-induction). This standardized protocol eliminates temporal variables as confounders in therapeutic efficacy comparisons.

### Assessment of neurological function

Modified Garcia scores (0–3 scale across five domains: body proprioception, vibrissae touch, limb symmetry, lateral turning, and forelimb walking) were evaluated daily for 3 days after tMCAO.

### Infarct volume analysis

Six serial coronal sections obtained at regular intervals (2 mm spacing) through the middle cerebral artery territory were subjected to immunohistochemical labeling using a monoclonal neuronal nuclei marker (NeuN; clone EP3978, dilution 1:1000; Abcam ab177487). Digital image analysis was performed on systematically sampled tissue sections by an independent researcher blinded to the experimental conditions via ImageJ 1.53e software (National Institutes of Health). Structural damage quantification accounts for tissue edema via the following calculation: Final infarct volume (mm³) = (Vcontra - Vipsi_noninfarct) × section thickness × sampling interval, where Vcontra represents the contralesional hemispheric volume and Vipsi_noninfarct indicates preserved neuronal tissue volume in the injured hemisphere.

### Behavioral tests

Sensorimotor functions were assessed via rotarod and foot-fault tests performed 1–3 days before tMCAO and 3–5 days after tMCAO. Cognitive functions were evaluated with the Morris water maze (WTIM) (days 9–13 post-tMCAO) and novel object recognition test (ORTM) (day 11 post-tMCAO). A schematic timeline is provided in Supplementary Fig. 11A.

#### Novel object recognition

The test was conducted in an open-field arena containing two geometrically identical polypropylene objects. After a 60-min familiarization phase with identical objects, one object was replaced with a novel stimulus (matched in size but differing in surface texture) for a 10-min test phase. Exploration time (nose-point proximity ≤ 2 cm) was quantified via automated video tracking (EthoVision 15.0, Noldus). Cognitive performance was assessed by the normalized recognition index (RI = Tnovel/[Tnovel + Tfamiliar] ×100%) and discrimination index (DI = [Tnovel – Tfamiliar]/[Tnovel + Tfamiliar]).

#### Morris water maze test

Hippocampus-dependent spatial learning was evaluated on postoperative days 9–13 via a modified protocol. The apparatus consisted of a circular pool (150 cm diameter) filled with titanium dioxide-opacified water and a hidden acrylic platform (11 × 11 cm) submerged 20 mm below the surface. Hidden platform training (days 9–12): Four daily trials (60 s/trial) were conducted with randomized entry points. The mice were allowed 30 s on the platform after each trial, with spatial cues maintained in the testing room. Probe trial (day 13): The platform was removed, and the time spent in the target quadrant during a 60-sec session was recorded to assess spatial memory retention.

#### Rotarod

Preoperative acclimatization included 3 consecutive days of speed-ramping training (0–300 rpm over 360 s), with day 3 performance used as the baseline. Post tMCAO assessments (day 3) employed identical parameters (6-min acceleration phase followed by constant speed). Trials terminated when an animal disengaged from the rod or underwent ≥ 2 cycles of passive rotation. Motor persistence latency (fall/spin duration) was calculated as the average of three trials.

#### Foot fault

Rodents underwent preoperative gridwalk acclimatization for 3 consecutive days on a 40 × 20 cm elevated grid (4 cm² apertures), with baseline forelimb coordination quantified from day 3 performance metrics. Post-tMCAO assessments on day 3 involved 60-second trials recorded under controlled lighting. Total ambulatory steps and forelimb misplacements (limb descent below the grid plane) were manually quantified by two independent observers blinded to the treatment groups, with the error frequency expressed relative to motion intensity (faults per 100 steps).

### Isolation of BM-MSC-derived migrasomes

BM-MSC cultures at 50% confluence provided conditioned media for vesicle isolation. Sequential differential centrifugation (1,000 g ×10 min →4,000 g ×20 min) was used to clarify the supernatants prior to ultracentrifugation (100,000 g ×70 min, Optima XE-100, Beckman Coulter) for EV enrichment. Migrasome harvesting required fibronectin-coated substrates (0.1 µg/cm², Corning^®^ BioCoat™) with trypsinization (0.125% TrypLE™) at 50% confluence. The processed supernatants were subjected to staged clarification (1,000 × g/4,000 × g), followed by pelleting at 20,000 × g for 30 min. Contaminant elimination protocols involve iterative washing cycles (PBS + matching centrifugal forces).

### Bulk RNA sequencing and data analysis

Thymic RNA was isolated via TRIzol-based protocols with RNA integrity validation (RIN ≥ 8.0, Bioanalyzer 2100). Sequencing libraries were prepared via the NEBNext Ultra II Directional RNA Library Kit (E7760S) following ribosomal RNA depletion (NEBNext rRNA Removal Kit). Pooled libraries were subjected to 150 bp paired-end sequencing on NovaSeq 6000 SP flow cells (Illumina, 40 M reads/sample). 

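On the reads recovered from the deposited FPKM, DESeq2 at an adjusted p under 0.05 and a |log2FC| of at least 1 called 2805 genes in BM-MSC against Veh (946 higher and 1859 lower). It called 1049 in Migrasome against Veh (665 higher and 384 lower) and 0 in Migrasome against BM-MSC, where 441 had an unadjusted p under 0.05. Limma on log2(FPKM + 1) called none at these thresholds. Of the genes DESeq2 called at both thresholds, 934 were shared by both comparisons with Veh out of 2920 in either (32.0%), 603 higher and 331 lower. Among the genes the paper names, Mki67, Cd8a, Ccne2, Kif22, Arsi, Hmgn2-ps1, Syt13 and Mdm1 were higher in both, and C4b, Cp, Ces1f, Bpifa1, Serping1 and C3 lower in both.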

Differentially expressed genes were identified via DESeq2 (v1.40.2) with significance thresholds (FDR-adjusted *p* < 0.05, |log2FC|≥1). Functional annotation was performed through clusterProfiler (v4.4.4) via the current GO (2023–10 release) and Reactome (v84) databases.

Quality control of the bulk RNA-seq data was performed through principal component analysis (PCA), relative log expression (RLE) diagnostics, and expression distribution assessment (Fig. S14). PCA was conducted on the basis of the FPKM-normalized gene expression values across all the samples. The raw count matrices were processed via edgeR. Library size normalization was performed via calcNormFactors with TMM weighting, followed by calculation of variance-stabilized log₂ (CPM + 1) values. The RLE diagnostics were visualized via the EDASeq package. Expression distributions were evaluated through: density plots and boxplots of log₂-transformed raw counts (log₂ (count + 1)) to mitigate variance inflation from highly expressed genes. Analogous visualizations of log₂ (FPKM + 1) values to account for gene length and sequencing depth effects. This comprehensive suite of quality assessment analyses (PCA, RLE, expression distribution diagnostics based on the basis of counts and FPKM) demonstrates that our bulk RNA-seq data from thymic tissue are of high quality and free from major technical artifacts.

### ScRNA-seq and data analysis

Thymic cell suspensions were prepared from a total of 12 mice (*n* = 4 biologically independent mice per group for Veh, BM-MSC, and Migrasome treatments). Cell suspensions were centrifuged at 800 × g for 5 min. Pelleted cells underwent CD45^−^ based enrichment via anti-mouse CD45 MicroBeads and magnetic-activated cell sorting (MACS). To ensure sufficient cell numbers for capturing rare TEC subsets and to minimize inter-individual variation, CD45^−^ enriched cells from the 4 mice within the same treatment group were pooled at equal quantities, resulting in one final sample pool per group for sequencing. The cells were sorted at a CD45⁻:CD45⁺ ratio of 5:1 to further enrich TEC.

Single-cell libraries were prepared with sorted cells (viability > 85%) loaded onto chromium microfluidic chips (10X Genomics) employing 3’ chemistry. All samples from the three groups were processed simultaneously in a single batch for tissue processing, cell sorting, library construction, and sequencing to prevent technical batch effects. Barcoding was performed via the Chromium Controller (10X Genomics). Reverse transcription and library construction were performed via the Chromium Single Cell 3’ v2 Reagent Kit (10X Genomics) per the manufacturer’s protocol. Libraries were sequenced on Illumina platforms (paired-end).

The raw sequencing data were subjected to quality control via fastp with adapter trimming and quality filtering (Q20 threshold). Processed reads were demultiplexed and aligned to the mm10 reference genome using Cell Ranger with default parameters. Digital gene expression matrices were generated through unique molecular identifier (UMI) counting.

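Of 24501 barcodes, 22392 had at least 1000 genes: 6229 in Veh, 7471 in BM-MSC and 8692 in Migrasome. Doublets were called with Scrublet in place of scDblFinder, which was not at hand, and removed 149, 174 and 367 cells. This left 6080, 7297 and 8325. The median mitochondrial share of UMI was 1.05%, 1.43% and 1.34% in the cells kept, and no filter was set on it. Genes found in fewer than 3 cells were left out.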

Downstream analysis was performed in Seurat (v5.0) with sequential filtering: genes detected in < 3 cells were excluded, cells with < 1000 expressed genes were excluded and potential doublets identified by scDblFinder were removed. The cell clusters were annotated based on canonical markers. Differentially expressed genes (adjusted *p* < 0.05, |log₂FC|>1) underwent functional enrichment via clusterProfiler with gene length bias correction. Significantly enriched GO terms and KEGG pathways (FDR < 0.05) were reported. Pseudotime trajectories were reconstructed using *monocle3* with default graph learning parameters.

### Liquid chromatography-tandem mass spectrometry (LC‒MS/MS) analysis

The migrasome protein composition was characterized via liquid chromatography tandem mass spectrometry (LC‒MS/MS). Proteins were resolved via SDS‒PAGE (12% separating gel) and stained with Coomassie Brilliant Blue R-250. Gel slices containing target proteins were subjected to in-gel tryptic digestion (16 h, 37 °C) prior to analysis. Mass spectrometry was performed via a Q Exactive system (Thermo Fisher Scientific) with nanoelectrospray ionization (NanoFlex source). Raw spectral data processing, including protein identification and quantitative analysis, was executed through the PEAKS Studio platform (v8.5) under strict filtering criteria (FDR < 1%).

### Histological analyses

Thymus samples were fixed in 4% paraformaldehyde (PBS, pH 7.4) for 48 h, followed by paraffin embedding. Next, 8-µm-thick sections were subjected to xylene-mediated deparaffinization and rehydration in graded ethanol. The tissue architecture was visualized through Mayer’s hematoxylin (6 min)/eosin Y (90 s) staining, with optical microscopy (Nikon Eclipse Ci-L) imaging at 40–400× magnification for cortical–medullary demarcation analysis.

### Flow cytometric analysis

Flow cytometry was performed using a BD Biosciences FACS analyzer. The data were analyzed with FlowJo software (v10.8), and the gating strategies are detailed in Supplementary Fig. 3.

#### Sample preparation

Peripheral blood was collected in heparinized tubes, lysed with ACK buffer (Gibco, Cat# A1049201), and washed with PBS. Brain tissue: Ipsilateral hemispheres were digested with 0.25% trypsin-EDTA (37 °C, 25 min) and filtered through 70-µm strainers. Thymic epithelial cells were mechanically dissociated, digested with collagenase (37 °C, 30 min), and filtered through 70-µm strainers. Thymus/spleen immune cells: Mechanically homogenized and filtered through 70-µm strainers.

#### Staining protocol

Single-cell suspensions were fixed/permeabilized via the Intracellular Fixation & Permeabilization Buffer Set (Invitrogen, Cat# 00−5123-43, 00–5223-56). The following antibodies were used: PerCP-anti-mouse CD45 (1:400; Biolegend 103132, clone 30-F11), FITC-anti-mouse CD3 (1:400; Biolegend 100204, clone 17A2), PE-anti-mouse CD19 (1:400; Biolegend 152408, clone 1D3), PE/Cy7-anti-CD11b (1:400; Biolegend 101216, clone M1/70), BV421-anti-F4/80 (1:400; Biolegend 123132, clone 8M8), APC/Cy7-anti-Ly6G (1:400; Biolegend 108424, clone RB8-8C5), FITC-anti-Ki67 (1:200; BD 556026, clone B56), APC-anti-EPCAM (1:400; Biolegend 118213, clone G8.8), PE/Cy7-anti-Ly51 (1:400; Biolegend 108313, clone M5/114.15.2), anti-AIRE (1:400; Abcam ab243169, clone 5H12), and APC-anti-MHCⅡ(1:400; Biolegend 107607), FITC-anti-CD90 (1:400; Biolegend 328108, clone 5E10), APC-anti-CD34 (1:400; Biolegend 343509, clone 581), PE-anti-CD73 (1:400; Biolegend 344003, clone AD2), PE-anti-CD105 (1:400; Biolegend 120414, clone MJ7/18), APC-anti-mouse IL-2 (Biolegend, 503809), PE/Cyanine7-anti-mouse IFN-γ (Biolegend, 505825), APC/Cy7-streptavidin (Biolegend 405208), Ulex europaeus agglutinin-1 (UEA-1; Vector Labs B-1065).

### Immunofluorescence staining

For in vivo experiments, the mice were euthanized at 7 or 14 days post-tMCAO and transcardially perfused with 10 mL of PBS followed by 10 mL of 4% paraformaldehyde (PFA, pH 7.4). The brains were sectioned coronally (25 μm thick), while the thymus tissues were embedded in optimal cutting temperature (OCT) compound and cryosectioned at 5 μm. In vitro experiments, TECs or BM-MSC were seeded on poly-L-lysine (Sigma, Cat# P2636)-coated coverslips. The cells were fixed with 4% PFA for 20 min at room temperature. Sections or fixed cells were permeabilized/blocked with PBS containing 0.03% Triton X-100 and 3% BSA for 1 h at room temperature. The sections were incubated with the following antibodies overnight at 4 °C: rabbit anti-NeuN (1:300; Abcam ab177487), mouse anti-MBP (1:300; Merck Millipore MABT1499), rabbit anti-EPCAM (1:1000; Servicebio GB11274), rabbit anti-CK5 (1:1000; Servicebio GB111246), mouse anti-CK8 (1:1000; Servicebio GB12233), mouse anti-Ki67 (1:500; Abcam ab279653), rabbit anti-P21 (1:500; Affinity Biosciences AF6290), and rabbit anti-Pin1 (1:500; Abcam ab192036). The washed samples were incubated for 1 h at room temperature (light-protected): Cy3-conjugated anti-rabbit (1:1000; Jackson 115–165–003), Alexa Fluor 488-conjugated anti-mouse (1:1000; Jackson 112–545–003), and Alexa Fluor 647-conjugated anti-rabbit (1:1000; Jackson 111–605–003) antibodies. The cell membranes were labeled with wheat germ agglutinin (WGA, 1 µg/mL; Invitrogen W7024).

### Lentiviral infection of BM-MSC

#### TSPAN4 overexpression

To overexpress *Tspan4* in BM-MSC, human TSPAN4 cDNA was cloned and inserted into the lentiviral transfer vector TK-PCDH-copGFP-T2A-Puro via NheI/BamHI restriction sites, whose sequence was as follows: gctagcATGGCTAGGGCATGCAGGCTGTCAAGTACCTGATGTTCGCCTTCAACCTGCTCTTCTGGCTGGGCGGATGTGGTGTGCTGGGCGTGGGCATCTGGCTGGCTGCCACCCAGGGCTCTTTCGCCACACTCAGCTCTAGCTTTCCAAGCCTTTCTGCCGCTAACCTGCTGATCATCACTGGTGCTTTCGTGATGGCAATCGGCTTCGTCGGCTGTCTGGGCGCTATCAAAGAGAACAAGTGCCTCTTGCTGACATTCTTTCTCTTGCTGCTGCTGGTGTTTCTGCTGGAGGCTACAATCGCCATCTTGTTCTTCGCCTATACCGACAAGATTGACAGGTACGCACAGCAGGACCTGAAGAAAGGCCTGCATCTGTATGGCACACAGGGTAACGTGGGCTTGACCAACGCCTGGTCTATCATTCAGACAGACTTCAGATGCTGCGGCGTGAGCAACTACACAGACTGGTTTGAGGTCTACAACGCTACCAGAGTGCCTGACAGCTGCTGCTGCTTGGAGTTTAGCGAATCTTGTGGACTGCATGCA.

#### TSPAN4 knockdown

A *Tspan4*-targeting shRNA was designed. From the three candidate sequences, the most efficient shRNA target sequence: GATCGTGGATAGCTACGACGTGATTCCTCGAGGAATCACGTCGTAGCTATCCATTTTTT was cloned and inserted into the lentiviral transfer vector pLVX-shRNA2-ZsGreen1-Puro via BamHI/EcoRI.

#### Pin1 overexpression

To overexpress *Pin1* in BM-MSC, human *Pin1* cDNA was cloned and inserted into the lentiviral transfer vector pLV-PGK-ZsGreen(GSP2A)PURO-CMV via XhoI-EcoRI restriction sites, whose sequence was as follows: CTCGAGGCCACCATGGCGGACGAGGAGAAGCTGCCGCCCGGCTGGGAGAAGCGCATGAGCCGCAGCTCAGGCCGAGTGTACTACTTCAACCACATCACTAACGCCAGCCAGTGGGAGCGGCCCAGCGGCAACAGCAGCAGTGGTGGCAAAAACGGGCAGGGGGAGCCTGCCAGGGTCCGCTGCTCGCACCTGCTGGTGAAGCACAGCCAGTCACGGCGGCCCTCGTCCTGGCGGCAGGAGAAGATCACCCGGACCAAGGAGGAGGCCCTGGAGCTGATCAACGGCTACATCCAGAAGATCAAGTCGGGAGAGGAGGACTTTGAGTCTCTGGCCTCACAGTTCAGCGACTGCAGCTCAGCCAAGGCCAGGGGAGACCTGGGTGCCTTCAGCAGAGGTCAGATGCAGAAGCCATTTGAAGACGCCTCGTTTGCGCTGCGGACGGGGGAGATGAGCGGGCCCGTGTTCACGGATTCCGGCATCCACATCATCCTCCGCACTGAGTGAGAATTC.

#### Pin1 knockdown

A *Pin1*-targeting shRNA was designed. From the four candidate sequences, the most efficient shRNA target sequence: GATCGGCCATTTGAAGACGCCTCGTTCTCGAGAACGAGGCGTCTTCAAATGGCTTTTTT was cloned and inserted into the lentiviral transfer vector pLVX-shRNA2-Puro via BamHI/EcoRI.

#### Lentivirus production and transduction

The recombinant plasmid was amplified from DH5α *E. coli* and purified via the NucleoBond Xtra Midi EF Kit (Macherey-Nagel, Cat# 740420). The transfer vector, packaging plasmid pSPAX2 (Addgene #12260), and envelope plasmid pMD2. G (Addgene #12259) were mixed at a 3:2:1 mass ratio in OPTI-MEM (Gibco, Cat# 31985070). PEI MAX transfection reagent (Polysciences, Cat# 23966) was added at a DNA: PEI ratio of 1:1. After 12 h, the medium was replaced with complete DMEM. The viral supernatant was harvested at 48 h post transfection and clarified by centrifugation (800 × g, 10 min). BM-MSC (passage 5) were transduced with viral supernatant (MOI = 20) in the presence of polybrene via centrifugation (1000 × g, 32 °C, 2 h), followed by 48 h of culture in fresh medium. The transduction efficiency was validated via RT‒PCR (primers in Table S1) and Western blotting with anti-rabbit-TSPAN4 (Signalway Antibody, ab109264, 1:1000) and anti-rabbit-Pin1(Abcam, ab192036, 1:1000) antibodies.

### Western blot

Protein was extracted with RIPA buffer (Beyotime, Cat# P0013) and centrifuged (12,000 × g, 15 min, 4 °C). The protein concentration was determined via a BCA assay (Beyotime, Cat# P0012), with 40 µg of total protein loaded per lane. The samples were denatured (95 °C, 5 min) and separated on 12% SDS‒PAGE gels (80 V for 30 min, then 120 V for 60 min). Proteins were transferred to PVDF membranes (Merck Millipore, Cat# ISEQ00010) via wet transfer (100 V, 90 min, 4 °C). The membranes were blocked with 5% BSA/TBST for 1 h at RT. The following primary antibodies were used overnight at 4 °C: mouse anti-Ki67 (1:1,000; Abcam ab279653), rabbit anti-NAMPT (1:1,000; Affinity Biosciences DF6059), rabbit anti-P21 (1:1,000; Affinity Biosciences AF6290), rabbit anti-γH2A. X (1:1,000; Affinity Biosciences AF3187), rabbit anti-TSPAN4 (1:1,000; Signalway Antibody ab109264), rabbit anti-Pin1 (Abcam, ab192036, 1:1000), mouse anti-β actin (Servicebio, GB15001, 1:2000) and mouse anti-GAPDH (1:10,000; Proteintech 60004-1-Ig) antibodies. HRP-conjugated anti-mouse/rabbit IgG (1:5,000; Proteintech SA00001-1/SA00001-2) was added for 1 h at RT. The signals were developed with SuperSignal™ West Pico substrate (Thermo Fisher, 34580) and quantified via Image Lab 6.1 (Bio-Rad).

### Real-time polymerase chain reaction (RT‒PCR) and TREC analysis

Total RNA was isolated via the EScience RNA Extraction Kit (Cat# RN001) according to the manufacturer’s instructions. The RNA purity was verified via a Nanodrop (A260/A280 = 1.8–2.2). One microgram of RNA was reverse transcribed in a 20 µL volume via the EScience Fast Reverse Transcription Kit (Cat# RT001), which contained 1 µL of cDNA, SYBR Green qPCR mix (Dongsheng Biotech, Cat# P2092a), and gene-specific primers (sequences in Supplementary Table S1) in a final volume of 20 µL. Amplification was performed on a QuantStudio 5 Real-Time PCR System (Applied Biosystems) under the following conditions: 95 °C for 30 s (initial denaturation); 40 cycles of 95 °C for 5 s (denaturation) and 60 °C for 34 s (annealing/extension); and melt curve analysis at 95 °C for 15 s, 60 °C for 60 s, and 95 °C for 15 s. The ΔΔCt method was employed with GAPDH as the endogenous reference, with the data normalized to the means of the control groups. For TREC quantification, genomic DNA was isolated from peripheral blood. TREC signal joints were quantified by qPCR using primers specific for the δRec-ψJα recombination event in C57BL/6J mice, with amplification of the T-cell receptor alpha constant region (TRAC) used the endogenous normalization standard (sequences in Supplementary Table S1). The ΔΔCt method was employed with TRAC as the endogenous reference, with the data normalized to the means of the control groups.

### Negative staining transmission electron microscopy (TEM)

Thymus samples were fixed in 4% paraformaldehyde (PBS, pH 7.4) for 48 h, followed by paraffin embedding. Next, 8-µm-thick sections were subjected to xylene-mediated deparaffinization and rehydration in graded ethanol. The tissue architecture was visualized through Mayer’s hematoxylin (6 min)/eosin Y (90 s) staining, with optical microscopy (Nikon Eclipse Ci-L) imaging at 40–400× magnification for cortical–medullary demarcation analysis.

### Enzyme-linked immunosorbent assay (ELISA)

Plasma was isolated from peripheral blood by centrifugation (15,000 × g, 15 min, 4 °C) and stored at −80 °C until analysis. Plasma levels of LBP, LPS, CRP, thymosin α1 (Tα1), thymosin β4 (Tβ4), and thymosin β10 (Tβ10) were measured via the following ELISA kits according to the manufacturers’ protocols: a mouse LBP ELISA Kit (MEIMIAN, Cat# MM-44515M1), a mouse LPS ELISA Kit (MEIMIAN, Cat# MM-0634M1), a mouse CRP ELISA Kit (MEIMIAN, Cat# MM-0074M1), a mouse Tα1 ELISA Kit (MEIMIAN, Cat# MM-44450M1), a mouse Tβ4 ELISA Kit (MEIMIAN, Cat# MM-64220H1), and a mouse Tβ10 ELISA Kit (MEIMIAN, Cat# MM-64224H1).

### Statistical analysis

All the results are presented as the standard deviations (SDs). Prior to inferential testing, all datasets underwent dual diagnostic verification: normality assessment with the Shapiro-Wilk test (significance threshold α = 0.05) and homoscedasticity evaluation with Levene’s test (threshold *P* > 0.10 for variance homogeneity). Parametric tests (independent Student’s *t*-tests or one-way ANOVA) were applied strictly when both assumptions were satisfied. For data violating parametric assumptions (non-normality or heteroscedasticity), Wilcoxon rank-sum tests were systematically implemented for median comparisons between independent samples based on rank-transformed data. All post hoc pairwise comparisons following ANOVA were subjected to Benjamini-Hochberg false discovery rate (FDR) correction. To ensure unambiguous interpretation of FDR-adjusted *q-values* distinct from conventional *p*-values, a dedicated annotation system was adopted: #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001 (replacing asterisk-based notation). All the statistical tests were two-sided, with α = 0.05 defining significance. Analyses were performed via SPSS Statistics 25.0 package (Nonparametric Tests module v3.1).

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

All data needed to evaluate the conclusions in the paper are presented in the paper and/or the Supplementary Materials. Additional data related to this paper may be requested from the authors. The raw sequence data from the scRNA-seq and RNA-seq datasets have been deposited in the Gene Expression Omnibus (GEO) datasets (accession no. GSE305141).

# Supplementary material for: BM-MSC-derived migrasomes reverse stroke-induced thymic atrophy and immunosuppression via Pin1 delivery to thymic epithelial cells
**Source:** J Neuroinflammation. 2025 Nov 15;22:271. doi: 10.1186/s12974-025-03604-2
**Supplement:** Supplementary file 2 — Supplementary Material 2.

Supporting Information

**BM-MSC-Derived Migrasomes Reverse Stroke-Induced Thymic Atrophy and Immunosuppression via Pin1 Delivery to Thymic Epithelial Cells**

*Haotong Yi^1, #^, Mengyan Hu^1, 2, #^, Liling Yuan^1^, Xiaotao Su^1^, Shilin Wu^1^, Tiemei Li^1^, Shisi Wang^1^, Xinmei Kang^1^, Yuxin Liu^1^, Zhiruo Liu^1^, Qin Qin^1^, Weihua yu^3^, Yifan Li^1^, Wei Qiu^1,2 *^, Wei Cai^1,2 *^, Zhengqi Lu^1, *^*

**This file includes:**

**Supplementary Figures**

Figure S1. Characterization of BM-MSCs and Comprehensive Evaluation of Stroke Models.

Figure S2. Intracranial Immune Cell Infiltration in tMCAO Mice.

Figure S3. Flow Cytometry Gating Strategies for Thymic, Splenic, Peripheral Blood, and Brain Immune Cells.

Figure S4. Dynamic changes in peripheral immune profiles during post-stroke immunosuppression.

Figure S5. Peripheral Immune Evaluation in Young Mice.

Figure S6. Peripheral Immune Evaluation in Aged Mice.

Figure S7. Functional assessment of thymic output and T-cell competence.

Figure S8. Validation of engineered BM-MSC models for migrasome research.

Figure S9. Flow Cytometric Tracking of GFP Signal in Thymus of tMCAO Mice.

Figure S10. BM-MSC-derived migrasomes promote thymic regeneration and systemic immune restoration in female mice after ischemic stroke.

Figure S11. Behavioral Assessments in tMCAO Mice.

Figure S12. Comprehensive Analysis of Non-epithelial thymic Populations in scRNA-seq Data.

Figure S13. In Vitro Isolation of TECs and Evaluation of Migrasomes from Bleb-Treated BM-MSCs.

Figure S14. Quality Control of bulk RNA-seq Data.

Figure S15. Flow Cytometry Analysis of Thymic Epithelial Cells and T-Cell Subsets in Migrasome-Treated tMCAO Mice.

**Supplementary Tables:**

Table S1. Primers used in the study.

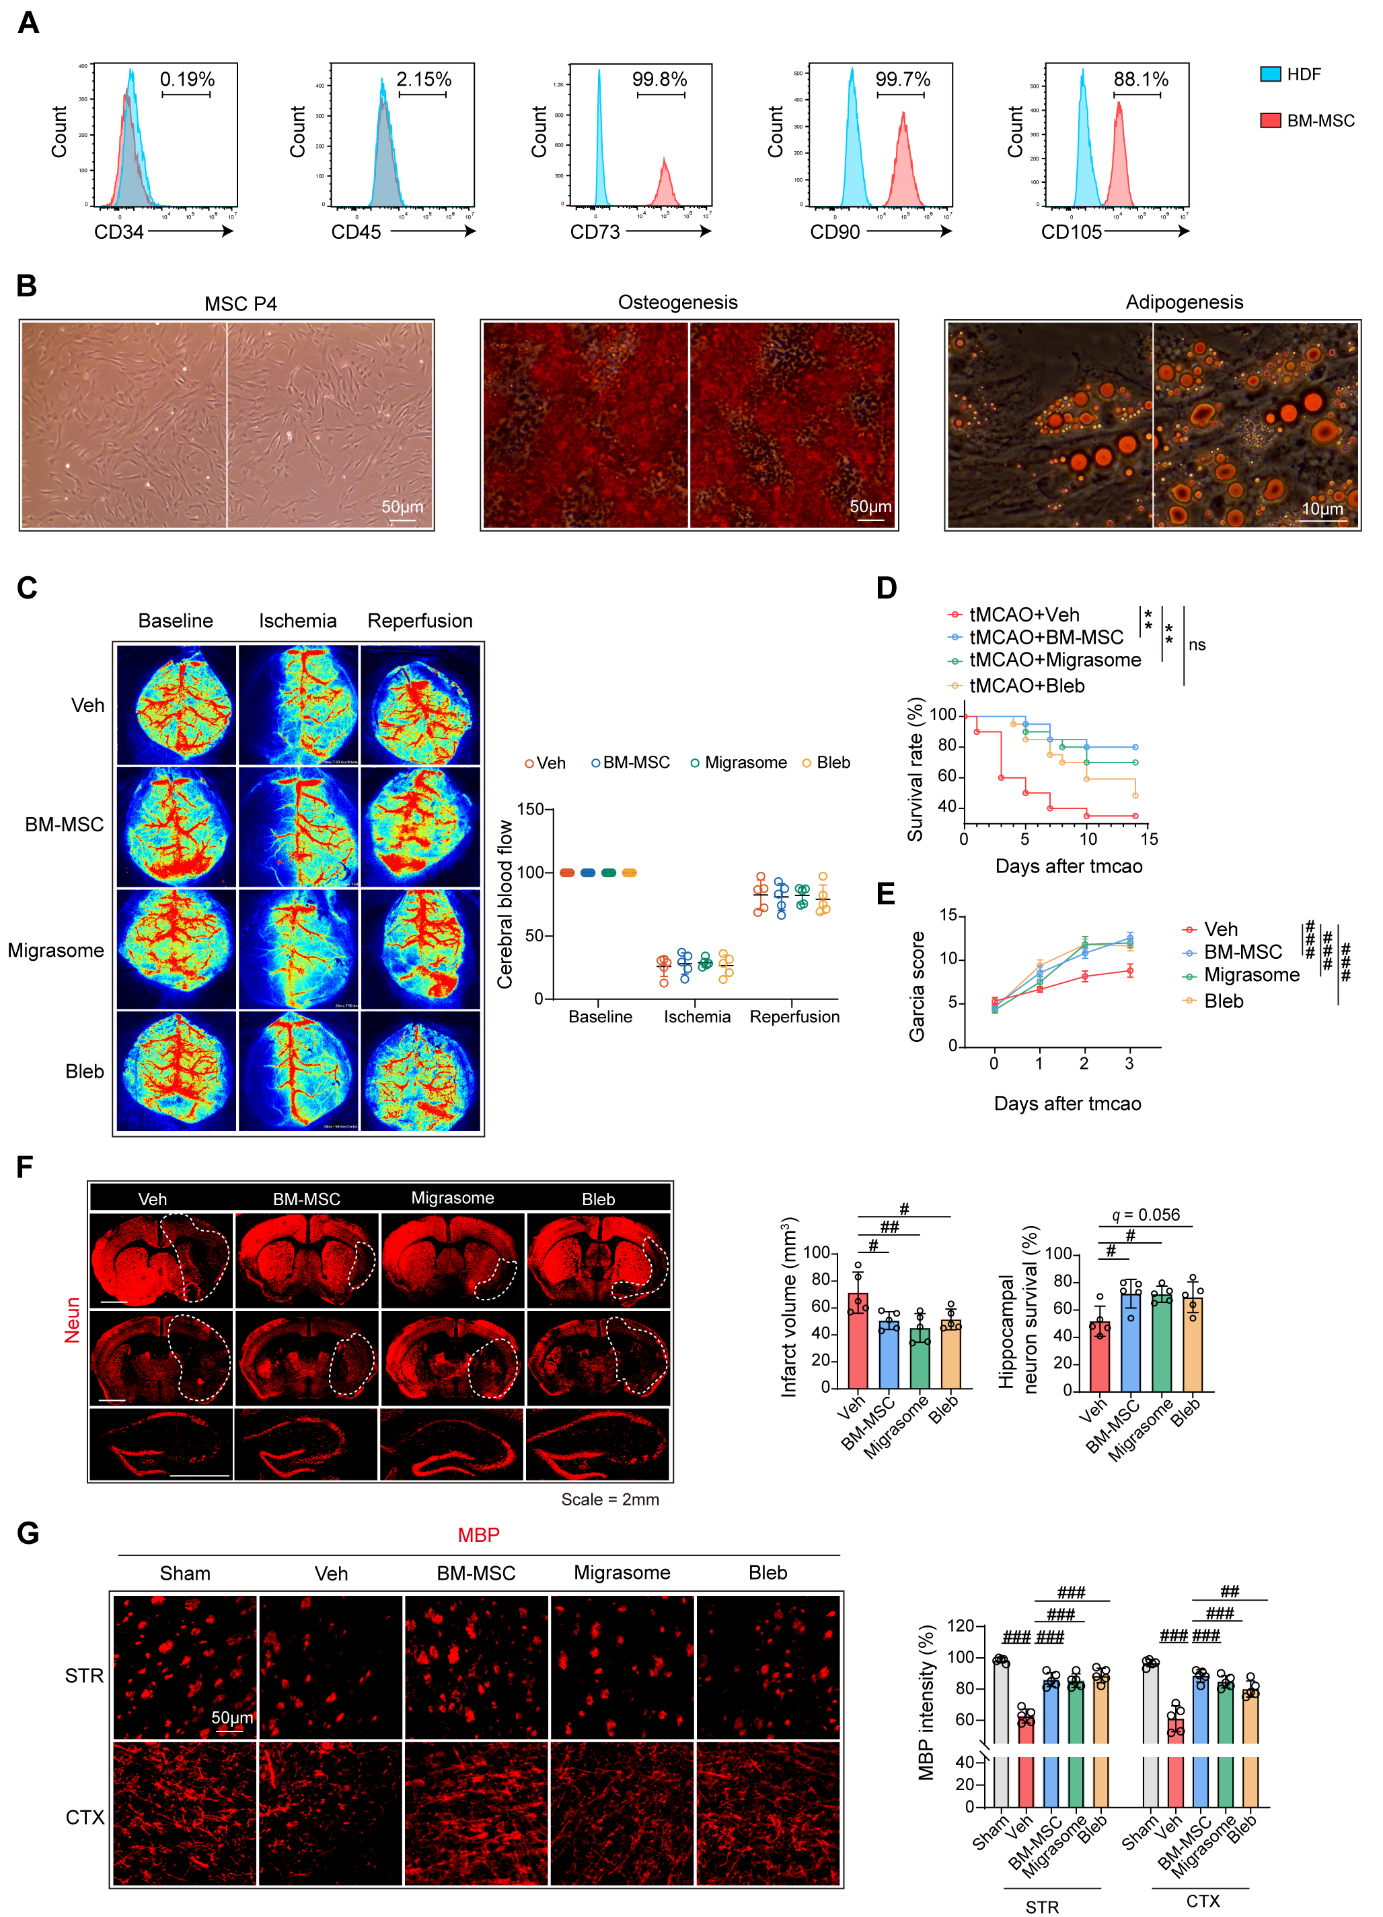

**Figure S1. Characterization of BM-MSCs and Comprehensive Evaluation of Stroke Models.**

**(A)** Purity and stemness marker analysis of BM-MSC (CD34^-^CD45^-^CD73^+^CD90^+^CD105^+^). Experiments repeated three times. **(B)** Representative bright-field images of osteogenic differentiation (Alizarin Red S) and adipogenic differentiation (Oil Red O) in BM-MSCs (P4). Experiments repeated three times. **(C-G)** Male wild-type C57/Bl6 mice underwent 60-minute tMCAO followed by intravenous administration of BM-MSC (2×10⁶ cells/mouse), migrasomes (10 mg/kg, isolated from TSPAN4-GFP-overexpressing BM-MSCs), blebbistatin (Bleb)-pretreated BM-MSC (2×10⁶ cells/mouse), or vehicle (Veh) 2 hours post-reperfusion. **(C)** Regional cerebral blood flow (CBF) at baseline, during ischemia, and 15 minutes post-reperfusion showed no differences between groups (*n*=5 per group). **(D)** Survival curves from 0 to 14 days post-tMCAO (*n*=20 per group). ***p* < 0.01 (Veh vs. BM-MSC, Migrasome and Bleb group), by log-rank test. **(E)** Neurological deficit scores from 0 to 3 days post-tMCAO (Veh *n*=8, BM-MSC *n*=9, migrasome *n*=10, Bleb *n*=8). FDR-corrected *p*-values (*q-values)* were calculated, ###*q* < 0.001, two-way ANOVA (mean ± SD). (**F)** NeuN immunostaining (red) at 14 days post-tMCAO to assess neuronal loss. Dashed lines outline infarct areas. Bar graphs show infarct volume quantification (*n*=5 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, one-way ANOVA (mean ± SD). **(G)** Representative MBP immunostaining in striatum (STR) and cortex (CTX). Bar graphs show mean fluorescence intensity (MFI) quantification (*n*=5 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD).

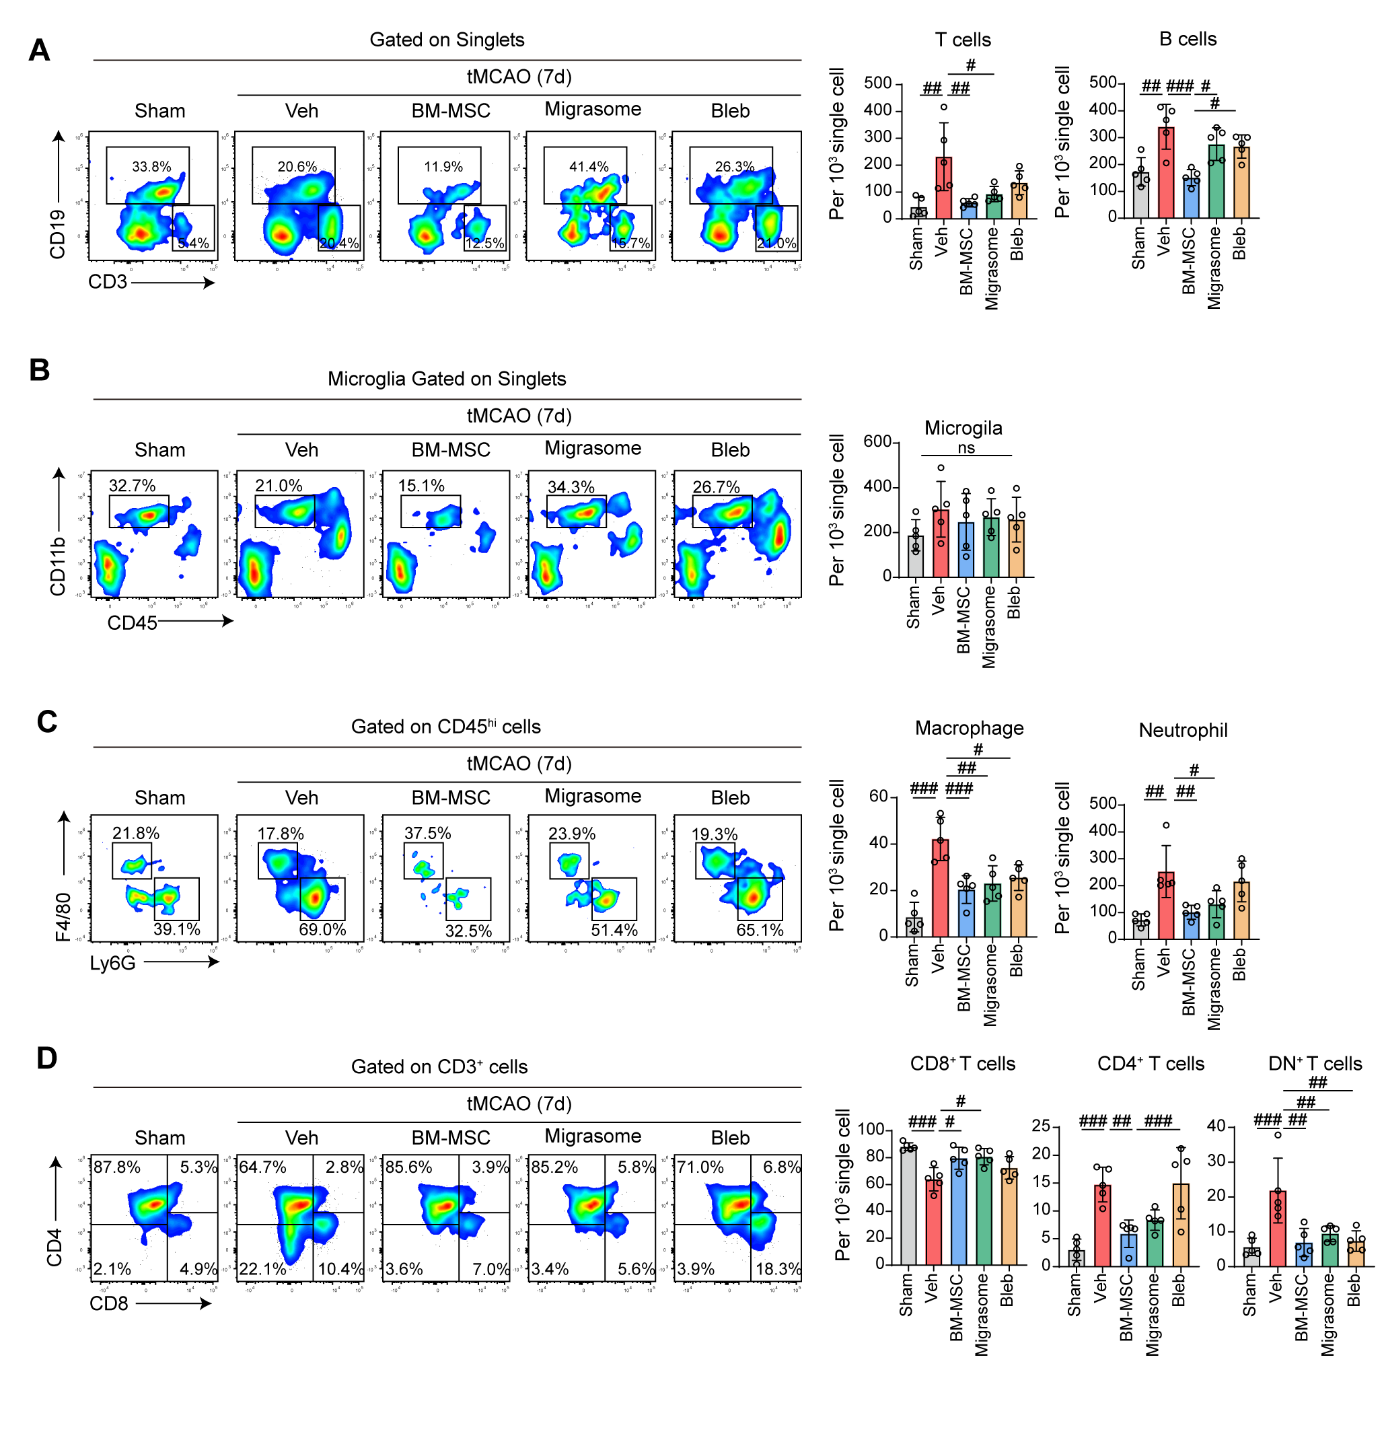

**Figure S2. Intracranial Immune Cell Infiltration in tMCAO Mice.**

Male wild-type C57/Bl6 mice underwent 60-minute tMCAO followed by intravenous administration of BM-MSCs (2×10⁶ cells/mouse), migrasomes (10 mg/kg, isolated from TSPAN4-GFP-overexpressing BM-MSC), blebbistatin (Bleb)-pretreated BM-MSC (2×10⁶ cells/mouse), or vehicle (Veh) 2 hours post-reperfusion. **(A-D)** Flow cytometry analysis of intracranial immune cell infiltration (*n*=5 per group; gating strategies shown in Supplementary Figure 3). **(A)** Proportions of T cells (CD3^+^) and B cells (CD19^+^). **(B)** Proportions of microglia (CD11b^+^CD45^low^). **(C)** Proportions of macrophages (CD11b^+^CD45^hi^F4/80^+^) and neutrophils (CD11b^+^CD45^hi^Ly6G^+^). **(D)** Proportions of T-cell subsets (CD4^+^, CD8^+^, DN, DP). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD).

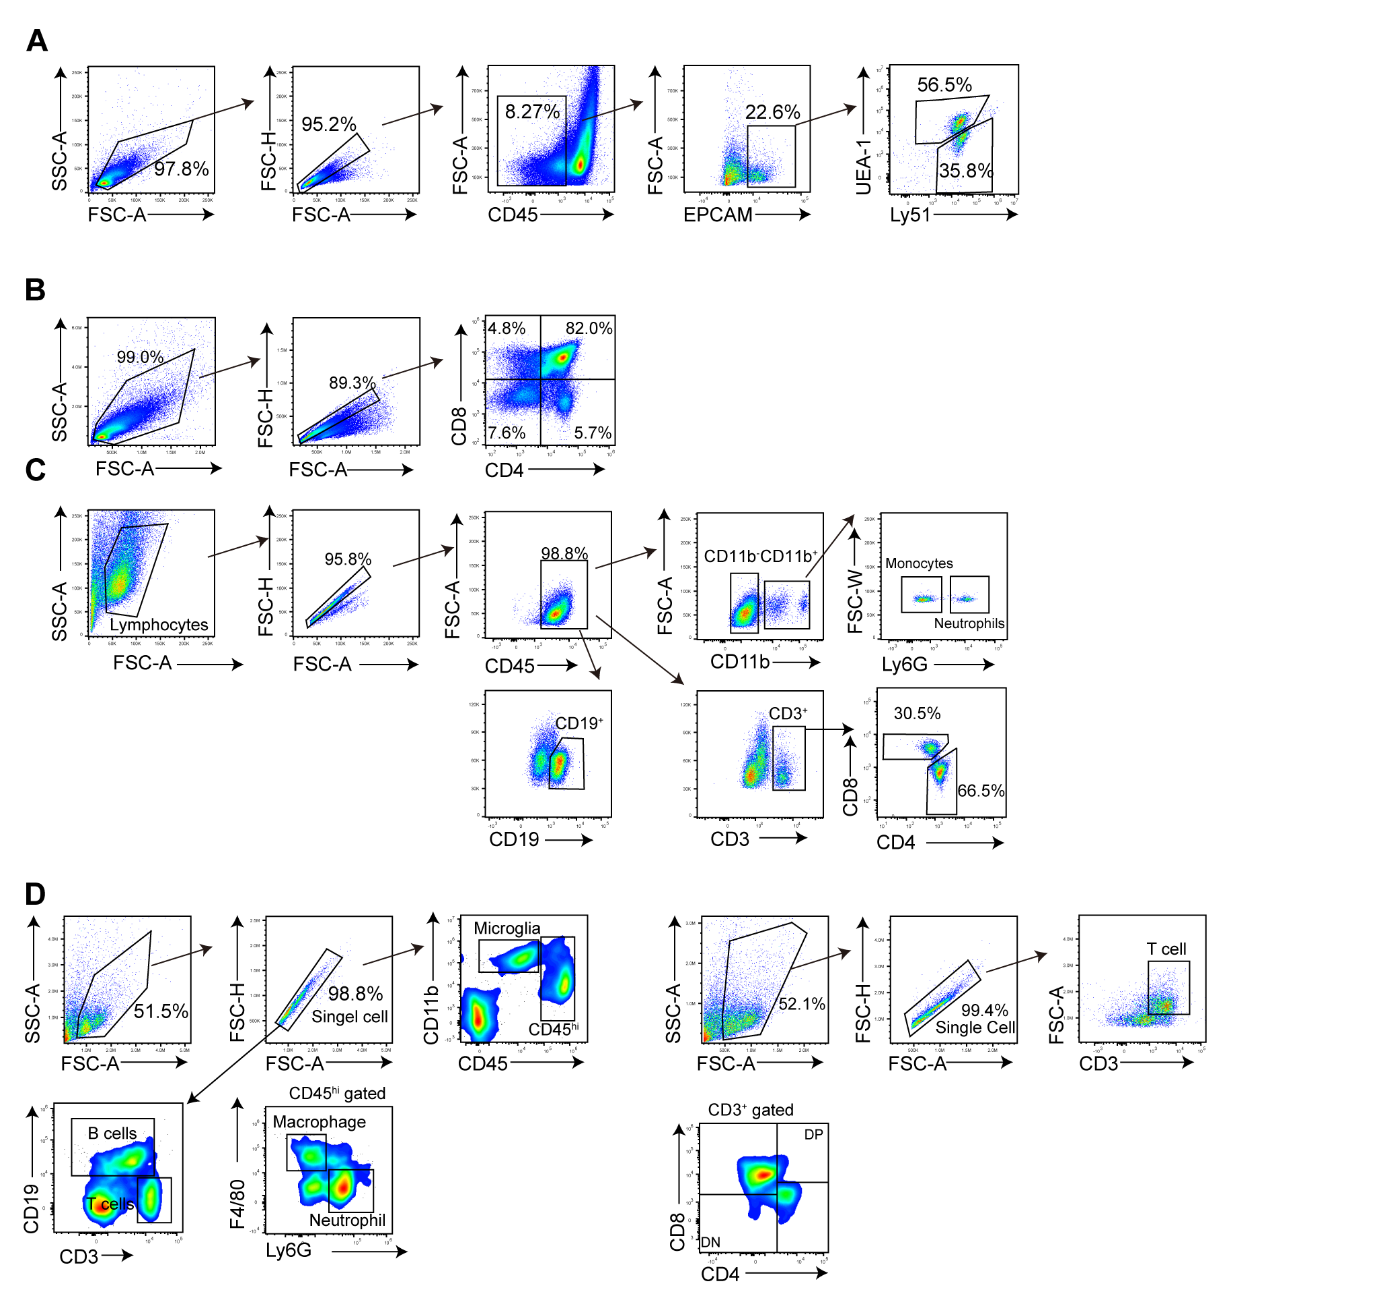

**Figure S3. Flow Cytometry Gating Strategies for Thymic, Splenic, Peripheral Blood, and Brain Immune Cells.**

Representative gating strategies used for flow cytometry analysis: **(A)** Thymic epithelial cells (TEC): Gating for mTEC (CD45^−^EPCAM^+^UEA-1^+^Ly51^−^) and cTEC (CD45^−^EPCAM^+^UEA-1^−^Ly51^+^) (applied to Figure 1G-H, Figure 3P, Figure 6F, and Supplementary Figure 15). **(B)** Thymic T-cell subsets: Gating for double-negative (DN, CD4−CD8−), double-positive (DP, CD4^+^CD8^+^), CD4^+^, and CD8^+^ T cells (applied to Figure 1K, Figure3Q, Figure 6G, and Supplementary Figure 10, 15). **(C)** Splenic and peripheral blood immune cells: T cells (CD45^+^CD3^+^), B cells (CD45^+^CD19^+^), CD8^+^ T cells (CD45^+^CD3^+^CD8^+^CD4^-^), CD4^+^ T cells (CD45^+^CD3^+^CD8^−^CD4^+^), macrophages (CD45^+^CD11b^+^Ly6G^−^), neutrophils (CD45^+^CD11b^+^Ly6G^+^) (applied to Supplementary Figure 4-6, 10). **(D)** Brain-infiltrating immune cells: B cells (CD19^+^), T cells (CD3^+^), Macrophages (CD45^hi^F4/80^+^Ly6G^-^), neutrophils (CD45^hi^F4/80^-^Ly6G^+^), CD8^+^ T cells (CD3^+^CD8^+^), CD4^+^ T cells (CD3^+^CD4^+^) (applied to Supplementary Figure 2).

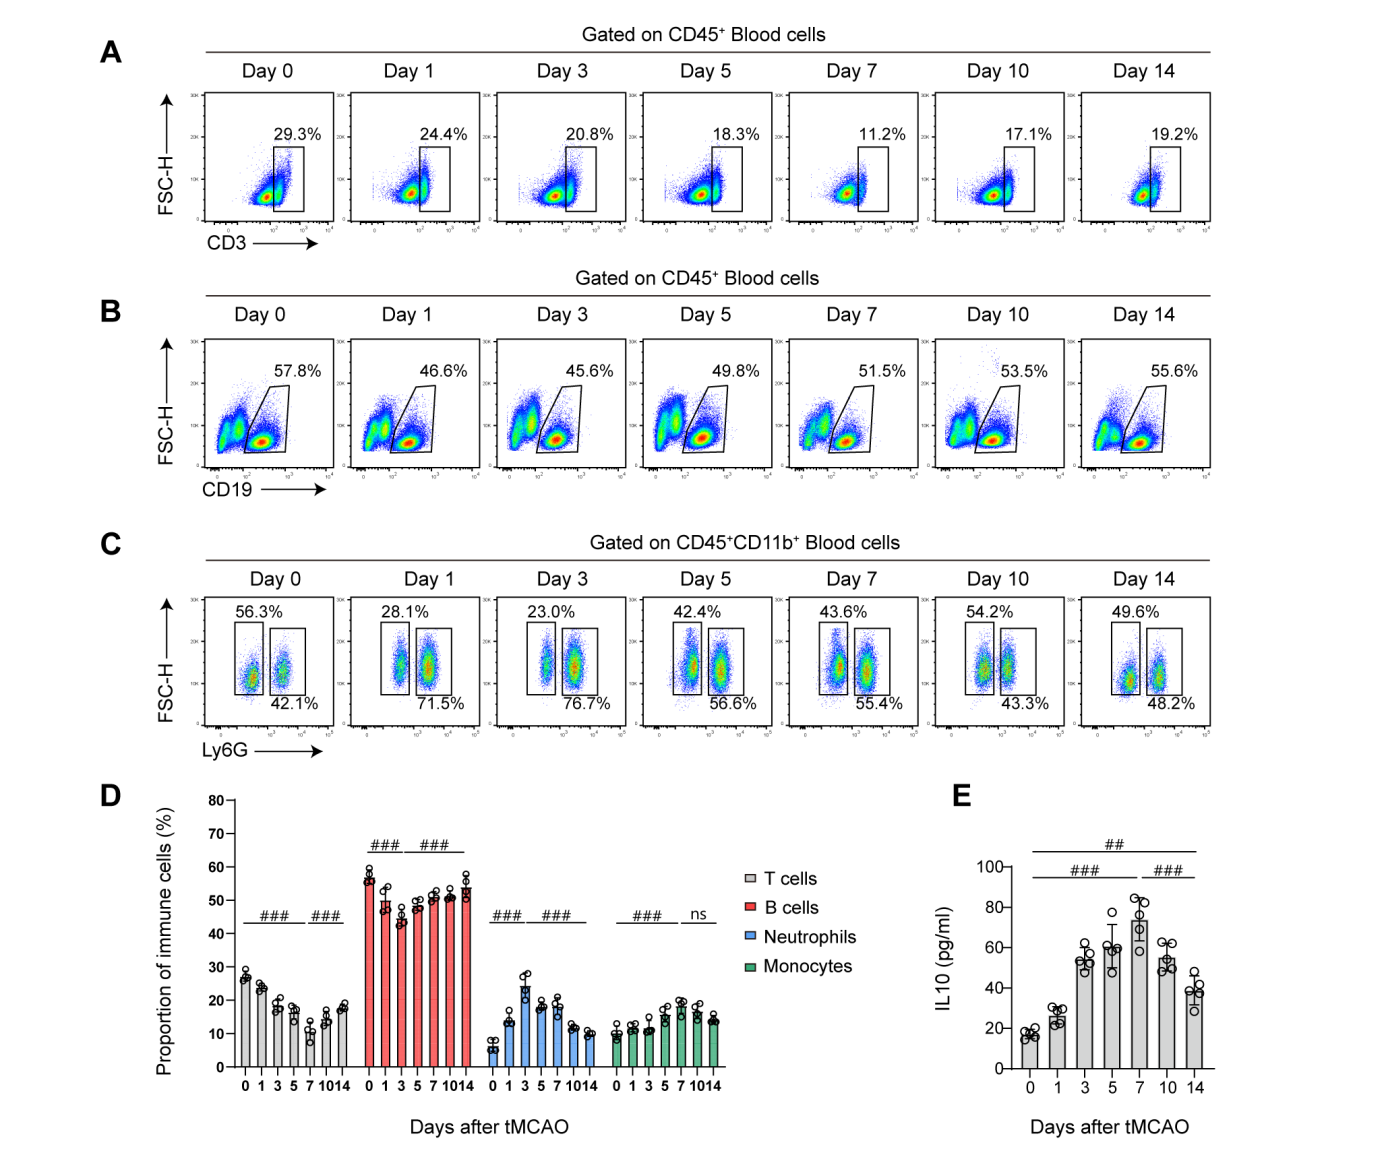

**Figure S4 Dynamic changes in peripheral immune profiles during post-stroke immunosuppression.**

**(A-D)** Flow cytometry analysis of peripheral blood leukocyte subsets from day 0 to 14 post-stroke. Proportions of T cells (CD45⁺CD3⁺) (A) and B cells (CD45⁺CD19⁺) (**B**). (**C**)Proportions of neutrophils (CD45⁺CD11b⁺Ly6G⁺) and monocytes (CD45⁺CD11b⁺Ly6G^-^). (**D**) Composite quantification of leukocyte kinetics. (**E**) Serum IL-10 levels measured by ELISA. Data represent mean ± SD; *n* = 4 per group. FDR-corrected *p*-values (*q-values*) were calculated, ###*q* < 0.001, by one-way ANOVA (mean ± SD).

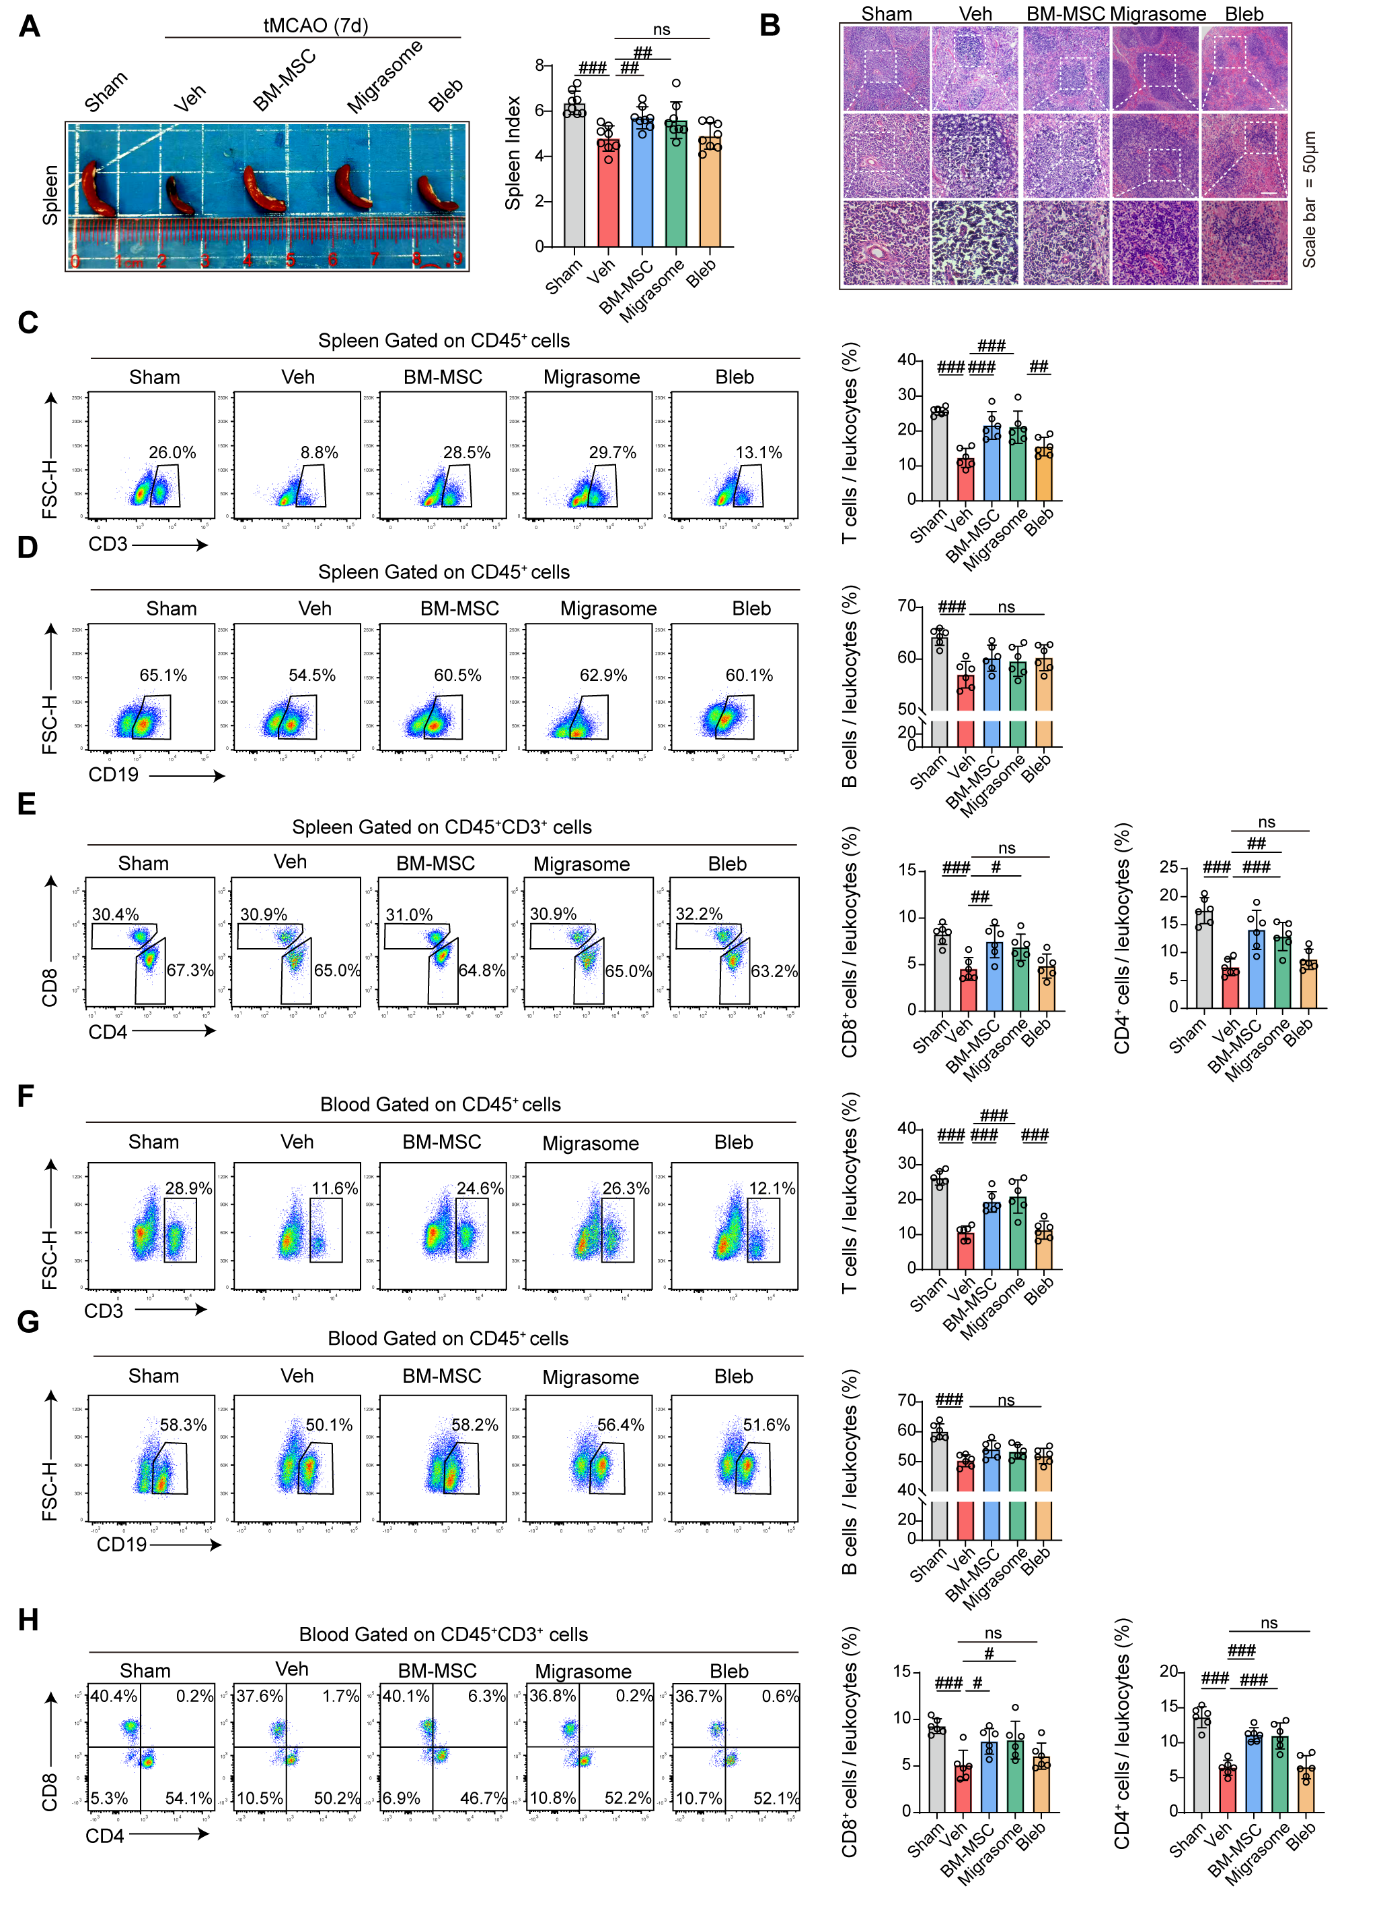

**Figure S5. Peripheral Immune Evaluation in Young Mice.**

Male wild-type C57/Bl6 mice underwent 60-minute tMCAO followed by intravenous administration of BM-MSCs (2×10⁶ cells/mouse), migrasomes (10 mg/kg/mouse, isolated from TSPAN4-GFP-overexpressing BM-MSCs), Bleb-pretreated BM-MSCs (2×10⁶ cells/mouse), or vehicle (Veh) 2 hours post-reperfusion. **(A)** Left: Gross spleen images at 7 days post-tMCAO. Right: Spleen index (spleen wet weight (mg) / mouse body weight (g) quantification (*n*=8 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD). **(B)** Representative H&E-stained spleen sections (*n*=3 per group; experiments repeated three times). **(C-H)** Flow cytometry analysis of splenic and peripheral blood immune cells, and the corresponding statistical analysis were displayed (*n*=6 per group). **(C-D, F-G)** Proportions of T cells (CD45^+^CD3^+^) and B cells (CD45^+^CD19^+^). **(E, H)** Proportions of CD4^+^ (CD45^+^CD3^+^CD4^+^) and CD8^+^ (CD45^+^CD3^+^CD8^+^) T cells. FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001, one-way ANOVA (mean ± SD).

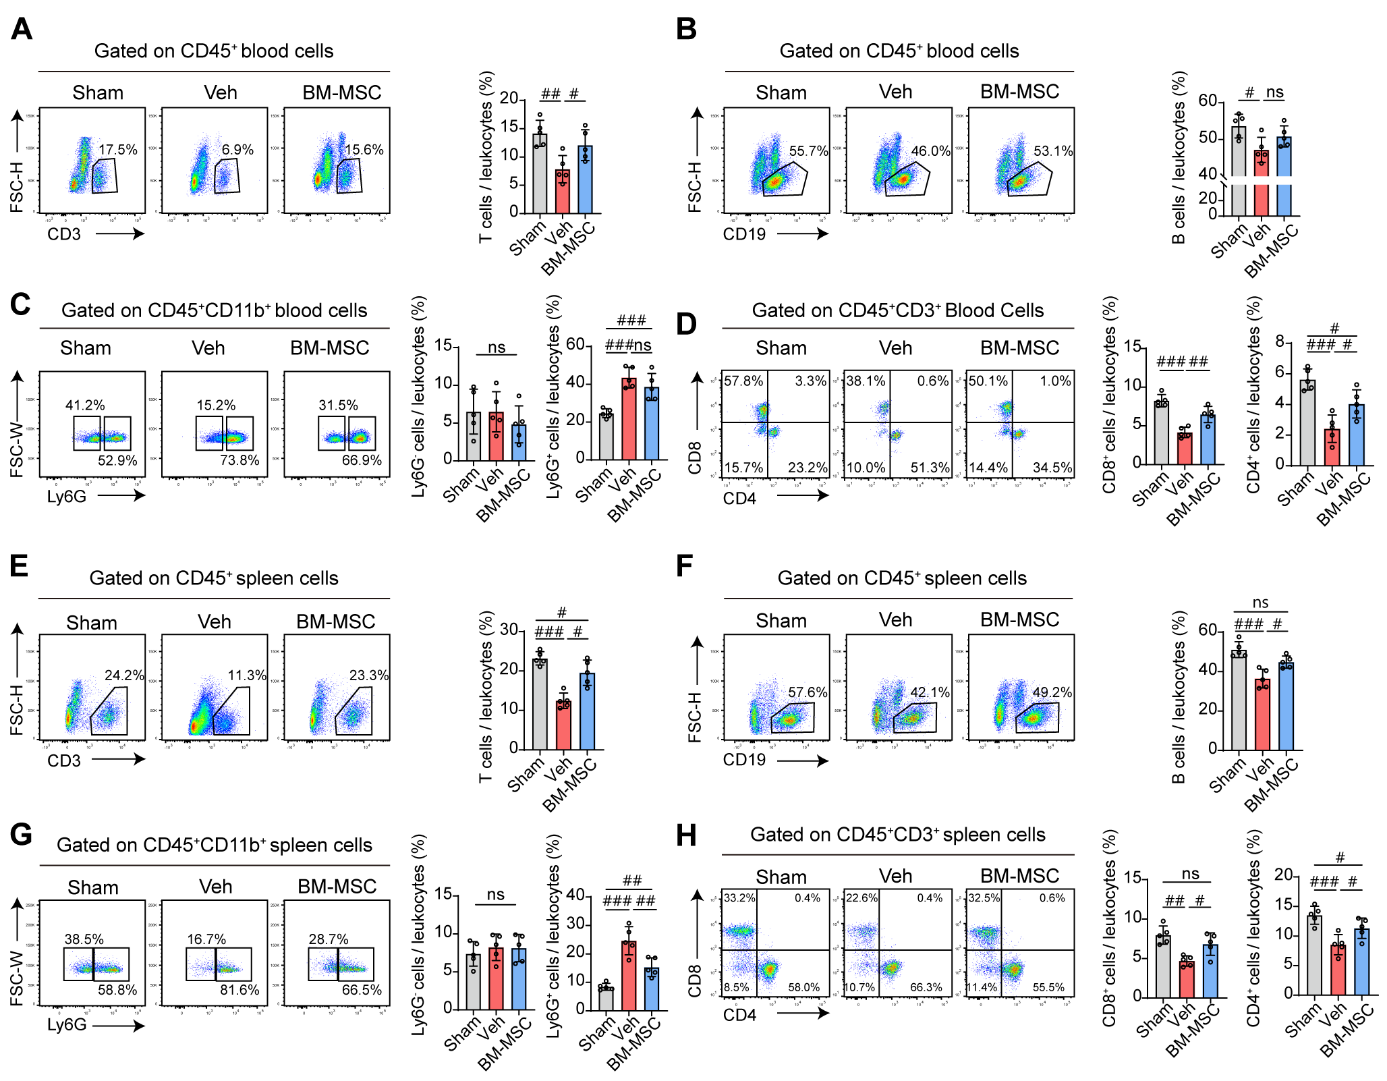

**Figure S6. Peripheral Immune Evaluation in Aged Mice.**

18 months male wild-type C57/Bl6 mice underwent 60-minute tMCAO followed by intravenous administration of BM-MSC (2×10⁶ cells/mouse), or vehicle (Veh) 2 hours post-reperfusion. (**A-D**) Flow cytometry analysis of peripheral blood immune cells, and the corresponding statistical analysis were displayed (*n* = 5 per group). Proportions of blood T cells (CD45^+^CD3^+^) (**A**) and B cells (CD45^+^CD19^+^) (**B**). (**C**) Proportions of blood monocytes (CD45^+^CD11b^+^Ly6G^−^) and neutrophils (CD45^+^CD11b^+^Ly6G^+^). (**D**) Proportions of blood CD4^+^ (CD45^+^CD3^+^CD4^+^) and CD8^+^ (CD45^+^CD3^+^CD8^+^) T cells. (**E-H**) Flow cytometry analysis of spleen immune cells, and the corresponding statistical analysis were displayed (*n*=5 per group). Proportions of spleen T cells (CD45^+^CD3^+^) (**E**) and B cells (CD45^+^CD19^+^) (**F**). (**G**) Proportions of spleen monocytes (CD45^+^CD11b^+^Ly6G^−^) and neutrophils (CD45^+^CD11b^+^Ly6G^+^). (**H**) Proportions of spleen CD4^+^ (CD45^+^CD3^+^CD4^+^) and CD8^+^ (CD45^+^CD3^+^CD8^+^) T cells. FDR-corrected *p*-values (*q-values*) were calculated, #*q*< 0.05, ##*q* < 0.01, ###*q* < 0.001, by one-way ANOVA (mean ± SD).

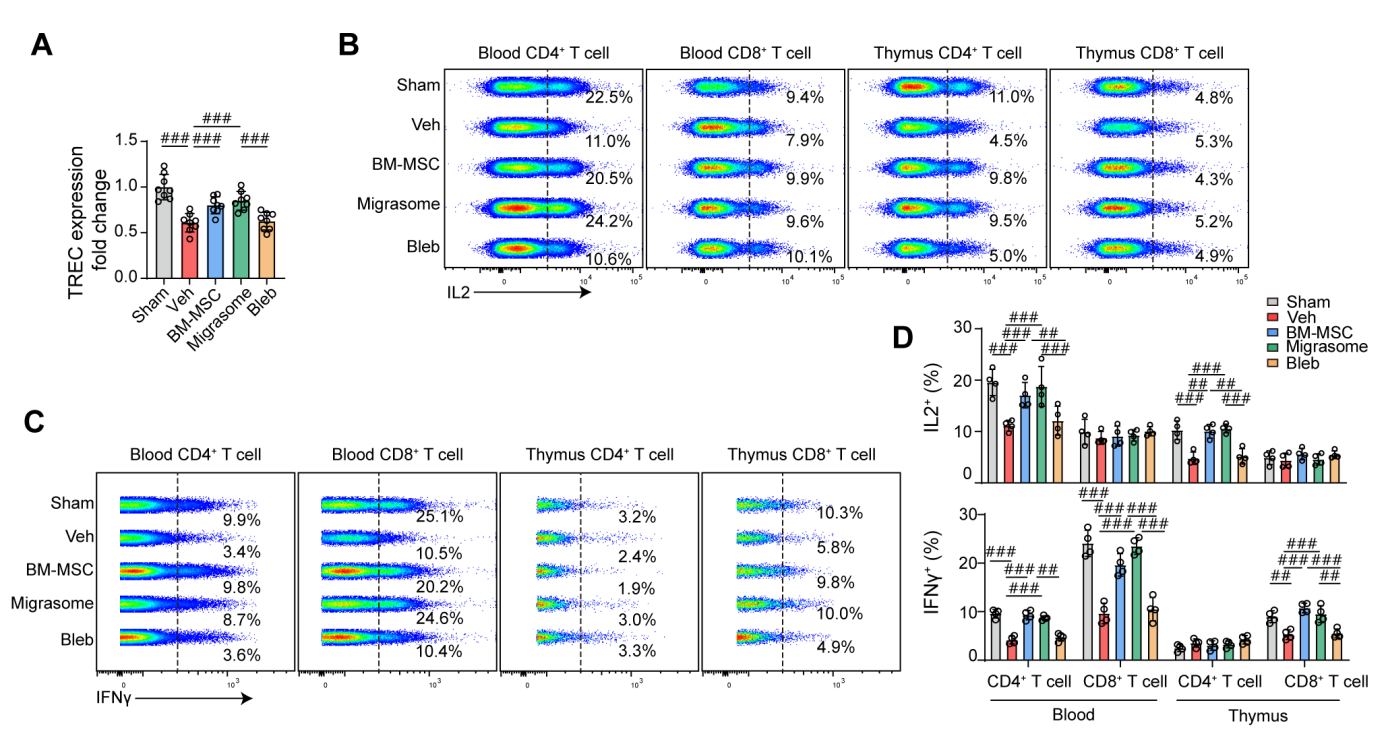

**Figure S7. Functional assessment of thymic output and T-cell competence.**

(**A**) Quantitative PCR analysis of TREC in peripheral blood, normalized to sham controls. (**B-C**) Flow cytometry analysis of intracellular cytokine production in peripheral blood and thymic T cells at day 7 post-stroke following 6-hour PMA/ionomycin stimulation: (**B**) Representative plots of IL-2⁺ cells. (**C**) Representative plots of IFNγ⁺ cells. (**D**) Quantification of IL-2⁺ and IFNγ⁺ T-cell subsets. Data represent mean ± SD; *n* = 4 per group. FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, ###*q* < 0.001, by one-way *ANOVA* (mean ± SD).

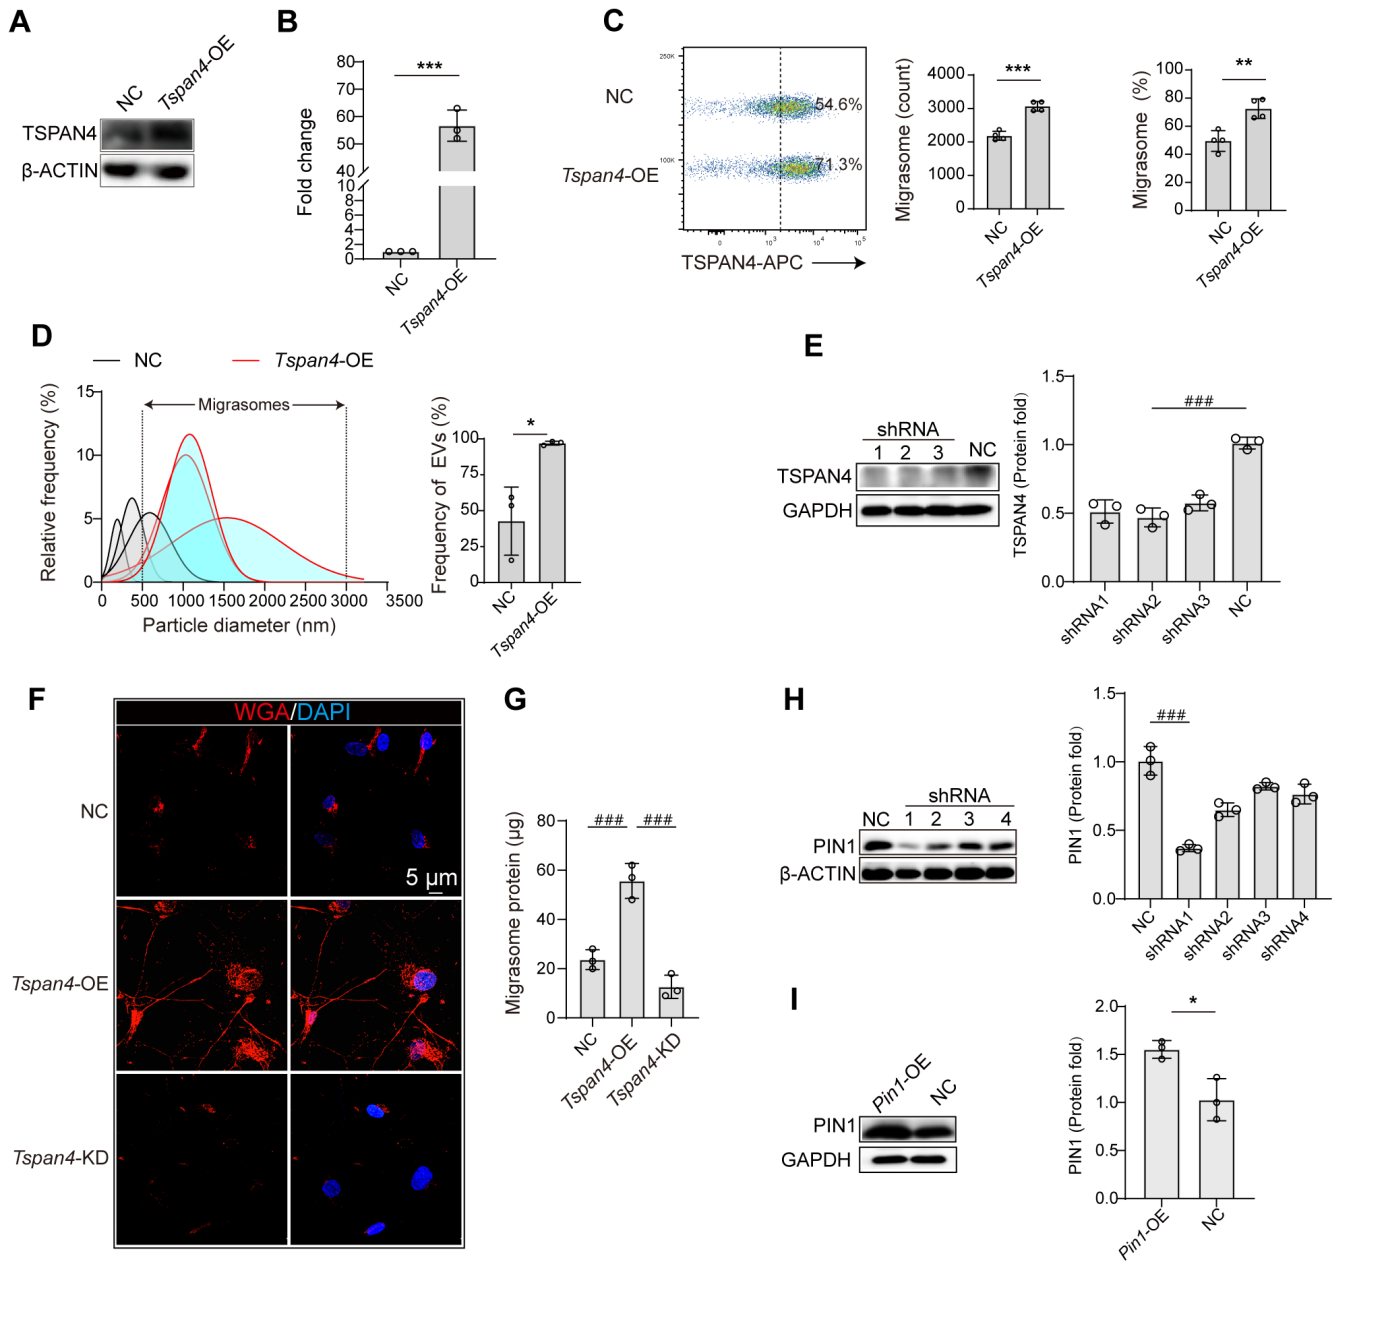

**Figure S8. Validation of engineered BM-MSC models for migrasome research.**

(**A-D**) TSPAN4 was overexpressed in BM-MSC via lentiviral infection to enhance migrasome production. **(A)** Western blot (WB) analysis of TSPAN4 protein expression in BM-MSC post-lentiviral infection. Representative images shown (experiments repeated three times). **(B)** RT-PCR analysis of TSPAN4 mRNA levels in BM-MSCs (*n*=3 per group, ****p* < 0.001, by Student' s *t*-test (mean ± SD). **(C)** Nanoparticle flow cytometry quantification of TSPAN4-positive migrasome particles (*n*=3 per group). Bar graphs show statistical results. ***p* < 0.01, ****p* < 0.001, by Student' s *t*-test (mean ± SD). **(D)** Diameter distribution of migrasome particles in *Tspan4*-OE versus control groups. **p* < 0.05, by Student' s *t*-test (mean ± SD). (**E**) *Tspan4* knockdown in BM-MSC via shRNA interference. Western blot of TSPAN4 expression in BM-MSC with quantification. Data represent mean ± SD; *n* = 3 per group. FDR-corrected *p*-values (*q-values*) were calculated, ###*q* < 0.001, by one-way ANOVA (mean ± SD). (**F**) Representative images of BM-MSC stained with wheat germ agglutinin (WGA, red) to label migrasomes. (**G**) Quantification of migrasome production by measuring the total protein content isolated from equal numbers (1×10⁶) of control (NC), *Tspan4*^OE^, and *Tspan4*^KD^ BM-MSC (*n*=3 independent isolations). FDR-corrected *p*-values (*q-values*) were calculated, ###*q* < 0.001, by one-way ANOVA (mean ± SD). (**H**) *Pin1* knockdown in BM-MSC via shRNA interference. Western blot of PIN1 expression in BM-MSC with quantification. Data represent mean ± SD; *n* = 3 per group. FDR-corrected *p*-values (*q-values*) were calculated, ###*q* < 0.001, by one-way ANOVA (mean ± SD). (**I**) Western blot analysis of PIN1 protein overexpression in BM-MSC post-lentiviral infection. Representative images shown (experiments repeated three times).

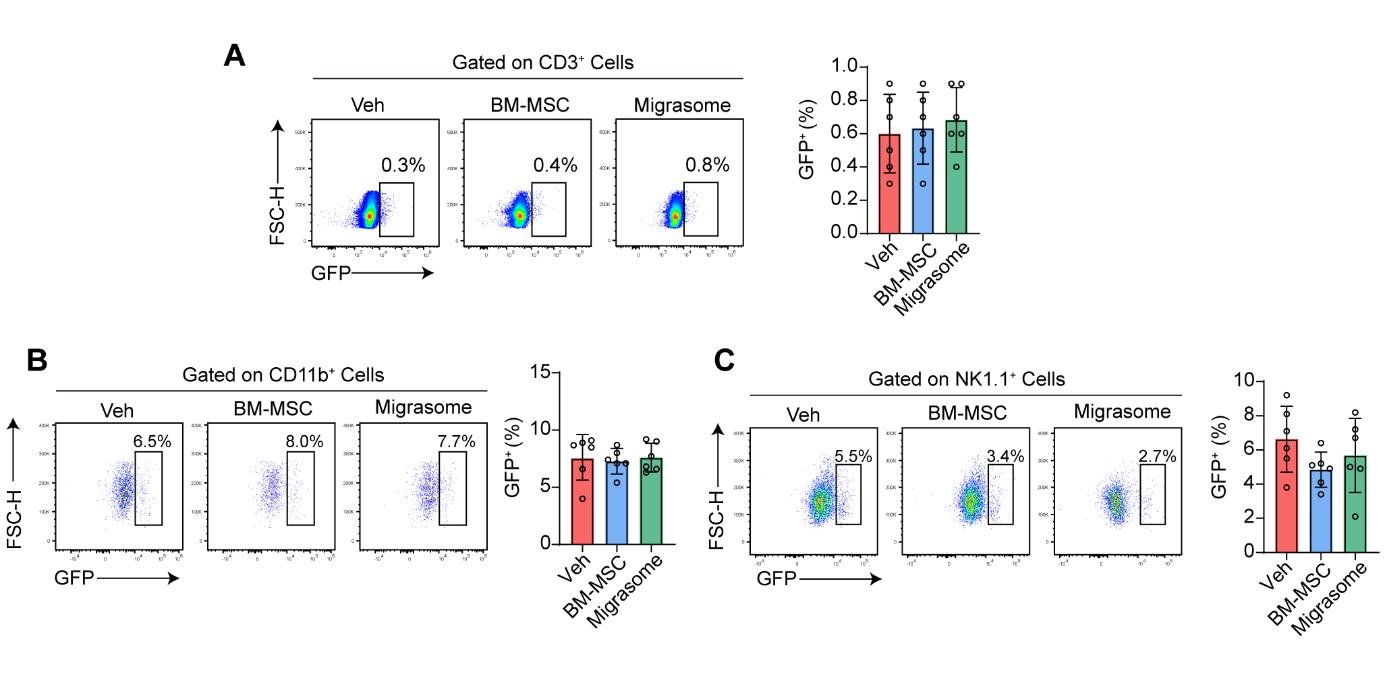

**Figure S9. Flow Cytometric Tracking of GFP Signal in Thymus of tMCAO Mice.**

Male wild-type C57/Bl6 mice underwent 60-minute tMCAO followed by intravenous administration of GFP-labeled BM-MSCs (2×10⁶ cells/mouse), migrasomes (10 mg/kg/mouse, isolated from TSPAN4-GFP-overexpressing BM-MSC), or vehicle (Veh) 2 hours post-reperfusion. Thymic tissues were harvested for flow cytometry analysis to track GFP signal. **(A)** Proportions of GFP^+^ cells in T cells (CD3^+^). **(B)** Proportions of GFP^+^ cells in myeloid cells (CD11b^+^) and (**C**) NK cells (NK1.1^+^). There was no significant difference among all groups (mean ± SD; *n*=6 per group).

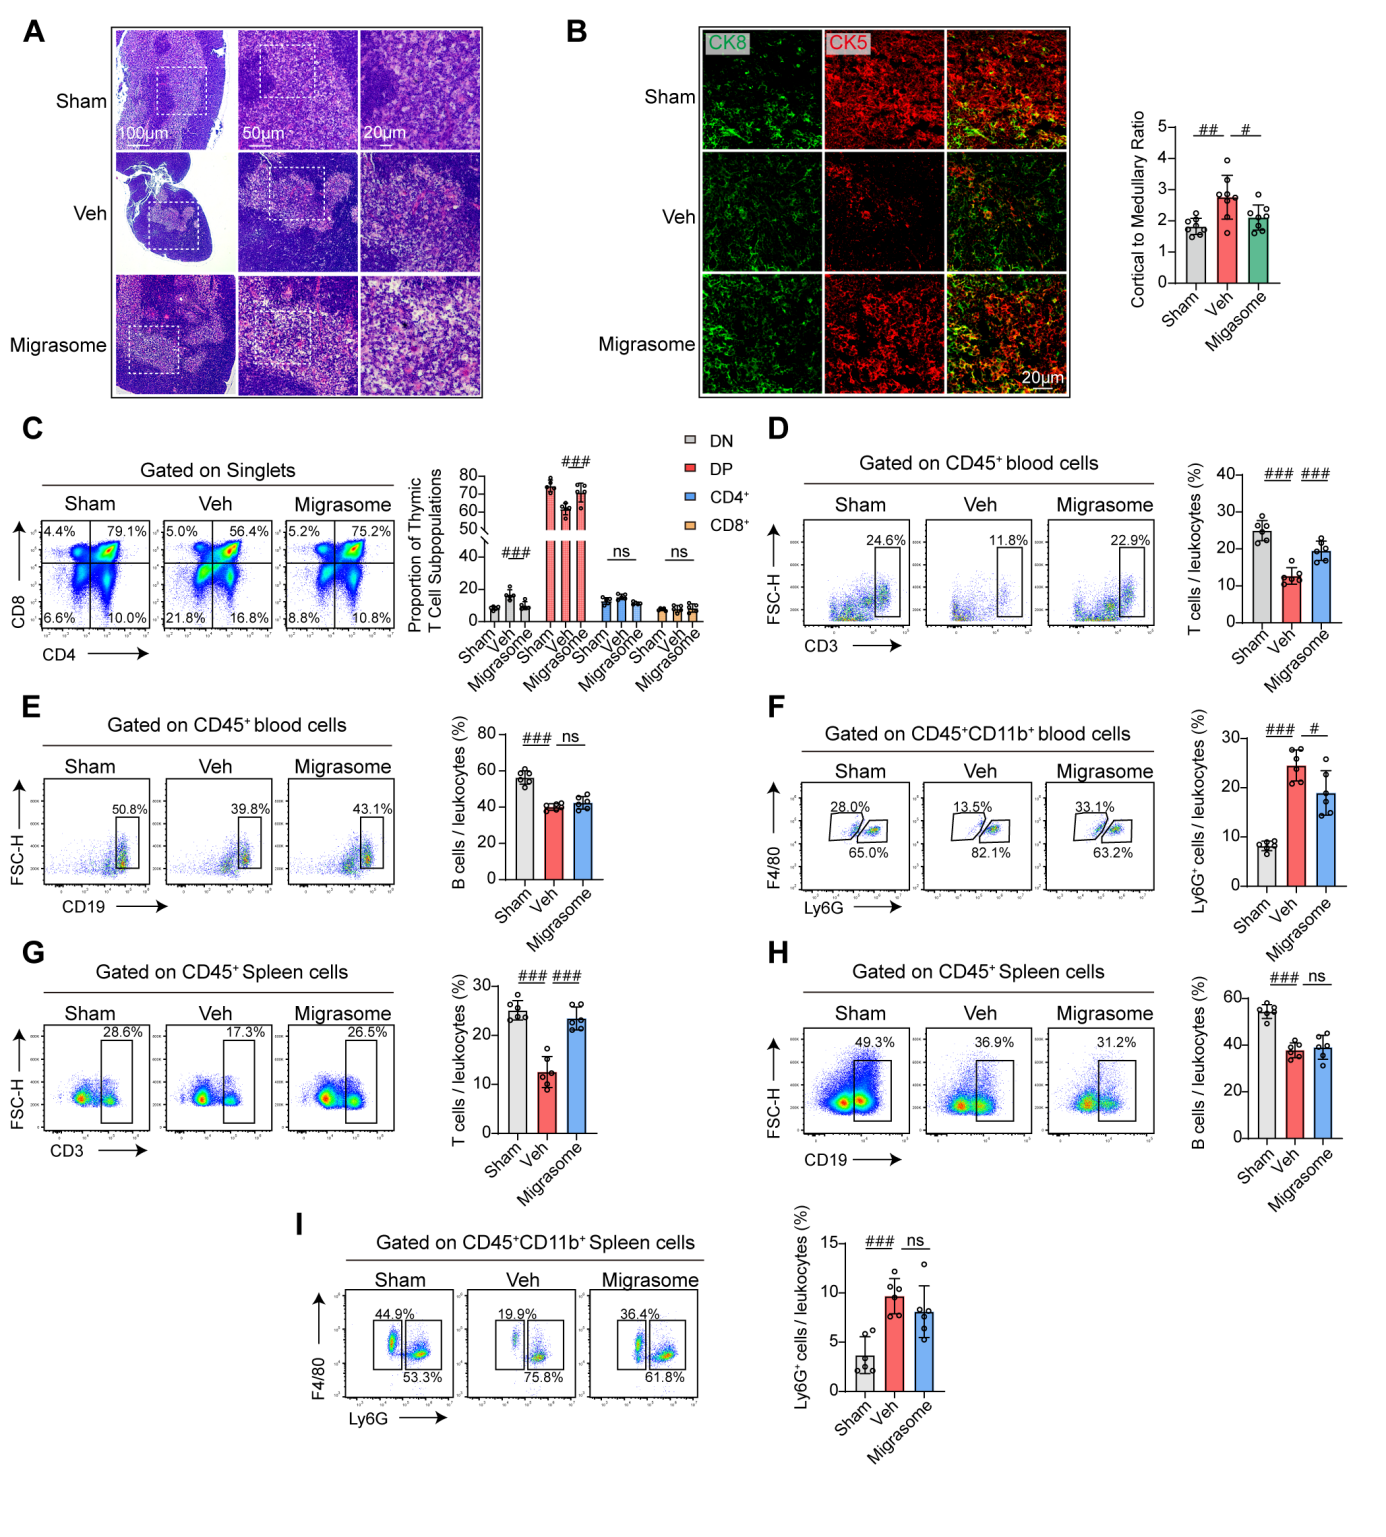

**Figure S10. BM-MSC-derived migrasomes promote thymic regeneration and systemic immune restoration in female mice after ischemic stroke.**

Female wild-type C57Bl/6 mice (8-week-old) were subjected to tMCAO followed by reperfusion. Mice were intravenously administered with either BM-MSC-derived migrasomes (10 mg/kg) or vehicle (Veh) as a single dose at 2 hours post-reperfusion. (**A**) Representative H&E-stained thymic sections (*n*=3 per group). (**B**) Immunofluorescence staining of the thymus: CK5 (red, medulla) and CK8 (green, cortex). The bar graphs show the cortical-to-medullary area ratios (*n*=8 per group). FDR-corrected *p*-values (*q*-values) were calculated, #*q* < 0.05, ##*q* < 0.01, one-way ANOVA (mean ± SD). (**C**) Thymic T-cell subset profiling: proportions of double-negative (DN, CD4^−^CD8^−^), double-positive (DP, CD4^+^CD8^+^), CD4^+^, and CD8^+^ T cells (*n*=8 per group). FDR-corrected *p*-values (*q*-values) were calculated, ###*q* < 0.001, one-way ANOVA (mean ± SD). (**D-F**) Flow cytometry analysis of peripheral blood immune cells, and the corresponding statistical analysis were displayed (*n* = 6 per group). Proportions of blood T cells (CD45^+^CD3^+^) (**D**) and B cells (CD45^+^CD19^+^) (**E**). (**F**) Proportions of blood monocytes (CD45^+^CD11b^+^F480^+^) and neutrophils (CD45^+^CD11b^+^Ly6G^+^). (**G-I**) Flow cytometry analysis of spleen immune cells, and the corresponding statistical analysis were displayed (*n*=6 per group). Proportions of spleen T cells (CD45^+^CD3^+^) (**G**) and B cells (CD45^+^CD19^+^) (**H**). (**I**) Proportions of spleen monocytes (CD45^+^CD11b^+^F480^+^) and neutrophils (CD45^+^CD11b^+^Ly6G^+^). FDR-corrected *p*-values (*q-values*) were calculated, #*q*< 0.05, ###*q* < 0.001, by one-way ANOVA (mean ± SD).

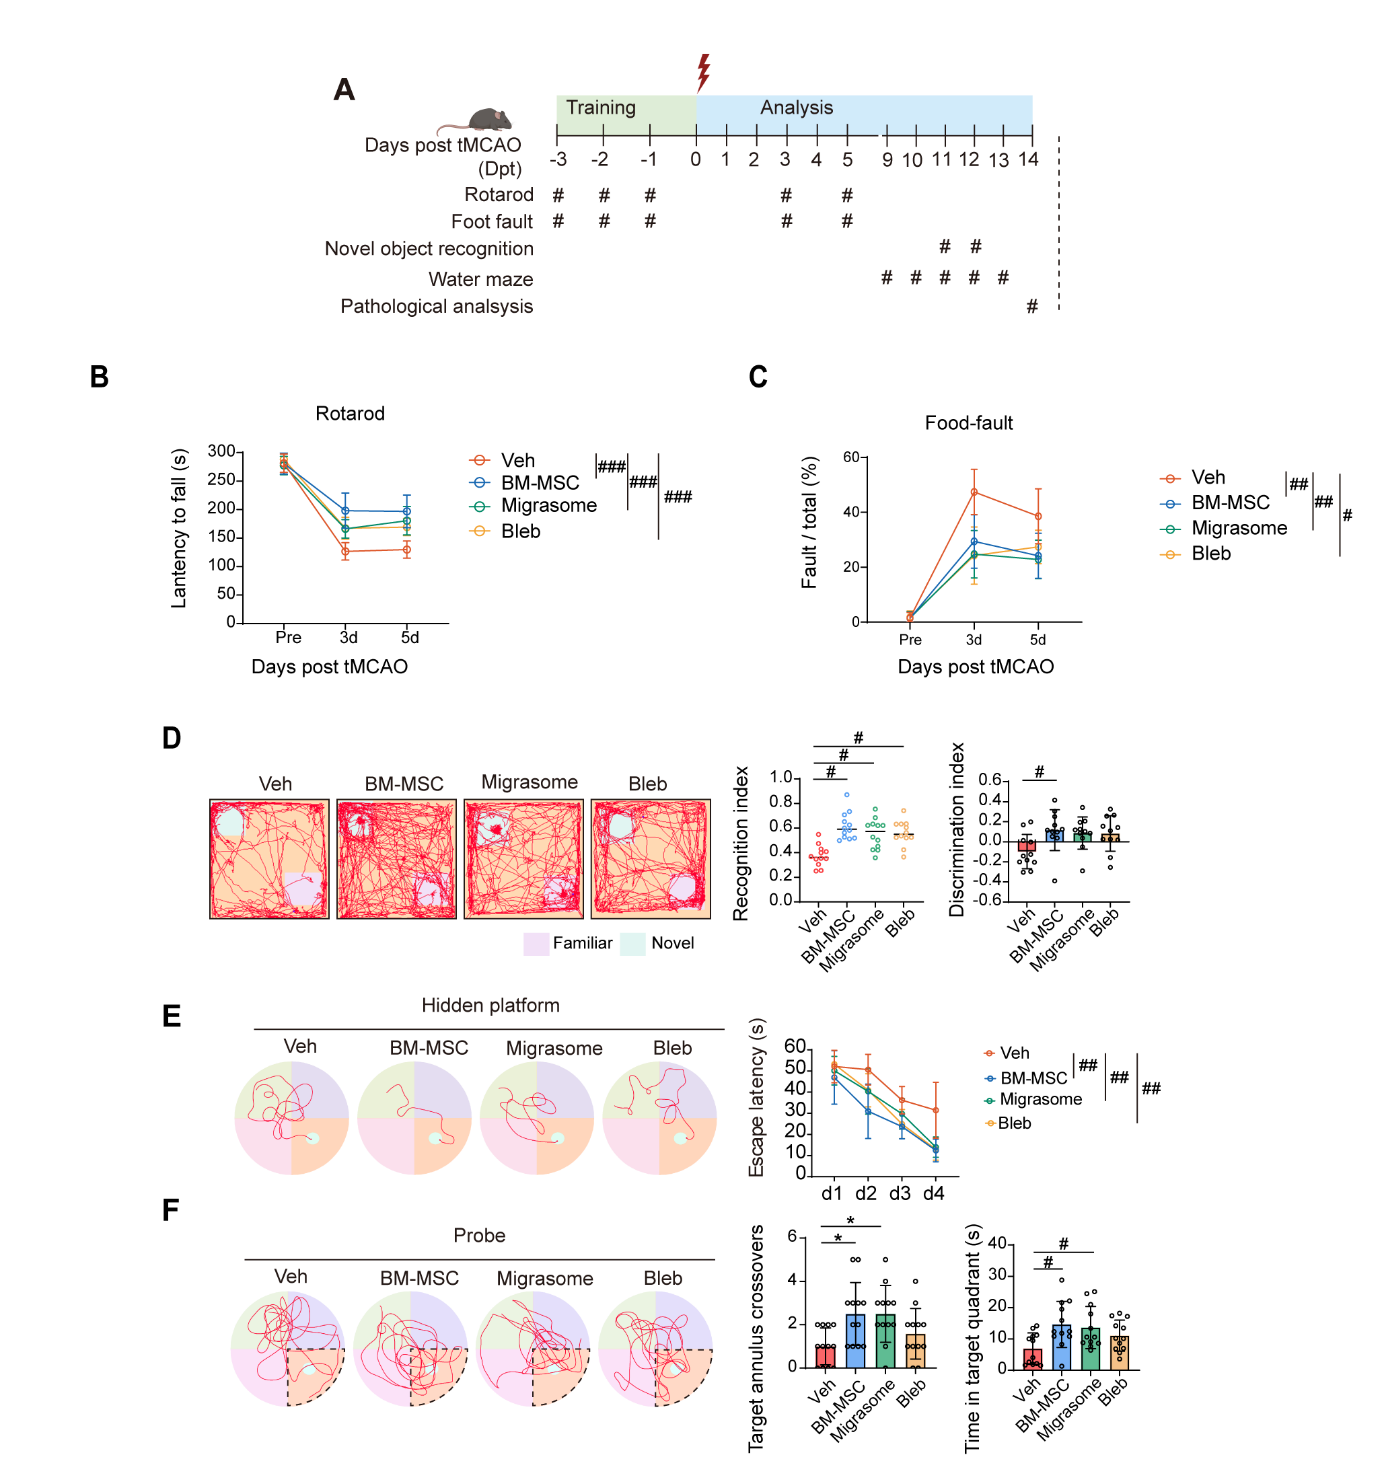

**Figure S11. Behavioral Assessments in tMCAO Mice.**

Male wild-type C57/Bl6 mice underwent 60-minute tMCAO followed by intravenous administration of BM-MSCs (2×10⁶ cells/mouse), migrasomes (10 mg/kg, isolated from TSPAN4-GFP-overexpressing BM-MSCs), blebbistatin (Bleb)-pretreated BM-MSCs (2×10⁶ cells/mouse), or vehicle (Veh) 2 hours post-reperfusion. **(A)** Schematic timeline of behavioral tests. (B-C) Motor-sensory function evaluation: **(B)** Rotarod latency (*n*=12 per group). **(C)** Foot-fault rate (*n*=12 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, ##*q* < 0.01, ###*q* < 0.001 (BM-MSC, Migrasome, or Bleb vs. Veh at day 5), two-way ANOVA (mean ± SD). **(D)** Novel object recognition test (training and testing at day 11 post-tMCAO): recognition index (RI = Tnovel / [Tnovel+Tfamiliar] ×100%), and discrimination index (DI = [Tnovel-Tfamiliar] / [Tnovel+Tfamiliar]) (*n*=12 per group). FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, one-way ANOVA (mean ± SD). **(E-F)** Morris water maze: **(E)** Escape latency during hidden platform trials (days 9-12 post-tMCAO, one trial/day; *n*=12 per group). FDR-corrected *p*-values (*q-values)* were calculated, ##*q* < 0.01, (BM-MSC and migrasome vs. Veh at day 4), by two-way ANOVA (mean ± SD). **(F)** Probe trial (day 13): Target annulus crossovers (left, by Wilcoxon rank-sum test, **p* < 0.05) and time in target quadrant (right, FDR-corrected *p*-values (*q-values)* were calculated, #*q* < 0.05, by one-way ANOVA; mean ± SD).

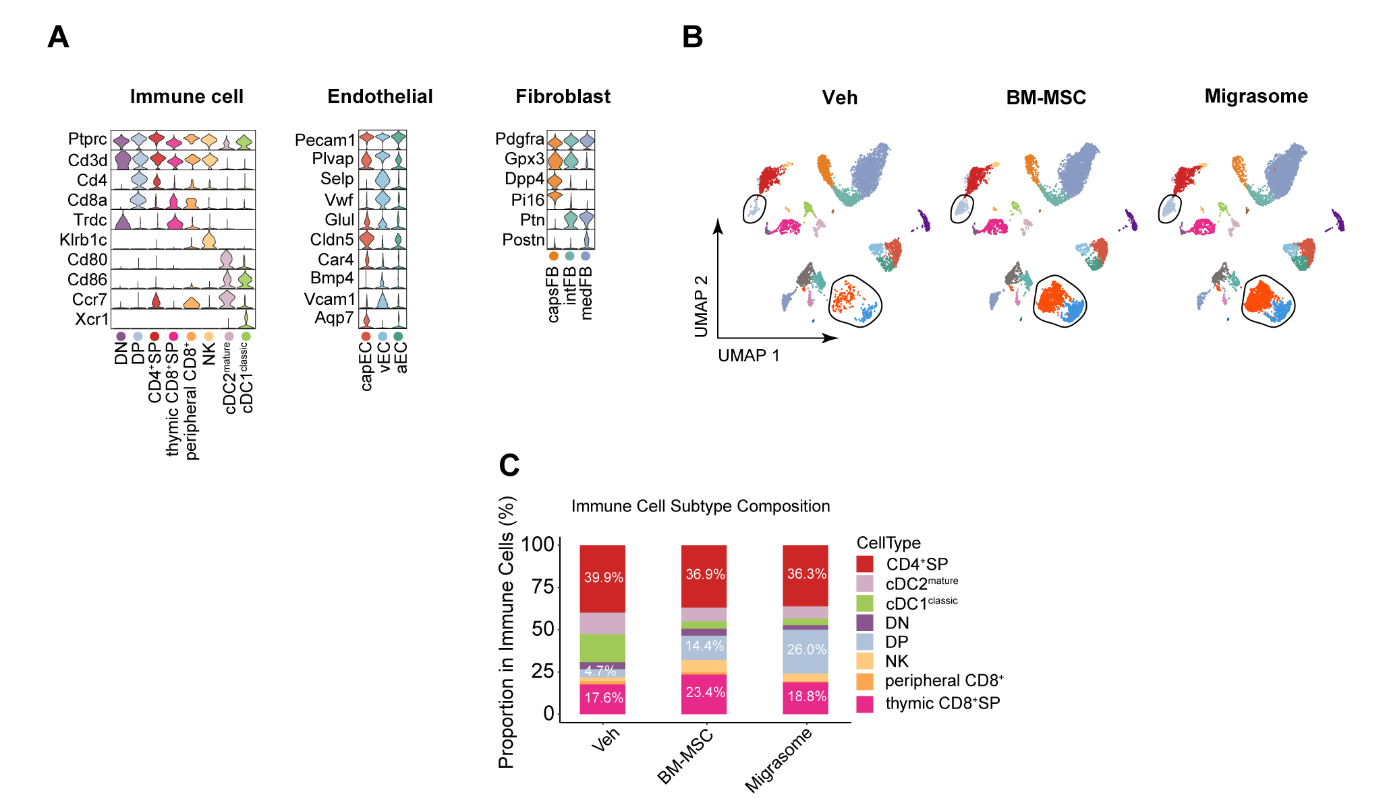

**Figure S12. Comprehensive Analysis of Non-epithelial thymic Populations in scRNA-seq Data.**

(**A**) Violin plots demonstrating expression distributions of lineage markers. (**B**) Integrated UMAP visualization stratified by treatment: Veh, BM-MSC, Migrasome. Solid lines contours highlight clusters with significant inter-group compositional differences. (**C**) Stacked bar plot quantifying proportional changes in immune cell subsets defined by established markers.

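Of immune cells, CD4SP-like cells, helper T cells late in their thymic course, made up 30.1% in Veh, 32.0% in BM-MSC and 29.2% in Migrasome. The 3 clusters of this class did not run alike: cluster 6 made up 11.75%, 9.64% and 9.57%, cluster 12, led by S1pr1, 16.2% (181 cells), 11.6% (160) and 7.64% (127), and cluster 17, led by Ramp3, 2.15% (24 cells), 10.8% (149) and 12.0% (199). CD8SP-like cells made up 13.6%, 5.51% and 5.84%, gdT-like cells 7.18%, 6.38% and 4.33%, and Treg-like cells 1.97%, 1.59% and 1.50%. The gdT-like cluster was led by Tcrg-C1 and Tcrg-C2 but also by Il2ra and Erg of DN thymocytes. No cluster was named DN, so this class may hold DN thymocytes. cDC1-like cells, dendritic cells that take up antigen from TEC, made up 10.4%, 1.16% and 1.69%, and Mature DC-like cells 10.0%, 6.59% and 4.81%. B cell-like cells made up 2.87%, 1.30% and 1.56%, Neutrophil-like cells, whose cluster also holds the macrophage genes C1qa and C1qb, 2.51%, 1.232% and 0.963%, and pDC-like cells 0.269%, 0.290% and 0.0602%. Unnamed clusters made up 14.3%, 24.2% and 17.9%. They include cluster 7, led by Gzma and Pclaf with a median of 38256 UMI per cell, a depth at which doublets cannot be set aside. Cluster 21, led by Gzmb, Xcl1 and Ifng of cytotoxic cells, made up 1.61%, 7.90% and 5.36%. All values come from 1 library per group.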

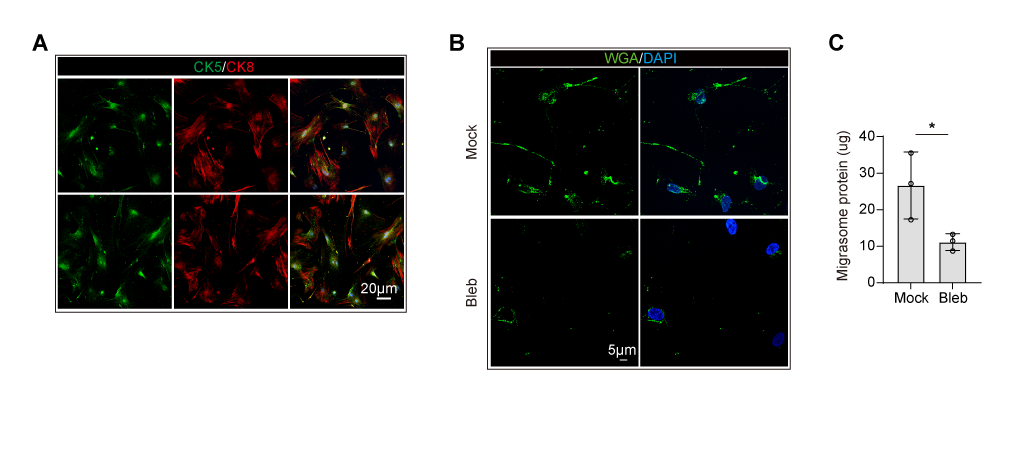

**Figure S13. In Vitro Isolation of TECs and Evaluation of Migrasomes from Bleb-Treated BM-MSCs.**

Thymic epithelial cells (TECs) were isolated and cultured from postnatal day 6 neonatal mice. **(A)** Immunofluorescence staining of TEC: CK5 (red, TEC marker), CK8 (green, TEC marker). Experiments repeated three times; representative images shown. **(B)** WGA staining (green, migrasome marker) showing reduced migrasome production in Bleb-pretreated BM-MSC. Experiments repeated three times; representative images shown. **(C)** Protein content of migrasomes isolated from equal numbers of BM-MSC (1×10⁶ cells) with or without Bleb treatment, quantified by BCA assay (*n*=3 per group). **p* < 0.05, by Student' s *t*-test (mean ± SD).

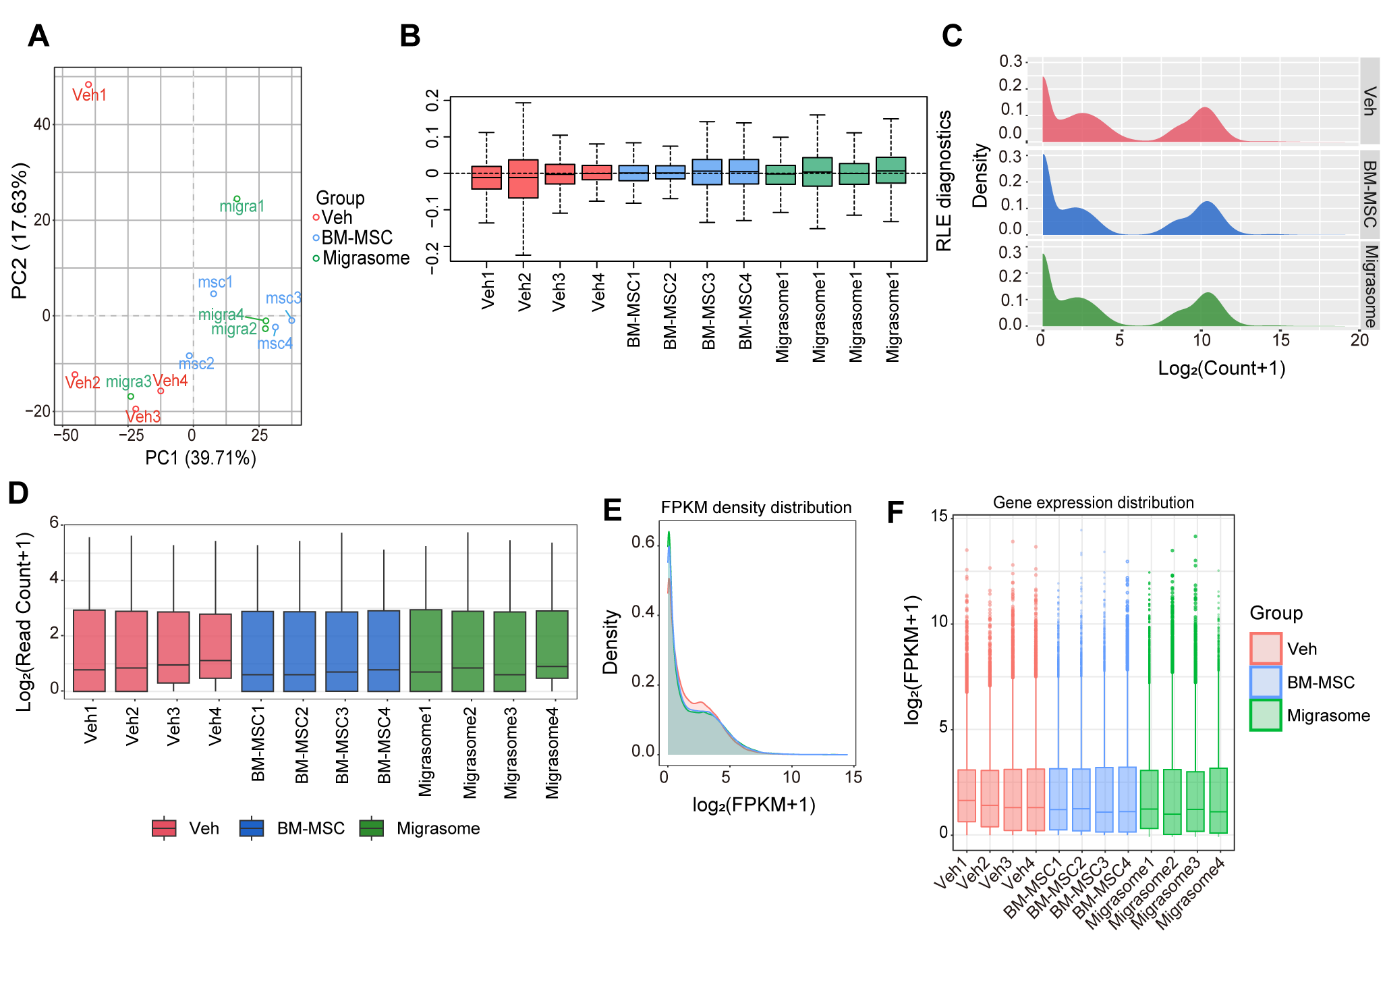

**Figure S14. Quality Control of bulk RNA-seq Data.**

Male wild-type C57BL/6 mice underwent 60-minute transient middle cerebral artery occlusion (tMCAO) followed by reperfusion. BM-MSC (2×10⁶ cells/mouse), migrasomes (10 mg/kg), or vehicle (Veh) were administered intravenously 2 hours post-reperfusion. Thymic tissues were harvested at 7 days post tMCAO for RNA sequencing (*n* = 4 per group). (**A**) Principal component analysis (PCA) based on FPKM demonstrates clear separation between treatment groups (BM-MSC, Migrasome) and the Veh group. (**B**) Relative Log Expression (RLE) diagnostics: Distribution of log₂(CPM+1) values after normalization by edgeR. 

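On log2(FPKM + 1) of the genes tested, centred per gene, the first principal component held 51.4% of the variance, the second 11.8% and the third 8.05%. The Veh libraries lay between -76.3 and -25.7 on the first component and the BM-MSC libraries between -4.25 and 57.6. Migrasome 1, 2 and 4 lay between 29.4 and 45.4, while Migrasome 3 lay at -40.9, among the Veh libraries. Migrasome and BM-MSC libraries did not separate on this component: limma called no gene between them, 147 had an unadjusted p under 0.05 (79 higher and 68 lower in Migrasome), and DESeq2 and edgeR called 0.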

All samples exhibit medians centered near zero (IQR < 0.2), indicating controlled technical variation. (**C**) Density plots of read-count distributions: Overlapping curves of log₂(Count+1) transformed data across groups suggest minimal technical noise. (**D**) Boxplots of read-count distributions: Sample medians concentrated within log₂(Count+1) = 0–2 range. (**E**) Density plots of FPKM distributions: High curve coherence of log₂(FPKM+1) values across groups. (**F**) Boxplots of FPKM distributions: Sample medians within log₂(FPKM+1) = 0-5 range. Statistical analysis: PCA performed via linear algebra dimensionality reduction (R package stats); RLE and distribution analyses using edgeR and ggplot2; normalization details in Methods.

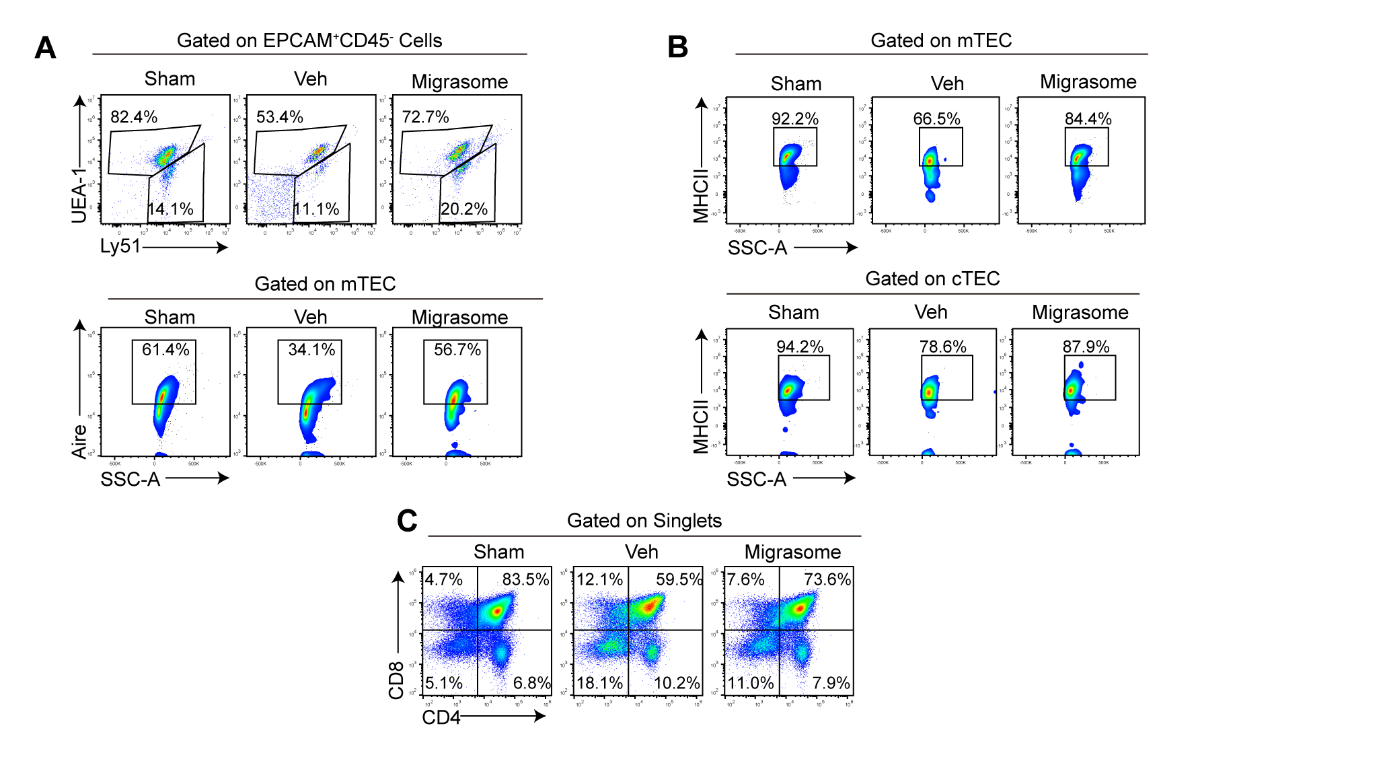

**Figure S15. Flow Cytometry Analysis of Thymic Epithelial Cells and T-Cell Subsets in Migrasome-Treated tMCAO Mice.**

Flow cytometry evaluation of the effects of migrasome monotherapy on thymic epithelial cells (TEC) and T-cell subsets in tMCAO mice. **(A)** Proportions of mTEC (EPCAM^+^CD45^-^UEA-1^+^Ly51^-^) and cTEC (EPCAM^+^CD45^-^UEA-1^-^Ly51^+^) in three groups (Sham, Veh, migrasome). **(B)** Proportions of MHC II^+^ and AIRE^+^ cells in mTEC and MHC II^+^ cells in cTEC. **(C)** Thymic T-cell subset profiling: DN, DP, CD4^+^, and CD8^+^ T cells. The statistical diagram is shown in Figure 3.

**Table S1. Primers used in the study.**

| **Gene** | **Sequence** |
| --- | --- |
| **Homo sapiens** | |
| TSPAN4 Forward | TGTCCGCTTGACTGACAGC |
| TSPAN4 Reverse | GCGCTTCAGTTCTGGGCT |
| GAPDH Forward | TCGGAGTCAACGGATTTGGT |
| GAPDH Reverse | TTCCCGTTCTCAGCCTTGAC |
| **Mus musculus** | |
| mTREC Forward | CCAAGCTGACGGCAGGTTT |
| mTREC Reverse | AGCATGGCAAGCAGCACC |
| mTREC Probe | FAM/TGCTGTGTG/XEN/CCCTGCCCTGCC/BHQ1 |
| mTRAC Forward | TGACTCCCAAATCAATGTG |
| mTRAC Reverse | GCAGGTGAAGCTTGTCTG |
| mTRAC Probe | FAM/TGCTGGACA/ZEN/TGAAAGCTATGGA/BHQ1 |

How the deposited data were processed for this re-analysis (not part of the article)

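The bulk libraries came as a table of FPKM (fragments scaled by gene length and library size) for 54532 genes in 12 libraries. The authors aligned reads with HISAT2 2.0.5, counted them per gene with featureCounts 1.5.0-p3 and deposited the FPKM, as the sample labels state. The gene IDs, lengths and coordinates, the other values of that table, were used as deposited by the authors; the coordinates are those of mm10 with GENCODE M21, while the labels name mm39. The labels describe selection of polyadenylated RNA and the paper depletion of ribosomal RNA, which the values do not settle. For single cells, the authors deposited a filtered count matrix from Cell Ranger for each library, with UMI counts per gene and cell; its version is not in the labels.

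Bulk tests were run in R 4.3.3. The main test was limma 3.58.1 on log2(FPKM + 1) of the 15307 genes with at least 1 FPKM in at least 4 libraries, with moderated variances (trend and robust), a mean for each of the 3 groups and all 12 libraries in the fit. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Each nonzero FPKM times its gene length was a whole multiple of a step per library (100% of values, within 0.01), so reads were recovered and tested with DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood). The library size in the FPKM was 0.871 to 1.23 times the reads in genes. Limma on FPKM was kept as the main test because FPKM is the deposited unit; the paper names DESeq2 v1.40.2.

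Gene lists (37, of which 34 had enough genes to test) were written by hand, since GO and KEGG annotation was not at hand. Members were adjusted over the list alone, and lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry (statmod 1.5.0). The lists are S phase, G2/M phase, DNA replication, RNA splicing, Senescence and SASP, Complement and acute phase, Glucocorticoid response, Interferon response, MHC class II, Thymosins, p53 targets, Ribosomal proteins and Immediate early genes. The other lists are markers of DP, DN and mature T cells, B and plasma cells, macrophages, dendritic cells, neutrophils, erythroid cells, cTEC, mTECⅠ, mTECⅡ, mTECⅢ, tuft cells, adipocytes, fibroblasts, blood and lymphatic endothelium, smooth muscle, striated muscle, mesothelium, airway epithelium, parathyroid and thyroid, and Schwann cells. For single cells, Epithelial cell development and Hippo, Rap1, Wnt, Notch and Pluripotency signaling lists were added to these. A list gene absent from the deposited table (1) was left out.

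Single cells were analysed in Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2 and igraph 0.11.9 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0; figures with matplotlib 3.10.9). Cells with at least 1000 genes and genes found in at least 3 cells were kept, and doublets called by Scrublet were removed. Counts were scaled to 10000 per cell and logged, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1 (seed 0) gave 27 clusters of all cells, 19 of TEC-like cells and 23 of immune cells. A cluster took the class with the highest marker score among classes with at least 3 detected markers (in at least 10% of cells). It stayed unnamed where its top 10 genes held more markers of another class, where it was shallow (a median UMI under 1/3 of the median of its libraries at that level of clustering) with none of its own markers among them, or where no score was above 0. Shares carry exact Clopper-Pearson 95% intervals and sums exact Poisson intervals. Gene lists in mTECⅠ-like cells were ranked among 10000 random lists matched in 20 expression bins, using genes with at least 20 UMI. Ccnd1 was also read after thinning cells to 3000 UMI. Values per cluster within a class were read after the class values were seen. Pseudotime (Monocle3) was not run.

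Genes named in the text are those the paper names. For each list they also include up to 4 members past the threshold or, where none passed, up to 2 with the largest |log2FC|; in single cells, up to 4 members per list with the largest ratio. The rule's remaining part, the 10 genes with the lowest adjusted p in each direction, named none, since limma called 0 genes (5733 and 4193 at an unadjusted p under 0.05; DESeq2 4495 and 1569, edgeR 2087 and 0).

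For bulk, the alternatives were another pseudocount (0.1), no filter, a mean FPKM of at least 5, TPM, median-of-ratios scaling, only the 8 libraries of a comparison, the replicate number as a block, library weights, protein-coding genes only, both count tests and each library left out in turn. For single cells they were 500 or 2000 genes per cell, no doublet removal, Leiden resolution 0.5 or 2, at most 10% mitochondrial UMI and 50 principal components. Counting the Acta2- and Tagln-led cluster as mTECⅠ-like and the replicate block within the 8 libraries of a comparison were added after seeing the data.

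The labels number the libraries 1 to 4 in each group, and neither they nor the paper tie a number to a shared litter, batch or day. The pairing was therefore read from the correlation of deviations from the group means between libraries of the same number. In BM-MSC and Veh, all 4 pairs were above 0.1 (0.117 to 0.356), with 5 of 8 libraries closest to their own number in the other group. In Migrasome and Veh, 1 of 4 was (-0.530 to 0.315), and in Migrasome and BM-MSC 1 of 4 (-0.599 to 0.140). Some libraries of different numbers deviated together as well, such as Veh 3 with BM-MSC 4 (0.279), so the pairing by number is uncertain. The numbers were taken to pair the libraries of BM-MSC and Veh only, and values with the replicate block are given there.

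The bulk tests were tested on simulated data with each gene's spread in the real libraries, drawn independently of other genes, with 50 genes at each fold. At folds of 2, 4, 8 and 16, limma called 24%, 84%, 94% and 98% and DESeq2 56%, 94%, 96% and 100%. EdgeR called 36%, 90%, 96% and 98%. False calls were 9 in limma and 11 in edgeR over 16619 genes, and 50 in DESeq2 over 19319. The list ranking, tested on simulated data with 20 draws, put a list without a change above the 95th percentile in 1 of 20 draws and lists with folds of 1.5 and 2 in 20 of 20. Without a change it lay below the 5th percentile in 4 of 20 draws, with a median percentile of 14.25, so low percentiles carry little weight. Only the G2/M phase list in BM-MSC was simulated, so other lists and Migrasome may differ.

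Depth per library is given with each data set. The values deposited allow no check of alignment, trimming or barcode filtering, and raw reads were not used.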

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

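The tests on Migrasome 3 (a mislabelled sample, a difference in depth), on the rule that names the clusters and on other splits at an unadjusted p were chosen after the result was seen.

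Of 102 groups of 4 libraries, 11 held a library far from the other 3, and chance gives about 1 in 20 groups, or 5.1. In these, the gap between a library and its nearest neighbour took up most of the group's range (Dixon's test at 95%). Migrasome 3 was the library in 8. In mean log2(FPKM + 1) it stood at 2.42 for S phase genes (the other 3 at 4.25 to 4.29), 2.46 for G2/M phase genes (4.87 to 4.98) and 3.31 for DNA replication genes (4.55 to 4.73). For single genes in log2(FPKM + 1), it stood at 2.18 for Kif22 (4.73 to 5.14), 1.82 for Arsi (4.76 to 4.99), 2.64 for Syt13 (5.49 to 5.84), 2.06 for Mdm1 (3.67 to 3.96) and 4.99 for H2afx (7.73 to 8.28). The other 3 were Plin4 in BM-MSC 3 at 0.23 (0.80 to 0.88), Syt13 in BM-MSC 2 at 3.84 (5.39 to 5.49) and Krt5 in Veh 2 at 8.71 (7.92 to 8.02).

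Migrasome 3 carries low levels of the cell cycle and DNA replication genes, where the other 3 Migrasome libraries are high. A difference in depth is argued against: it has 17.3 M reads in genes, and the other libraries 13.3 to 19.4 M. Its median rank correlation with Veh exceeds that with the other Migrasome libraries by 0.0593, which a mislabelled sample and a mouse that did not respond would both give. No Veh library lies closer to the Migrasome group than to its own, so a swap between these groups lacks its partner. A single wrong label and a mouse without a response cannot be told apart, since both predict values like those of Veh. A weaker response was not tested and stays open too. Migrasome 3 lay below all Veh libraries for Bpifa1, Serping1 and C3, but inside the Veh range for Mki67 and Arsi. Migrasome 3 also has a mitochondrial share of reads of 7.24%, against 1.59% to 3.16% in the other Migrasome and 2.80% to 5.10% in the Veh libraries, and BM-MSC 2, whose removal also raised the number of called genes, has 7.89%. A difference in tissue or RNA quality was not tested and stays open.

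Cell cycle genes were higher in bulk thymus after BM-MSC and, apart from Migrasome 3, after migrasomes. Migrasome 3 stood at 2.46 for G2/M phase genes in mean log2(FPKM + 1), inside the Veh range of 1.85 to 3.19. A larger share of lymphoid cells against fat and connective tissue would also give higher values. The S and G2/M lists exceeded 9 T-lineage genes by a median log2 fold change of 0.84 in BM-MSC, where the quartiles of both allow 0.74, and by 0.66 in Migrasome, where they allow 0.62. This argues against a larger lymphoid share alone, by a small margin in Migrasome. The DP thymocyte list rose about as much as the cycle lists, with medians of 1.57 and 1.65 against 1.76 and 1.50. In single cells of Veh, G2/M phase genes stood at 14540 CPM in DP-like cells and at 1086 in TEC-like cells. A shift within the lymphoid cells toward cycling DP thymocytes therefore stays open, as a hypothesis that the T-lineage genes do not test. Division per cell and the number of dividing cells are not separated by bulk RNA.

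Plin4 and Ces1f, genes of fat cells, were lower in bulk thymus after BM-MSC. The Adipocyte list without Plin4, Ces1f and Cfd had a median log2 fold change of -1.49 over 16 genes (quartiles -2.19 to -1.14), as less fat tissue around the thymus in the dissected sample would give. Less fat within a recovering thymus would give the same values. The single-cell libraries hold no adipocyte class, so they do not decide between these.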

How the results depend on the processing

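Counting the Acta2- and Tagln-led cluster as mTECⅠ-like and the replicate block within the 8 libraries of a comparison were chosen after seeing the data; the other alternatives were set before the data were examined. Of the comparisons of a leading result with an alternative, 443 stayed within the limits and 73 moved; no called value changed sign, but the ratios of Ccnd1 and G2/M phase genes in mTECⅠ-like cells, without a test, crossed 1. Of the others, 164 stayed, 17 moved (list members called by count tests, more of them, and all-gene medians) and 31 passed the threshold that limma missed with the default settings (Mki67, Cd8a and Ccne2, all higher).

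Limma called 0 genes in each comparison with pseudocount 0.1, no filter, a mean FPKM of at least 5, TPM, median-of-ratios scaling and the replicate block over all 12 libraries; 5733, 4193 and 147 had an unadjusted p under 0.05. For BM-MSC against Veh, it called 2475 with only the 8 libraries of the comparison (955 with |log2FC| of at least 1), 7168 with library weights (1829) and 2274 with protein-coding genes only (806). DESeq2 called 4495 (2805) and edgeR 2087 (1566). Leaving out each library gave 0 to 3519 (0 to 1105): 3519 without Migrasome 3, 1234 without BM-MSC 2 (790), 7 without Veh 1, 4 without Veh 3 and 1 without Veh 4. For Migrasome against Veh, library weights gave 3077 (1047), DESeq2 1569 (1049) and edgeR 0; leaving out each library gave 0 to 3834 (0 to 1533), the highest without Migrasome 3 and 1 without Veh 3 or Veh 4. For Migrasome against BM-MSC, library weights gave 1, with |log2FC| of at least 1 (Traj45, chosen after its values were seen), and DESeq2 and edgeR 0. Genes called in the same direction in both numbered 2868 with library weights, 1443 with DESeq2 and 0 to 2752 with each library left out (2752 without Migrasome 3, 1 without Veh 3 or Veh 4). Only the 8 libraries of a comparison gives no shared count. The adjusted p of many genes lay just above the threshold (lowest 0.0592 in BM-MSC); beyond that, the cause of these moves was not tested.

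The Adipocyte median in BM-MSC was -2.33 with pseudocount 0.1, -2.17 with a mean FPKM of at least 5 and -2.20 with TPM; a smaller pseudocount widens folds of low genes by construction. TPM moved the median of all genes from 0.09 to -0.10 in BM-MSC and from 0.07 to -0.09 in Migrasome, so list medians are read against that shift. Lists called by camera fell from 26 and 27 to 0 and 0 with an estimated correlation and to 14 and 5 with fry.

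The mTECⅠ-like excess over Veh (BM-MSC, Migrasome, in percentage points) was 6.34 and 7.64 with 500 genes per cell, 33.3 and 40.8 with 2000, 13.1 and 16.6 with no doublet removal, 11.4 and 16.4 at Leiden resolution 0.5, 38.2 (Migrasome) at resolution 2, 5.36 and 7.61 with 50 principal components, and 30.1 and 42.9 with the Acta2- and Tagln-led cluster. With 2000 genes per cell, the cTEC-like excess was 6.63 and 4.51 and the DP-like excess in Migrasome 18.3; the latter was 22.4 with 500, and in BM-MSC 16.5 at resolution 0.5. Ccnd1 in mTECⅠ-like cells had ratios to Veh of 0.497 and 0.617 at resolution 0.5, 1.34 in BM-MSC with 50 components and 1.19 in Migrasome at resolution 2. The G2/M phase ratio was 0.584 and 0.824 at resolution 2, 0.731 with at most 10% mitochondrial UMI and 0.820 with 50 components in BM-MSC, and 0.942 in Migrasome with no doublet removal. With every cluster counted under its closest class, the mTECⅠ-like excess lay between 26.9 and 33.3 in BM-MSC and between 37.2 and 47.0 in Migrasome. Clusters left unnamed thus made much of the moves of that excess. The cause of the other moves was not tested.

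By the correlation of deviations from the group means, libraries of the same number in BM-MSC and Veh deviated together (4 of 4 pairs above 0.1). Some of different numbers did too, so the pairing by number is uncertain. Migrasome libraries did not pair by number (1 of 4 with Veh and 1 of 4 with BM-MSC). With the replicate block within the 8 libraries, limma called 4777 genes in BM-MSC against Veh (1173 with |log2FC| of at least 1), against 2475 without the block, and Mki67, Cd8a and Ccne2 (adjusted p = 0.0120, 0.0120 and 0.0137). Fry called 8 lists there, against 14 in the fit of all libraries. Of the results rerun with that block, it changed no call in Migrasome against Veh or against BM-MSC (0 genes in limma; 3058 and 126 at an unadjusted p under 0.05, and DESeq2 and edgeR without a block as above). No batch, litter or day is known for the numbers, so what the block removes is unknown.

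At 4 libraries per group, limma called 24% of simulated genes with a fold of 2. The simulation drew genes independently, without the spread that the real libraries share, so it does not bound what limma misses. In the real libraries larger changes stayed uncalled too, such as Rag1 in BM-MSC at a log2 fold change of 4.08. In single cells, the 89 mTECⅠ-like cells of Veh limit every ratio to that class.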

Differences from the paper's values

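At an adjusted p under 0.05 and |log2FC| of at least 1, the paper's thresholds, limma called 0 genes in BM-MSC against Veh, against the paper's about 8500 in Fig. 4C, read by eye. At these thresholds, none of the alternatives set before the data were examined came within 1.5 times of it: 2805 with DESeq2, 1829 with library weights and 1566 with edgeR were the highest, and 5733 genes had an unadjusted p under 0.05 in limma. Without the fold limit, library weights gave 7168, which is within 1.5 times. For Migrasome against Veh, it called 0, against the paper's about 5100 in Fig. 4C, read by eye. At these thresholds, none of those alternatives came within 1.5 times: 1533 without Migrasome 3, 1049 with DESeq2 and 1047 with library weights were the highest, and 4193 had an unadjusted p under 0.05 in limma. Without the fold limit, limma without Migrasome 3 gave 3834, which is within 1.5 times, and library weights 3077, which is not. Genes shared by both numbered 0, against the paper's about 4500 in Fig. 4C, read by eye; without a fold limit, those alternatives gave 2868 with library weights, 2752 without Migrasome 3 and 1443 with DESeq2, and none reached it within 1.5 times. Settings chosen after seeing the values come closer: with DESeq2 at an unadjusted p under 0.05 and no fold limit, 7974, 5634 and 4644 genes, and with edgeR in the same way 6894, 4835 and 4095. The paper's text states the adjusted p and the fold limit, so these settings are not its stated ones.

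The overlap of both comparisons was 48.7% in the paper. Limma called no gene, so its share is undefined; DESeq2 at the paper's thresholds gave 32.0%, and edgeR 0 shared genes. Settings chosen after seeing the values that lie near it are limma at an unadjusted p with the fold limit (48.1%) and DESeq2 at an unadjusted p without it (51.8%).

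The mTECⅠ-like share of TEC in Veh was 7.34%, against the paper's about 12% in Fig. 5D, read by eye. The alternatives set before the data were examined within 1.5 times of it were 2000 genes per cell (9.05%), Leiden resolution 2 (10.7%) and at most 10% mitochondrial UMI (8.40%). Those that were not are 500 genes per cell (3.83%), no doublet removal (4.38%), resolution 0.5 (5.61%) and 50 principal components (2.23%). With the Acta2- and Tagln-led cluster counted in, chosen after seeing the values, it was 9.07%. The second principal component of the bulk libraries held 11.8% of the variance, against the paper's about 18% in Fig. S14A, read by eye; no alternative was run for it.

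The paper ranks Ccnd1 in mTECⅠ as highest after migrasomes, then BM-MSC, then Veh. Here it stood at 93.2 CPM in Veh, 82.8 in BM-MSC and 80.5 in Migrasome, with intervals that overlap, and none of the 4 clusters of the class ran in the paper's order. Leiden resolution 2 gave a ratio of 1.19 in Migrasome and 50 principal components 1.34 in BM-MSC; mTECⅡ-like cells ran in the paper's order (50.0, 87.7 and 119), but neither of their clusters did (43.6, 55.6 and 44.9 in cluster 0; 168, 405 and 293 in cluster 5). The values here compare 1 pool per group, without a test.

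The paper's Fig. S14A describes a clear separation of the treated groups from Veh. Here 7 of the 8 treated libraries lay apart from Veh on the first component, and Migrasome 3 (-40.9) lay among the Veh libraries (-76.3 to -25.7). The paper describes Rap1 signaling as up in mTECⅠ; the hand list here lay at percentile 59.2 in BM-MSC and 21.2 in Migrasome. Hippo signaling (86.8 and 67.1) and pluripotency (68.4 and 47.1) did not pass the 95th percentile either. On simulated data without a change, the G2/M phase list in BM-MSC had a median percentile of 14.25. These lists and Migrasome were not simulated, and percentiles in the lower part are given little weight. These lists are not the KEGG lists, and the paper's text does not name the groups it compared. The paper calls Mki67, Cd8a and Ccne2 higher; limma did not call them, and DESeq2, library weights and limma without Migrasome 3 did in both comparisons.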

Other observations

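The tests on Migrasome 3, on the rule that names the clusters, on other splits at an unadjusted p and on splits that part all pairs were chosen after the result was seen.

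In bulk thymus, the lists for fat, connective tissue, vessels and neighbouring tissue had negative medians after both treatments. Fibroblast-like and Endothelial-like cells are also part of the dissociated thymus. The airway list is not of neighbouring tissue alone, since Bpifa1 and Reg3g were among the leading genes of a TEC-like cluster of 1371 cells. TEC cluster 1, with Bpifa1 among its leading genes, made up 18.05% of TEC in Veh, 6.14% in BM-MSC and 5.21% in Migrasome. A change of TEC and a change of airway tissue are thus not separated by this list. Adipoq had a log2 fold change of -2.22 in Migrasome (-1.53 without Migrasome 2, -2.85 without Migrasome 3). Cfd (adipsin) had -2.58 in BM-MSC (-1.84 without BM-MSC 3) and -2.81 in Migrasome (-1.81 without Migrasome 2, -3.52 without Migrasome 3). Pth (parathyroid hormone) had -4.36 and -4.87 (adjusted p = 0.0592 and 0.133 from limma, 0.0760 and 0.106 from DESeq2). It varied widely within groups, from 39.2 to 362.5 FPKM in Veh and with Migrasome 4 at 37.1 against 0.181 to 1.03 in the other 3. In BM-MSC it had -3.59 without BM-MSC 4, -5.02 without BM-MSC 1, -5.05 without BM-MSC 3 and -3.75 without Veh 3, and in Migrasome -6.01 without Migrasome 4 and -4.26 without Veh 3, so its size is uncertain. Fibroblast genes had medians of -0.97 and -0.69, blood endothelium -0.98 and -1.01, lymphatic endothelium -1.14 and -1.28 (2 genes), mesothelium -1.19 and -0.87, parathyroid and thyroid -2.36 and -2.40 (2 genes), airway epithelium -0.98 and -0.85, smooth muscle -0.56 and -0.43, striated muscle -0.19 and -0.41 and Schwann cells -0.36 and -0.60 (1 gene). Limma with all 12 libraries called none of these genes at an adjusted p under 0.05 over all genes. With the replicate block in the 8 libraries of BM-MSC and Veh it called lower 13 of 16 Fibroblast, 11 of 13 Endothelial, 3 of 5 Mesothelium and 4 of 6 airway genes, and Cfd and Pth (adjusted p = 0.0315 and 0.0179). Without Migrasome 3, it called Pth in both comparisons (0.0327 and 0.0344) and Adipoq and Cfd in Migrasome (0.0211 and 0.0266). DESeq2 called lower, in BM-MSC and Migrasome, 12 and 5 of 16 Fibroblast genes, 9 and 6 of 13 Endothelial and 4 and 0 of 5 Mesothelium genes. Fry gave the airway list 0.0112 (0.0493 with the block) and 0.0470. Camera with an estimated correlation gave it 0.486 with the block, and no list under 0.379 in BM-MSC or 0.370 in Migrasome without it.

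MHC class II genes had medians of -0.58 in BM-MSC and -0.39 in Migrasome in bulk, where DESeq2 called 1 and 0 of 9 lower and limma none. In mTECⅠ-like cells, without a test, they were among the lists with the highest ranks, with H2-Aa at ratios of 1.57 and 1.67 to Veh. Lcn2 had ratios of 3.02 and 3.40 in mTECⅠ-like cells. The Interferon response list lay at percentile 99.66 and 98.77 there, and had bulk medians of -0.97 and -1.22. cDC1-like and mature DC-like cells, rich in MHC class II, had smaller shares after both treatments.

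Other lists had these bulk medians in BM-MSC and Migrasome: RNA splicing 0.78 and 0.53 (25 and 0 of 30 higher when adjusted over the list alone, 24 and 9 in DESeq2), Ribosomal proteins 0.43 and 0.36, cTEC 0.40 and 0.41, Erythroid 0.20 and -0.91, p53 targets 0.02 and 0.06, Thymosins -0.14 and -0.12, Glucocorticoid response -0.34 and -0.50, Plasma cell -0.35 and -0.33 and DN thymocyte -0.36 and -0.25. Dendritic cell had -0.37 and -0.42, Immediate early -0.48 and -0.49, B cell -0.50 and -0.60, Macrophage -0.54 and -0.72, mTECⅡ -0.54 and -0.75, Mature T cell -0.66 and -0.61, Neutrophil -0.71 and -1.16, mTECⅢ -0.85 and -0.54, mTECⅠ -0.87 and -0.60 and Tuft -1.30 and -0.68. Camera called 6 lists higher and 20 lower in BM-MSC and 6 and 21 in Migrasome, none with an estimated correlation (lowest adjusted p = 0.379 and 0.370).

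The splits of the 8 libraries of each comparison, 35 in all, were compared. Where limma called 0 genes, every split is as large by construction, so those counts say nothing about chance. In BM-MSC against Veh, limma called 0 genes and the highest other split 6 (35 of 35 splits as large). At an unadjusted p under 0.05 the real count was 5733 and the highest other 3401 (1 of 35). Libraries of the same number deviate together in this comparison, as do some of different numbers. If the numbers pair the libraries, the splits to set beside it are the 8 that part all 4 pairs, and the other 27 keep pairs within a group. Of these 8, the highest other gave 1206. With the replicate block in the 8 libraries, limma called 4777 genes, and the highest other of these 8 splits called 0 (1 of 8). These splits are too few for a share under 0.05. In Migrasome against Veh, limma called 0 and the highest other split 1113 (35 of 35). At an unadjusted p under 0.05 it was 4193 against 5354 (4 of 35), so chance is not excluded. The split with 1113 sets Veh 1, 2 and 3 with Migrasome 3 against the rest, which points to a structure of the samples. In Migrasome against BM-MSC, limma called 0 and the highest other split 4 (35 of 35). At an unadjusted p under 0.05 it was 147 against 4079 (31 of 35), so chance is not excluded.

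The larger mTECⅠ-like share may have arisen through division of these cells, through lower loss, or through TEC turning into or staying in that state. Their G2/M phase list reached percentile 72.5 among matched random lists at most, which decides nothing on division, since the clustering set dividing cells apart in another cluster. Division at day 7 and before it stays open. The rule that names the clusters is argued against as the whole cause, since the lowest excess over Veh with every cluster under its closest class was 26.9 percentage points. The sort and the loss of cells on dissociation, which can differ between classes, were not tested, and each group is 1 pool.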
